# High-quality single-cell transcriptomics from ovarian histological sections during folliculogenesis

**DOI:** 10.26508/lsa.202301929

**Published:** 2023-09-18

**Authors:** Hiroki Ikeda, Shintaro Miyao, So Nagaoka, Tomoya Takashima, Sze-Ming Law, Takuya Yamamoto, Kazuki Kurimoto

## Abstract

High-quality, straightforward single-cell RNA sequencing (RNA-seq) with spatial resolution remains challenging. Here, we developed DRaqL (direct RNA recovery and quenching for laser capture microdissection), an experimental approach for efficient cell lysis of tissue sections, directly applicable to cDNA amplification. Single-cell RNA-seq combined with DRaqL allowed transcriptomic profiling from alcohol-fixed sections with efficiency comparable with that of profiling from freshly dissociated cells, together with effective exon–exon junction profiling. The combination of DRaqL with protease treatment enabled robust and efficient single-cell transcriptome analysis from formalin-fixed tissue sections. Applying this method to mouse ovarian sections, we were able to predict the transcriptome of oocytes by their size and identified an anomaly in the size–transcriptome relationship relevant to growth retardation of oocytes, in addition to detecting oocyte-specific splice isoforms. Furthermore, we identified differentially expressed genes in granulosa cells in association with their proximity to the oocytes, suggesting distinct epigenetic regulations and cell-cycle activities governing the germ–soma relationship. Thus, DRaqL is a versatile, efficient approach for high-quality single-cell RNA-seq from tissue sections, thereby revealing histological heterogeneity in folliculogenic transcriptome.

## Abstract (precis)

Quantitative RNA-sequencing method for single cells isolated from alcohol- and formalin-fixed tissue sections discovers new relationships between histology and transcriptome during folliculogenesis.

## Introduction

Single-cell RNA sequencing (RNA-seq) was first achieved by using a quantitative cDNA amplification method and applied to mouse oocytes (Kurimoto et al, 2006; Tang et al, 2009). It has since provided unprecedented opportunities for the study of cellular differentiations, states, and diseases in various biological fields, including developmental biology, stem cell biology, and reproductive medicine. Although many high-throughput single-cell RNA-seq methods have been developed (see Svensson et al [2018] for review), they typically lose histological information during cell dissociation from tissues. To preserve the histological information in transcriptome analyses, various in situ spatial transcriptomic methods that cover whole-tissue sections have been developed (see Liao et al [2021] for review). These single-cell and spatial transcriptomics are extremely high throughput, rely on unique molecular identifiers or hybridization probes, and output relatively low transcriptomic contents with a low signal-to-noise ratio, in comparison with conventional deep RNA sequencing; usually, for example, the detectable number of genes ranges from hundreds to a few thousand, and exon–exon junctions and sequence variants are not identified (Waylen et al, 2020; Liao et al, 2021). As a result, the developed transcriptomics is optimal for identifying cell types in a large cell population and/or spatially annotating them, but are likely suboptimal for in-depth analyses of individual cells in tissues. For example, oogenesis undergoes quality control of oocytes during folliculogenesis accompanied by intimate interactions between oocytes and surrounding granulosa cells, and thus, understanding this process would require high-quality single-cell transcriptomics tightly linked with histology (Zhang et al, 2018).

On the other hand, comprehensive, unbiased transcriptomics has been achieved and widely applied for arbitrarily targeted regions of interest (ROIs) isolated from tissue sections with laser capture microdissection (LCM) (Espina et al, 2006). LCM-based transcriptomics targets in situ cells/regions for deep RNA sequencing, but it has conventionally been used for bulk tissue fragments. On the other hand, several methods have been developed for LCM-based single-cell and/or low-input RNA-seq (Nichterwitz et al, 2016; Chen et al, 2017; Foley et al, 2019; Perez et al, 2021). Thus, this approach has advantages for use in the performance of unbiased, comprehensive transcriptomics in histologically identifiable small numbers of cells, including for the detection of exon junctions, and would be expected to provide information complementary to that of the currently available high-throughput single-cell RNA-seq and spatial transcriptomics (Liao et al, 2021). In addition, in situations calling for the analysis of cells/ROI across many sections, the targeted isolation strategy using LCM would be particularly cost-effective.

In the earliest version of LCM-based single-cell RNA-seq, the cDNA amplification method for Smart-seq2 (Picelli et al, 2013) was directly applied to alcohol-fixed sections, with cell lysis using a non-denaturing detergent (Triton X-100) (Nichterwitz et al, 2016). Non-denaturing detergents are most frequently used for the lysis of freshly dissociated single cells, and such detergents can also be used in the subsequent enzymatic reactions for cDNA amplification in the same sampling tubes, a critical attribute for the success of low-input analyses such as analyses of single cells. On the other hand, the lysis efficiency of cells from sections with non-denaturing detergents has been controversial, which led Chen et al (2017) to propose a strategy that subjects a small number of cells in tissue sections to complete cell lysis under a denaturing condition followed by RNA purification with ethanol precipitation. Although efficient, high-quality RNA recovery is critical for quantitative transcriptome analysis of single cells, and the laborious procedures involved in the RNA purification might limit the practical utility of such an approach (Le et al, 2015; Ghimire et al, 2021).

Moreover, formalin-fixed sections remain a challenge for high-quality, comprehensive single-cell RNA-seq, although formalin fixation achieves good tissue preservation and is widely used in histology (Titford & Horenstein, 2005; Paavilainen et al, 2010). Although a two-way RNA-seq method was developed for both alcohol- and formalin-fixed sections (Foley et al, 2019), in principal, it relied on an additional RNA hydrolysis for cell lysis and a short elongation time for cDNA amplification, thereby excluding transcript information other than the 3′-ends, and potentially compromising the sensitivity as well. Similarly, current single-cell transcriptomics often relies on the detection of 3′-ends or targeting probes, and frequently neglects additional sequence information such as exon–exon junctions.

Thus, an efficient, versatile cDNA amplification method for alcohol- and formalin-fixed tissue sections without RNA purification would enable comprehensive and robust in situ single-cell transcriptomics for histologically targeted cells-of-interest in a less labor-intensive manner. In this study, we developed cDNA amplification methods combined with an efficient cell lysis strategy for tissue sections that uses a denaturing detergent for lysis, followed by quenching of the denaturing effect with an excess amount of a non-denaturing detergent (direct RNA recovery and quenching for LCM [DRaqL]). The versatility of DRaqL was demonstrated by using it in combination with three different cDNA amplification protocols: SC3-seq (Kurimoto et al, 2006; Nakamura et al, 2015), Smart-seq2 (Picelli et al, 2013), and the protocol in the SMART-Seq v4 3′DE kit, which is a commercially available Smart-seq2-based kit that is compatible with multiplex cDNA library preparation and allows improved throughput (Takara Bio). The DRaqL-combined methods allowed efficient transcriptome profiling and exon–exon junction analyses of single cells isolated from alcohol-fixed sections with LCM. The quality of the analysis was comparable with those of freshly dissociated single cells. Furthermore, when combined with protease treatment, DRaqL was successfully applied to tissue sections strongly fixed with formalin (10%, 24 h at room temperature), enabling reliable single-cell RNA-seq from formalin-fixed sections.

By applying this method to mouse ovarian sections, we revealed a transcriptomic continuum of growing oocytes and detected splice isoforms important in oogenesis. We constructed a statistical model of the transcriptome of oocytes based on their size, and, by examining deviations from the model, we found heterogeneity of the size–transcriptome relationship in oocytes, relevant to growth retardation. Moreover, we revealed genes that were differentially expressed in granulosa cells in association with their histological parameters. We thus established a versatile, effective single-cell cDNA amplification strategy for high-quality RNA-seq from alcohol- and formalin-fixed tissue sections, and revealed histology-associated transcriptomic heterogeneity in mouse folliculogenesis.

## Results

### Experimental system for quantitative examination of cDNA amplification from sections

First, we sought a method to efficiently amplify single-cell cDNAs from alcohol-fixed sections. To circumvent cellular heterogeneity in tissues, we set up a system to evaluate the cDNA amplification of single cells isolated with LCM from the alcohol-fixed, stained sections of frozen-cell blocks composed of homogeneous cultured cells—namely, embryonic stem cells under a 2i-LIF condition (2i-LIF mouse embryonic stem cells [mESCs]) (Ying et al, 2008; Marks et al, 2012) (Fig 1A and B). As a gold standard, fresh single cells from the same culture batches were also dissociated and isolated. We amplified cDNAs of these single cells by means of the amplification protocol used in the SC3-seq method (Kurimoto et al, 2006, 2008; Nakamura et al, 2015), and compared their gene expression levels using real-time PCR.

**Figure 1.**
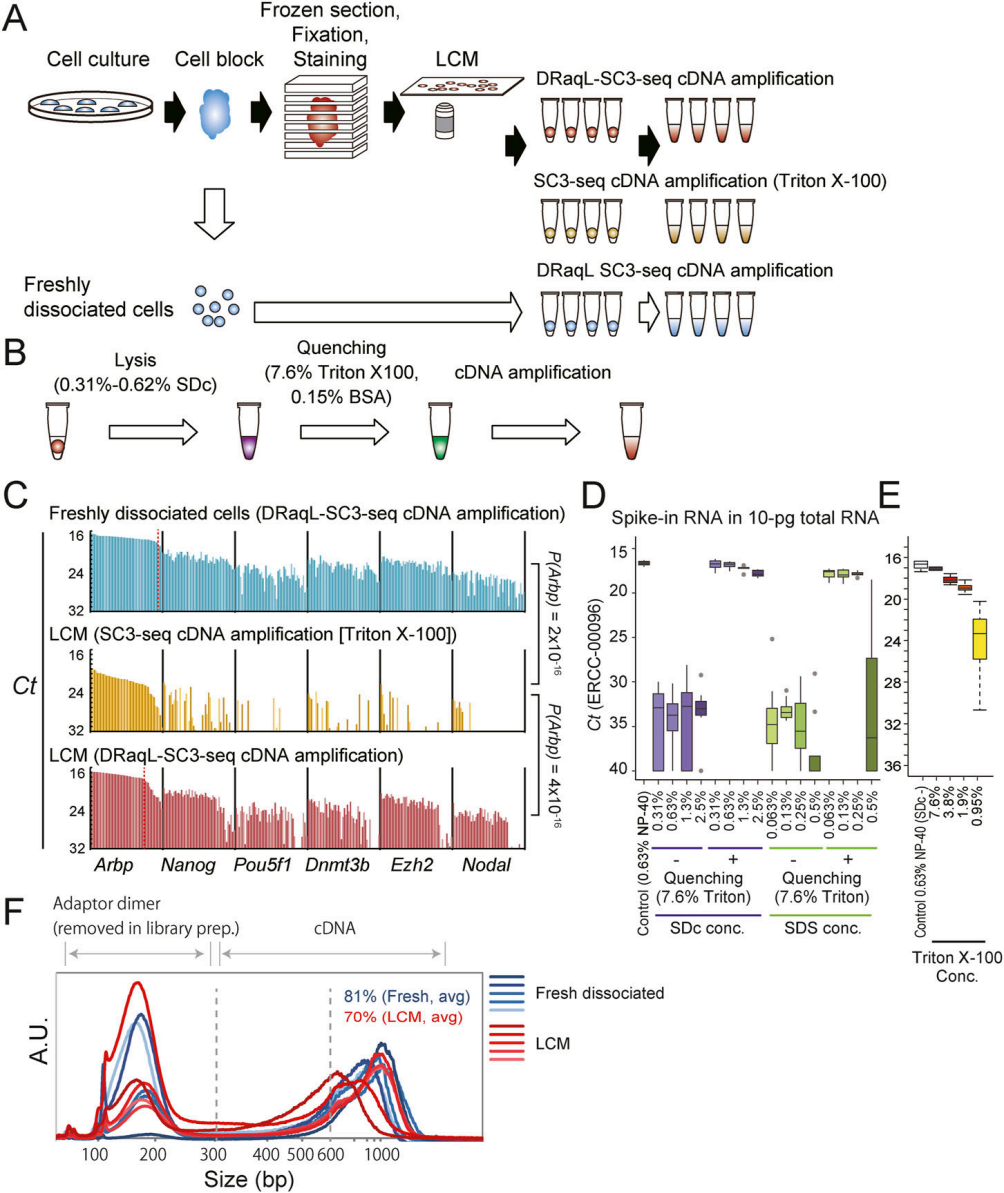
Single-cell DRaqL-SC3-seq cDNA amplification from cell blocks. **(A)** Schematic representation of the development of the DRaqL-SC3-seq cDNA amplification method. **(B)** Schematic representation of DRaqL-combined cDNA amplification. **(C)** Real-time PCR analysis of cDNAs of freshly dissociated single mESCs (top), single cells isolated from alcohol-fixed sections of cell blocks, lysed using Triton X-100 (middle) and DRaqL (bottom) (n = 48 each). cDNAs were amplified with the indicated methods. *P*-values by a *t* test for *Arbp C*_t_ values are also shown. **(D)** Evaluation of the SC3-seq cDNA amplification efficiency from 10-pg RNA of mESCs with different concentrations of SDc and SDS, with and without quenching by 7.6% Triton X-100. *C*_t_ values of spike-in ERCC-00096 RNA (∼3,000 copies) are represented with box plots (n = 8 each). **(E)** Evaluation of cDNA amplification efficiency with different concentrations of Triton X-100 for quenching of 0.63% SDc (n = 4 each). **(F)** Electropherograms of cDNAs analyzed using Bioanalyzer (Agilent Technologies). The adapter dimers (<300 bps) are removed during library preparation.

We first evaluated embedding media and found that the gene expression profiles were more compromised by optimal cutting temperature compound, a widely used embedding medium, than by using 10% polyvinyl alcohol (PVA) (Fig S1A and B). Thus, we decided to use 10% PVA for embedding.

**Figure S1.**
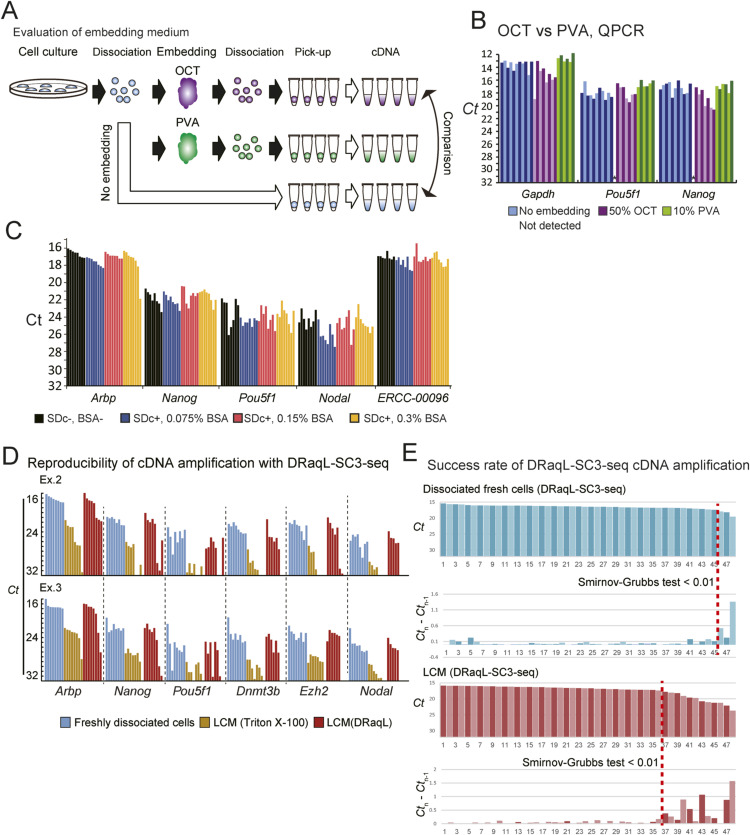
Examination of DRaqL-SC3-seq cDNA amplification. **(A)** Schematic diagram of the examination of embedding medium. **(B)** Real-time PCR analysis of SC3-seq cDNA amplification from single cells without embedding (blue), and single cells freshly dissociated after embedding with 50% OCT (magenta) and 10% PVA (green). **(C)** Real-time PCR analysis of SC3-seq cDNA amplification from 10 pg total RNA from 2iLIF mESCs. cDNAs amplified without the denaturing detergent (SDc-, BSA-), and SDc quenched with Triton X-100 and 0.075%, 0.15%, and 0.3% BSA, are represented with black, blue, red, and yellow bar graphs, respectively (n = 8 each). **(D)** Real-time PCR analysis of two independent experiments of the DRaqL-SC3-seq cDNA amplification for single cells isolated from alcohol-fixed cell-block sections (LCM). **(C)** The color code is as in Fig 1 (C). **(E)** Success rate of DRaqL-SC3-seq cDNA amplification. *Ct* values of *Arbp* in freshly dissociated cells (dissociated fresh cells; top) and single cells isolated from alcohol-fixed cell-block sections (LCM; bottom) are shown. The *Ct* values are sorted in ascending order (i.e., descending order of expression levels) and the differences between neighboring samples are shown with the bar graphs. Samples are separated with red dashed lines at the *P* values of Smirnov–Grubbs test 0.01.

### Efficient cDNA amplification with DRaqL-SC3-seq

Next, we evaluated the cDNA amplification using a non-denaturing detergent, Triton X-100 (0.63%; SC3-seq cDNA amplification [Triton X-100]), for single cells isolated from sections of the cell blocks. In agreement with the previous study (Chen et al, 2017), the cells isolated from the cell-block sections showed significantly reduced expression levels of *Arbp*, a highly expressed housekeeping gene, compared with the freshly dissociated cells (Fig 1C).

We therefore hypothesized that the use of denaturing detergents would improve the cell lysis efficiency, and that subsequent enzymatic reactions would be allowed by quenching the denaturing effect with the addition of an excess amount of non-denaturing detergents (Fig 1B). We evaluated the quenching effect with cDNA amplification from the single-cell equivalent amount (10 pg) of total RNA, and found that the denaturing detergents sodium deoxycholate (SDc) (≤0.63%) and SDS (≤0.25%) were efficiently quenched by the addition of 7.6% Triton X-100 (Fig 1D and E). In addition, efficient quenching required BSA at a concentration up to 0.15% (Fig S1C). Thus, we decided to use 0.31–0.63% SDc for the cell lysis, and 7.6% Triton X-100 and 0.15% BSA for the quenching, and we termed the lysis method DRaqL. When we combined DRaqL with the SC3-seq cDNA amplification, we used 0.63% SDc for cell lysis.

Next, we evaluated the DRaqL-SC3-seq cDNA amplification using single cells isolated from the alcohol-fixed sections of the cell blocks (48 cells each). As shown in Figs 1C and S1D, the amplification efficiency was significantly improved compared with the efficiency of SC3-seq cDNA amplification (Triton X-100) (*P* = 4 × 10^−16^), and was similar to the amplification efficiency from freshly dissociated cells, albeit with a ∼19% reduction in the success rate (Fig S1E).

We also found that the electropherograms of amplified cDNAs were similar between these cells, with only a small size reduction in the cell-block cells (∼81% and ∼70% of cDNA >600 bps, respectively) (Fig 1F). Thus, the DRaq-SC3-seq cDNA amplification is a useful single-cell cDNA amplification method from alcohol-fixed sections.

### Examination of transcriptome profiling with DRaqL-SC3-seq from alcohol-fixed sections

Next, we examined the amplified cDNA in a genome-wide manner, using the 3′-sequencing method, SC3-seq (Nakamura et al, 2015, 2016) (Fig 2A). 

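The 3′-sequencing data covered 45 freshly dissociated mESCs and 36 cell-block cells isolated by LCM, with 1 library per cell. The authors deposited the number of reads counted on each protein-coding gene of GRCm38 within 10 kb of its 3′ end, from HTSeq after HISAT2 alignment and without normalization. The libraries of the freshly dissociated cells held between 204699 and 2770637 of these reads, with a median of 2068207. Those of the cell-block cells held between 379431 and 3440997, with a median of 1951462. Counts were scaled to RPM of each library's total and expressed as log2 (RPM+1), and a gene was called detectable when it had more than 0 reads. All cells came from the same culture batch and each library is a single cell, so that each type of cell counted as 1 sample. SDs therefore describe the spread over cells and no test between the types was made, whereas the tests in the paper took cells as replicates. The cell SL01 is an LCM cell in the sample labels and a freshly dissociated cell in the paper's source data for Fig 2, and it was analyzed as an LCM cell.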

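Per freshly dissociated cell, 10729.5 ± 591 protein-coding genes were detectable (mean ± SD over 45 cells, range 9344 to 12052). Per cell-block cell, the number was 9886 ± 697 (36 cells, range 7528 to 11223), and the difference of the means, cell-block minus freshly dissociated, was -843.5 genes. The setting that moved the difference most was a minimum of 5 reads, which gave -679.7 genes. When every library was thinned at random to 204699 reads, 8056 ± 542 and 7370.5 ± 535 genes remained detectable.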

We found that the freshly dissociated cells and cell-block cells showed similar numbers of detected genes (10,730 and 9,886 genes on average, respectively) (Fig 2B and C). The expression levels of spike-in RNAs (ERCCs) were also essentially the same in both types of cells (Fig S2A and B). 

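Over the 13108 genes with a log2 (RPM+1) above 4 in at least 1 of the 81 cells, Pearson's r was calculated for every pair of cells. Pairs of freshly dissociated cells had a median r of 0.736 (990 pairs, 0.613 to 0.974), and pairs of cell-block cells had a median of 0.697 (630 pairs, 0.610 to 0.786). Pairs of a freshly dissociated cell and a cell-block cell had a median of 0.711 (1620 pairs, 0.575 to 0.789). These correlations are across genes, which are not independent replicates.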

Scatterplots of gene expression levels in single cells showed no large difference between these types of cells (Fig 2D). 

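PCA was performed on the 13108 genes with a log2 (RPM+1) above 4 in at least 1 cell. PC1 and PC2 held 4.29% and 3.15% of the variance, and the mean positions of the freshly dissociated cells and the cell-block cells lay 1.37 SD apart on PC1 and 0.765 SD apart on PC2, with SDs over the 81 cells. The 97% confidence ellipses of the cell types shared 16.9% of the area that either of them covered. The shared area was 31.2% of the ellipse of the freshly dissociated cells and 27% of the ellipse of the cell-block cells. A pseudocount of 10 moved the overlap most, to 20.4% of the area covered by either ellipse.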

Consistent with the above findings, principal component analysis (PCA) showed that about 40% of the 97% confidence interval ellipse areas were overlapped between the freshly dissociated cells and cell-block cells (Fig 2E). In addition, the average gene expression patterns were similar between the freshly dissociated cells and cell-block cells, with only small systematic errors, as described below (Fig 2F). These results demonstrate that DRaqL-SC3-seq allows a high-quality single-cell transcriptome analysis for alcohol-fixed sections, albeit accompanied by non-negligible artifacts.

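Across the 18992 genes detected in at least 1 cell, the mean log2 (RPM+1) values of the cell types correlated with a Pearson's r of 0.986 and a Spearman's rho of 0.966. The difference of the means, cell-block minus freshly dissociated, had a median of -0.05 over genes, and 95% of the genes lay between -1.24 and 0.58. The pseudocount moved the lower percentile most, to -1.94 with a pseudocount of 0.1 and to -0.64 with a pseudocount of 10.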

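Of 5 pluripotency genes chosen before the data were examined, Nanog averaged a log2 (RPM+1) of 7.51 ± 0.55 in freshly dissociated cells and 7.45 ± 0.60 in cell-block cells. Sox2 averaged 8.36 and 8.20, Zfp42 averaged 9.27 and 9.15, and Esrrb averaged 8.46 and 8.53. Pou5f1 averaged 2.45 ± 1.72 in freshly dissociated cells and 2.07 ± 1.93 in cell-block cells. Each of these differences was smaller than 1 SD over the cells. From the numbers of detected genes, the scatterplots, the PCA and the average expression patterns, the paper concludes that sections can be analyzed in single cells at high quality, with artifacts that are not negligible.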

**Figure 2.**
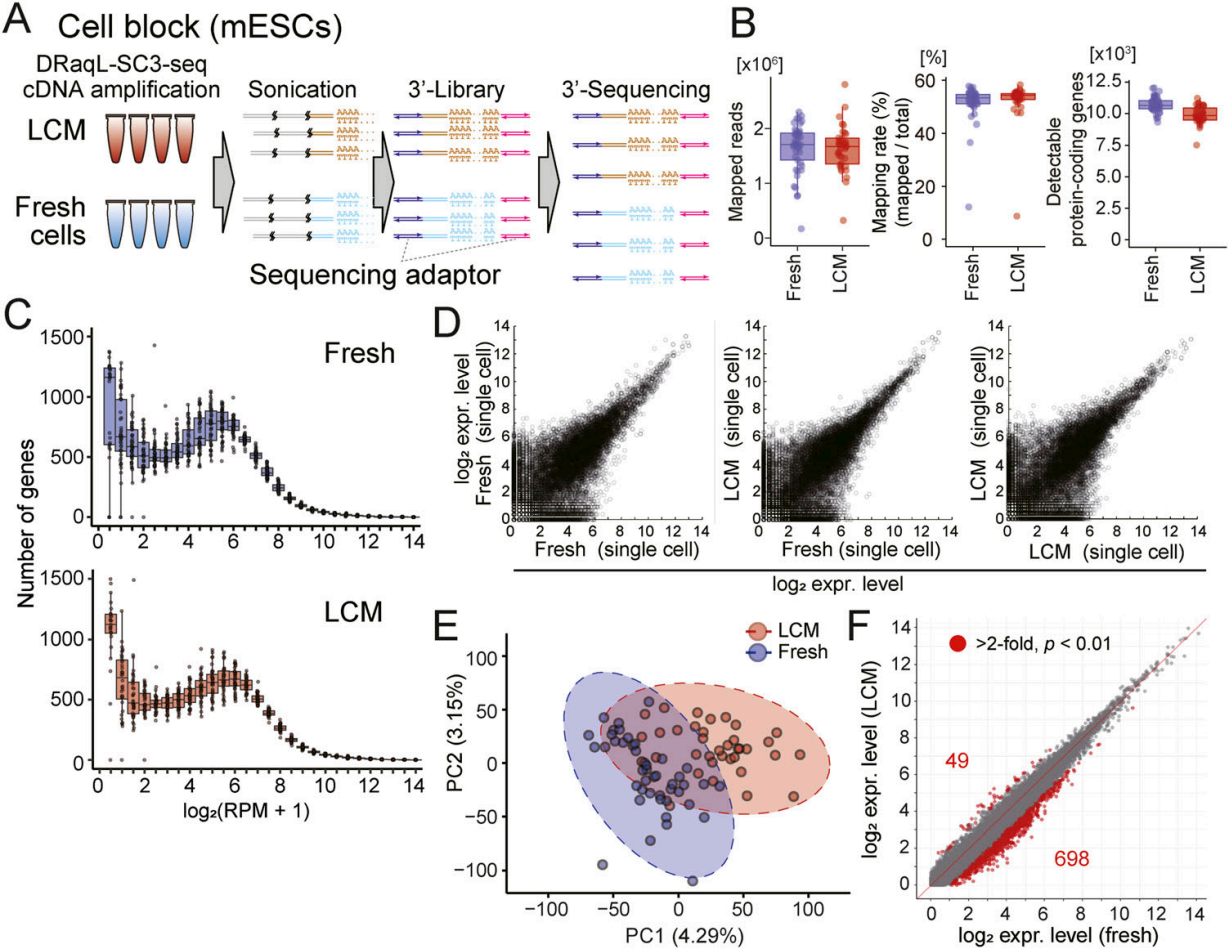
Single-cell transcriptome analysis with DRaqL-SC3-seq. **(A)** Schematic representation of the 3′-sequencing with DRaqL-SC3-seq. **(B)** Box plots showing the numbers of mapped reads (left), mapping rates (middle), and detectable protein-coding genes (>0 mapped reads) (right). Freshly dissociated single cells (fresh) and single cells from alcohol-fixed cell-block sections are shown (LCM). **(C)** Frequency plots of gene expression levels in freshly dissociated single cells (fresh) (top), and single cells from alcohol-fixed cell-block sections (LCM) (bottom). **(D)** Representative scatterplots of gene expression levels between freshly dissociated single cells (fresh) and single cells isolated from alcohol-fixed cell-block sections (LCM). **(E)** PCA of freshly dissociated single cells (fresh) and single cells isolated from alcohol-fixed cell blocks (LCM). 97% confidence interval ellipses are represented with dashed lines. **(F)** Scatterplots of the averaged log_2_ (RPM+1) values between freshly dissociated single cells and single cells isolated from alcohol-fixed cell-block sections. Differentially expressed genes (log_2_ difference >1, and *P* < 0.01 by *t* test) are indicated with red circles. Source data are available for this figure.

**Figure S2.**
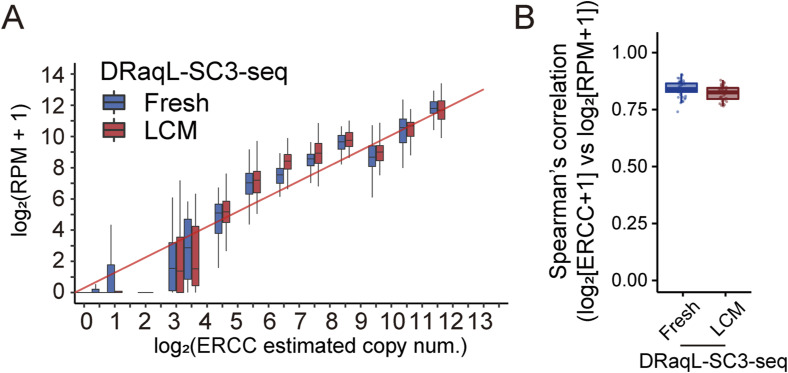
Evaluation of transcriptome data with DRaqL-SC3-seq. **(A)** Box plots of expression levels of ERCC spike-in RNAs plotted against log_2_-transformed, estimated copy numbers. The ERCC RNAs contained in the reaction mixtures of freshly dissociated single cells (fresh; blue) and single cells isolated from alcohol-fixed cell-block sections (LCM; red) are shown. The cDNAs were amplified with the DRaqL-SC3-seq method and subjected to 3′-sequencing. **(B)** Box plots of Spearman’s rank correlation efficient of ERCC spike-in RNAs between expression levels and estimated copy numbers.

### Evaluation of errors and biases caused by the use of alcohol-fixed sections

To dissect the errors and biases in DRaqL-SC-3seq from the alcohol-fixed sections, we performed an in-depth comparison of the transcriptome between the freshly dissociated and cell-block cells by taking advantage of the fact that these cells were prepared from the same culture batch of homogeneous 2i-LIF mESCs.

We examined the statistical significance of differences in the detection rate of each gene (i.e., the frequency of cells in which expression of the gene was detected), between these two types of cells. We found that, out of the genes detected in at least one sample (18,992), 5% showed a significant reduction of detection rates in the cell-block cells (*P* < 0.01; detection-rate errors) (Fig S3A and B). 

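Averaged over the 18992 genes, a gene was detected in 56.5% of the freshly dissociated cells and in 52.1% of the cell-block cells, a difference of -4.44 percentage points. Over genes, the difference had a median of -2.22 points, and 95% of the genes lay between -28.9 and 11.1 points. The paper's test took cells as replicates, and in its place the 950 genes (5%) with the largest falls in detection rate were taken. Each of them had a difference of -23.3 points or lower, and their median log2 (RPM+1) over all cells was 1.36. All of the 950 genes (100%) lay below 4 on this scale, where 74% of all detected genes also lay. With libraries thinned to one depth, 93.6% of the corresponding genes lay below 4.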

Most of the detection-rate errors occurred in genes with relatively low expression levels (95% occurred in log_2_ [reads per million mapped reads (RPM) +1] <4; i.e., <15 copies/cell).

**Figure S3.**
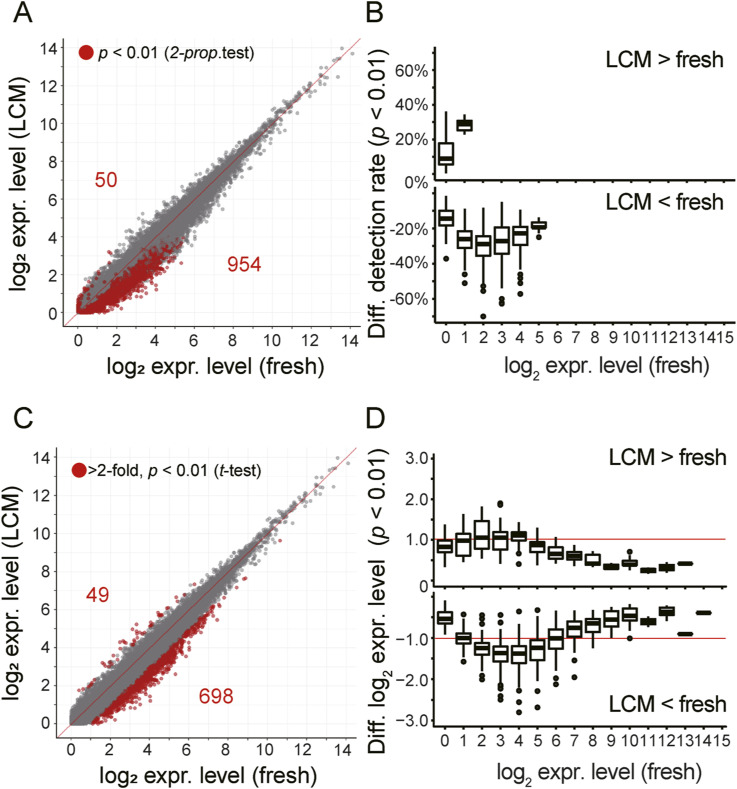
Errors and biases of DRaqL-SC3-seq due to the use of sections. **(A)** Scatterplots of the averaged log_2_ (RPM+1) values between freshly dissociated single cells (fresh) and single cells isolated from the alcohol-fixed cell-block sections (LCM). Genes that exhibited significantly different detection rates (*P* < 0.01 by two-proportion z-test) are marked with red circles. **(B)** Box plots showing detection-rate differences for genes with *P* < 0.01, categorized by their expression level ranks. **(A, C)** Scatterplots as shown in (A). Genes that displayed significantly different averaged expression levels (log_2_ difference >1 [i.e., >twofold], and *P* < 0.01 by *t* test) are highlighted with red circles. **(D)** Box plots illustrating averaged expression-level differences for genes with *P* < 0.01, grouped by their expression level ranks. The twofold difference levels are indicated with red lines.

Next, as mentioned above, we examined the differences of average expression levels between these cells, and found that 0.26% and 3.7% of genes were up- and down-regulated, respectively, in the cell-block cells by >twofold with *P* < 0.01 (expression-level biases) (Fig 2F). These biases were distributed in relatively low expression levels (54% and 97% occurred in log_2_ [RPM+1] <4 and <6, respectively) (Fig S3C and D). Therefore, DRaqL-SC3-seq showed both detection-rate errors and expression-level biases due to the use of alcohol-fixed sections in only a small fraction of lowly expressed genes overall.

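The 950 genes (5%) whose mean levels differed most in either direction had a median log2 (RPM+1) of 3.21. Of these, 70.0% lay below 4 and 96.9% below 6, against 74.2% and 89.2% of all genes, and 92.3% were lower in the cell-block cells. These shares depended on the pseudocount, which also shifts the scale. Below 4 lay 94.7% of the most changed and 76.4% of all genes with a pseudocount of 0.1, and 3.47% and 57.4% with a pseudocount of 10, which leaves little room below 4. Among genes that averaged at least 4 in either type of cell, the genes with large falls included Spin1 (-2.68), Dppa2 (-2.56), Trp53 (-2.29) and Zfp105 (-2.28). The largest rise was that of Fam179b (ENSMUSG00000035614), from 3.33 ± 2.14 to 5.23 ± 1.70. It was followed by Traip (1.86), Nupr1 (1.82), Ntpcr (1.72) and Fam64a (1.59).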

### Exon–exon junction analysis of DRaqL-SC3-seq cDNA amplification

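Whole amplified cDNAs of 10 mESCs were sequenced from libraries with the Y-shaped adapter, 5 labelled freshly dissociated and 5 labelled LCM. The authors deposited the reads counted on each exon and on each exon–exon junction of GRCm38 by featureCounts, without normalization. The libraries labelled freshly dissociated held between 6200968 and 14546693 reads on exons (median 7007742), and those labelled LCM held between 8915708 and 16296631 (median 10506919). Reads on junctions numbered between 535402 and 1278858 (median 594706) and between 755593 and 1466404 (median 952084), respectively. Counts were scaled by the TMM method, and an exon or junction was called detected above 2 TMM-scaled CPM. The exon reads of each library were summed by gene and compared with the 3′ libraries of the 81 mESCs, as deviations of log2 (RPM+1) from each gene's mean. For all 10 libraries, the nearest 3′ library was one labelled with the other type of cell, at an r of 0.713 to 0.807, whereas the next nearest reached at most 0.200. The 3′ library with the same cell name gave an r between -0.121 and -0.0234. A copy of the junction counts in the paper's source data for Fig 3, of which 1998 of the 27705 junctions were at hand, lists the counts of each of the 10 libraries under the other type of cell. The types are therefore written as labelled, and a value given for a label may belong to the other type of cell.

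**Figure D1:**
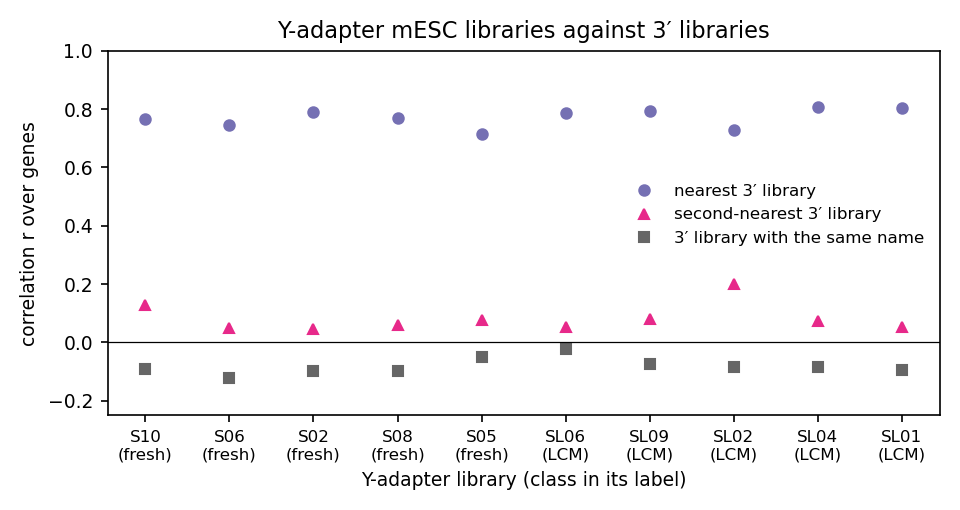
Correlation (Pearson's r, vertical axis) of each Y-shaped adapter library of an mESC with its nearest 3′ library and with the 3′ library of the same cell name, by labelled type of cell. The nearest libraries sit between 0.713 and 0.807 and all carry the other label, while libraries of the same name sit between -0.121 and -0.0234.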

We next asked whether DRaqL-SC3-seq cDNA amplification from the sections was applicable to quantitative expression profiling of exon–exon junctions, by applying the whole cDNAs to sequencing with the Y-shaped adapter (Figs 3A and S4).

**Figure 3.**
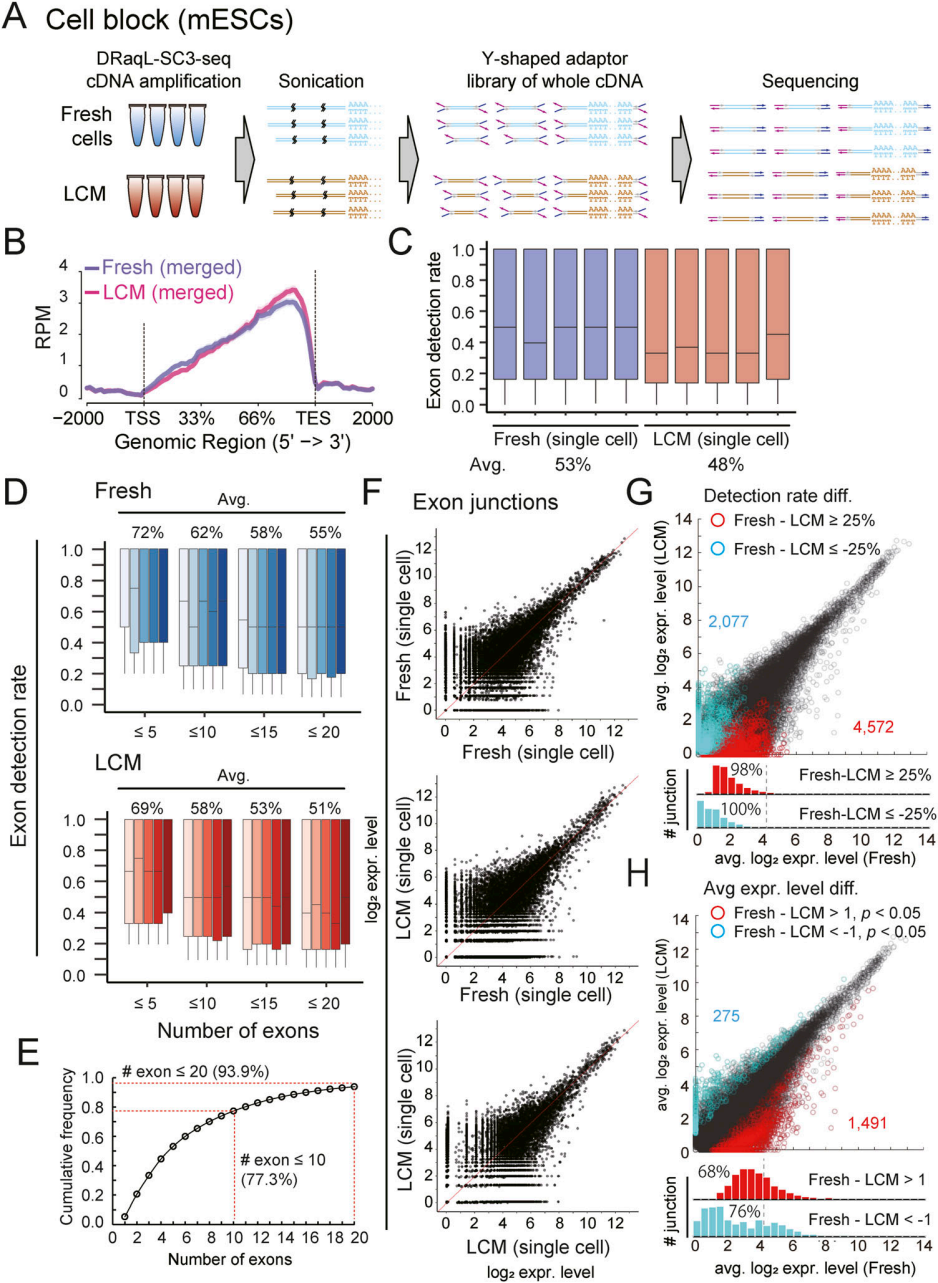
Exon–exon junction profiling of the DRaqL-SC3-seq cDNA amplification. **(A)** Schematic representation of the Y-shaped adapter sequencing of the amplified cDNAs. **(B)** Numbers of mapped reads plotted between the transcription start site and transcription end site. The averages for freshly dissociated single cells (fresh) and single cells from alcohol-fixed cell-block sections (LCM) are shown (n = 5 each). **(C)** Box plots of detection rates of exons in single cells (n = 5 each). **(D)** Box plots of exon detection rates of genes with different numbers of exons (indicated number of exons or fewer) in single cells (n = 5 each). **(E)** Frequency of mouse protein-coding genes that have the indicated numbers of exons or fewer. **(F)** Representative scatterplots of the expression levels of exon–exon junctions between freshly dissociated single cells (fresh) and single cells from alcohol-fixed cell-block sections (LCM). **(G, H)** Scatterplots of averaged exon–exon junction expression levels of freshly dissociated single cells (Fresh) and single cells from alcohol-fixed cell-block sections (LCM) (n = 5 each). **(G, H)** Exon–exon junctions for which the detection-rate difference was ≥25% (G) and the log_2_ expression difference >1 (*P* < 0.05) (H) are indicated with red and cyan. Histograms of these exon–exon junctions are shown below the scatterplots. Source data are available for this figure.

**Figure S4.**
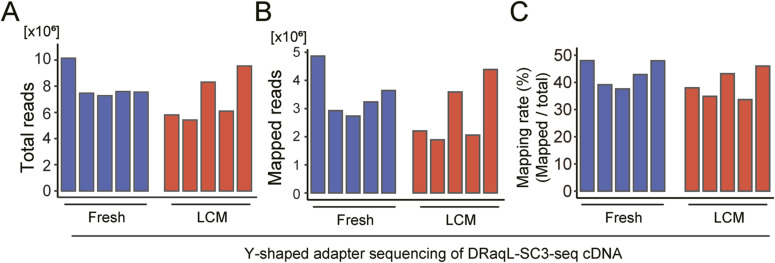
Statistics of Y-shaped adapter sequencing. **(A, B, C)** Total reads (A), uniquely mapped reads (B), and mapping rates (C) in the freshly dissociated cells and cells isolated from frozen cell blocks are shown (five single cells each). cDNAs were amplified with DRaqL-SC3-seq and were subjected to Y-shaped adapter sequencing.

The mapping profiles of the Y-shaped adapter sequencing for these cDNAs showed a bias toward the 3′-ends, whereas even the near 5′-end regions showed mapped reads (Fig 3B). To calculate the exon detection rates in expressed genes, we counted the number of detectable exons for each sample (Trimmed Mean of M-values [TMM] >2). In the freshly dissociated cells, we detected an average of 53% of exons (Fig 3C). 

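Exons were counted over the genes detected in the 3′ libraries of the same cell names as these 10 libraries, which are not their nearest 3′ libraries, taking for each gene the transcript with the highest exon detection rate, which gave 129104 exons of 15198 genes. In the libraries labelled freshly dissociated, 8.97% ± 0.55 of these exons were detected (mean ± SD, n = 5 cells, 8.39% to 9.71%). The exon definition moved the value most, and averaging only over genes with at least 1 detected exon in the cell gave 44.5%, a setting chosen after seeing the data. In genes with 20 or fewer exons, which held 91940 of the exons in 14013 genes, 11.8% ± 0.71 were detected.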

For protein-coding genes containing ≤20 exons, 55% exons were detected (Fig 3D). It is worth noting that the numbers of exons were ≤20 in ∼94% of mouse genes (Fig 3E). Thus, the SC3-seq cDNA amplification method successfully detected about half of the exons in most genes in the freshly dissociated single cells.

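In the transcripts chosen for each of the 21546 protein-coding genes with exons in the table, the median number of exons was 5, and 93.6% of the genes had 20 or fewer.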

Then, we examined the profiles of exon detection rates in the cell-block cells and found a 5% reduction of exon detection rates (48%) compared with the freshly dissociated cells (Fig 3C). 

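In the libraries labelled LCM, 10.5% ± 0.54 of the exons were detected (n = 5 cells, 9.97% to 11.4%), a difference from those labelled freshly dissociated of 1.51 percentage points. In genes with 20 or fewer exons, 13.8% ± 0.69 were detected. With the types of cells read as the paper's source data list them, the difference became -1.51 points, a setting chosen after seeing the data. At a minimum of 1 read in place of the TMM threshold, 15.2% of exons were detected in the libraries labelled freshly dissociated and 19.7% in those labelled LCM.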

In genes with ≤20 exons, more than half of exons were detected (51%) (Fig 3D). This indicates that the Y-shaped adapter sequencing allows exon profiling in alcohol-fixed sections at an efficiency rate comparable with that in freshly dissociated cells.

Next, we counted the reads mapped to the exon–exon junctions and quantified their expression levels (Fig 3F). In total, we detected 25,283 junctions expressed in at least one sample of freshly dissociated and cell-block cells. 

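In genes detected in the 3′ libraries of the same cell names, 26108 junctions were above 2 TMM-scaled CPM in at least 1 of the 10 libraries. A library labelled freshly dissociated detected 41.3% ± 6.11 of them (mean ± SD, n = 5 cells, 37.0% to 51.7%), and a library labelled LCM detected 57.3% ± 4.38 (52.6% to 62.9%). The difference of 15.9 points became -15.9 points with the types of cells as the paper's source data list them, a setting chosen after seeing the data.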

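Across the 26108 junctions, the mean log2 levels of the labelled types correlated with an r of 0.866. The r between pairs of libraries of the same labelled type had a median of 0.661 (20 pairs, 0.606 to 0.731), and between libraries of different types it had a median of 0.626 (25 pairs, 0.590 to 0.670). As junctions of a gene share its reads, they are not independent replicates. Over junctions, the difference labelled LCM minus labelled freshly dissociated had a median of 0.52 on the log2 scale, and 95% of the junctions lay between -1.61 and 2.91.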

Scatterplots showed that the junctional expression levels in single cells were similar between these types of cells. Next, we examined differences in the detection rates and expression levels between freshly dissociated and cell-block cells. 

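Detection rates over the 5 libraries of each labelled type differed by more than 25 percentage points at 9234 junctions. Of these junctions, 98.5% had a mean log2 level below 4, as did 81.8% of all detected junctions.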

We found that most of the >25% difference in the detection rates of junctions occurred at a log_2_ expression level <4 (Fig 3G). Similarly, differences in expression levels (>twofold, *P* < 0.05) were mainly observed in junctions with a log_2_ expression level <4 (Fig 3H). Thus, these errors and biases in the exon–exon junction profiling showed trends similar to those in the 3′-sequencing.

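Mean levels of the labelled types differed by more than 2-fold at 10312 junctions, counted by size alone, and 89.9% of these had a mean log2 level below 4. With 5 single cells of 1 culture batch per type, no test over cells was added, whereas the paper's test took cells as replicates. From the detection rates and levels of junctions, the paper concludes that the amplified cDNAs allow exon–exon junctions to be profiled in sections, with errors at low expression levels.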

Collectively, these results indicate that the DRaqL-SC3-seq cDNA amplification is compatible with a high-quality single-cell transcriptome analysis and exon–exon junction profiling from the alcohol-fixed sections, albeit with bias and errors in the low range of expression levels.

### Application of DRaqL-SC3-seq to mouse ovarian sections

Next, we examined whether DRaqL-SC3-seq can address biological questions, by applying it to alcohol-fixed sections of mouse ovaries (Fig 4A). 

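Single oocytes and granulosa cells were captured by LCM from alcohol-fixed sections of mouse ovaries, and the authors deposited 3′ read counts per protein-coding gene, made as for the mESCs. The 14 libraries of oocytes in primary follicles held between 873206 and 2338750 reads (median 1498327.5), and the 30 of oocytes in secondary-to-early antral follicles held between 1309694 and 1887918 (median 1553491.5). Of the granulosa cells, 31 neighbored the oocyte, with 400494 to 1429292 reads (median 585673), and 26 did not, with 162033 to 817036 reads (median 544071.5). A separate table holds 3 further granulosa cells with mixed profiles, which had between 343503 and 625261 reads. The sample labels name no mouse or follicle for a cell, so each group of cells counted as 1 sample, and no p-value, standard error or number of changed genes was taken from single cells. Summed counts are given with exact Poisson 95% intervals and shares of cells with exact Clopper-Pearson 95% intervals, which cover counting error only, since PCR reads without molecular identifiers are not independent molecules.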

We analyzed the transcriptome of 44 single growing oocytes from primary-to-early antral follicles and 60 single granulosa cells in secondary-to-early antral follicles, isolated with LCM from the sections (Figs S5A–C and S6A and B).

**Figure 4.**
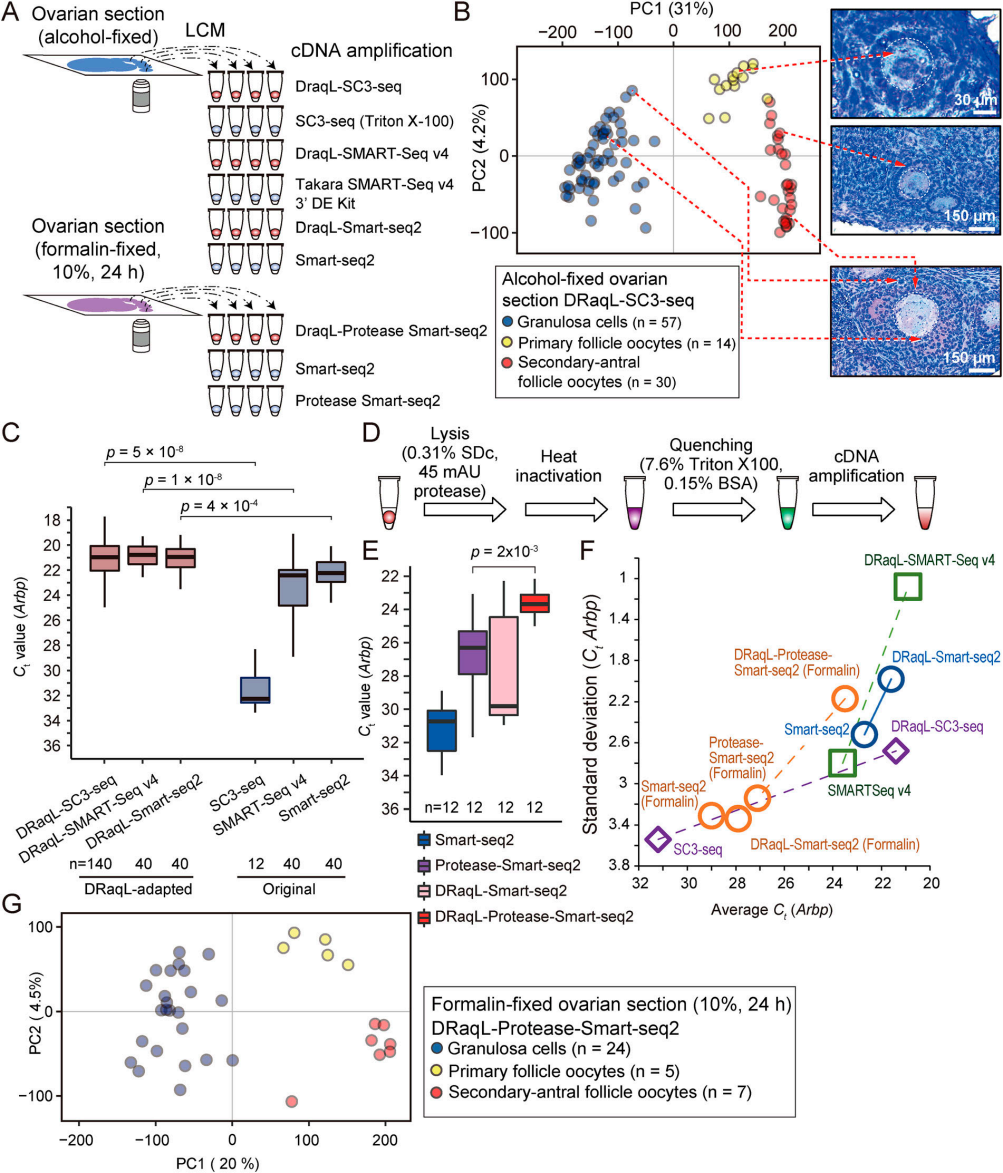
Application of DRaqL-adapted cDNA amplification methods to mouse ovarian sections and their expansion to formalin-fixed sections. **(A)** Schematic representation of different cDNA amplification methods for single cells isolated from alcohol- and formalin-fixed ovarian sections. **(B)** PCA of single oocytes and granulosa cells isolated from mouse ovarian sections analyzed with DRaqL-SC3-seq. Representative histological images are shown to the right of the plots, and isolated cells are indicated with dashed lines. Note that granulosa cells that exhibited a mixed transcriptome profile with oocytes were excluded from subsequent analyses. **(C)** Real-time PCR analysis of cDNAs amplified from single granulosa cells isolated from alcohol-fixed ovarian sections. *Ct* values of *Arbp* in cDNAs amplified with the indicated methods are represented with boxplots. *P*-values by a *t* test are also shown. **(D)** Schematic representation of DRaqL combined with protease treatment. **(E)** Real-time PCR analysis of cDNAs amplified with different Smart-seq2-based cDNA amplification methods from single granulosa cells isolated from formalin-fixed ovarian sections. The *Arbp C*_t_ values are represented with boxplots. *P*-values by a *t* test are shown above the graph. **(F)** Scatterplots of the averages and SDs of the *Arbp C*_t_ values in cDNAs amplified with the indicated methods from alcohol- and formalin-fixed sections. The DRaqL-adapted methods are linked with their original methods with dashed lines. The average and SD for DRaqL-Protease-Smart-seq2 and Smart-seq2 from formalin-fixed sections were calculated for the three independent experiments shown in Fig S11F. **(G)** PCA of single oocytes and granulosa cells isolated from the formalin-fixed mouse ovarian sections. **(B)** The color coding is the same as in (B). Source data are available for this figure.

**Figure S5.**
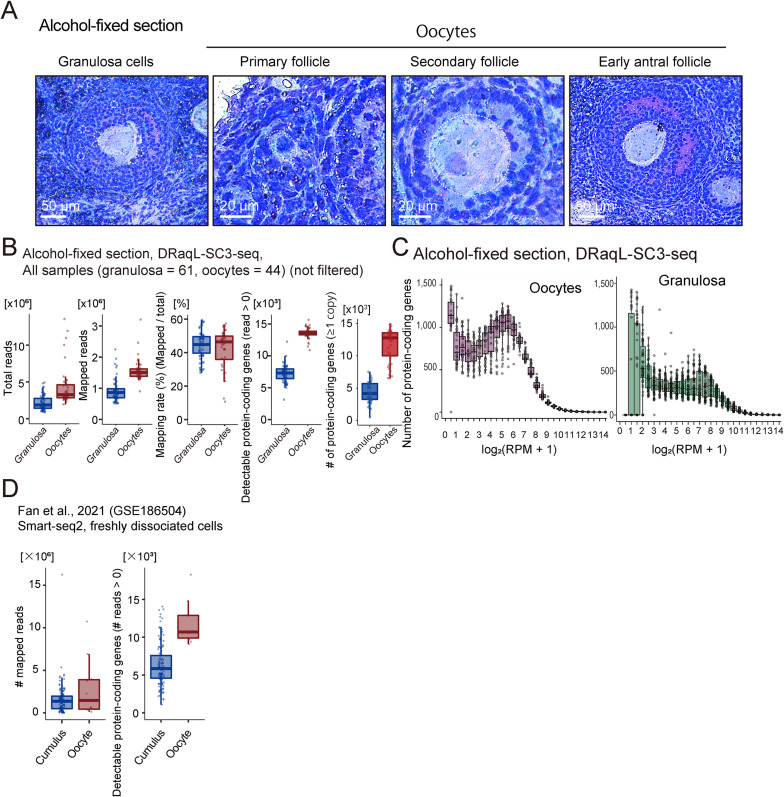
DRaqL-SC3-seq of alcohol-fixed mouse ovarian sections. **(A)** Representative images of granulosa cells and oocytes in primary, secondary, and early antral follicles are highlighted with dashed circles. **(B)** Boxplots showing the numbers of total reads, uniquely mapped reads, mapping rates, and detectable protein-coding genes in oocytes (red) and granulosa cells (blue). The expression levels corresponding to one copy of mRNA were estimated using the regression line of the spike-in RNAs (ERCC). **(C)** Frequency plots displaying gene expression levels in single oocytes (left) and granulosa cells (right) from alcohol-fixed mouse ovarian sections. **(D)** Boxplots indicating the numbers of mapped reads and detectable protein-coding genes in single-cell RNA-seq analysis of freshly dissociated human oocytes and granulosa cells, using Smart-seq2 in a previous study (GSE186504) (Fan et al, 2021).

**Figure S6.**
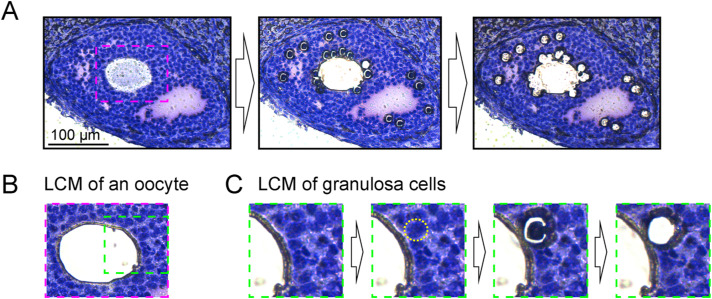
Process of cell isolation from ovarian sections using LCM. **(A)** The left panel displays a representative histological image of antral follicles before LCM. The ovarian section was fixed with alcohol and stained with Cresyl violet. The middle and right panels depict the process of isolating oocytes and granulosa cells, respectively. A region for a close-up view is indicated with a red dashed square. **(B)** A close-up view illustrating the LCM isolation of an oocyte. A region for a close-up view of granulosa cell isolation is indicated with a green dashed square. **(C)** A close-up view demonstrating the process of isolating granulosa cells through LCM.

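Per oocyte, 13556 ± 871 protein-coding genes were detectable (mean ± SD over 44 cells, 10912 to 15666), and per granulosa cell 7193 ± 1130 (57 cells, 5002 to 9983). With every library thinned to 162033 reads, the numbers moved most, to 10156 in oocytes and 5390.2 in granulosa cells.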

The numbers of detectable genes in single oocytes and granulosa cells were comparable with those in a previous study of the single-cell transcriptome of freshly dissociated human oocytes and granulosa cells, respectively, analyzed with Smart-seq2 (Fan et al, 2021). This suggests that DRaqL-SC3-seq showed sufficient sensitivity for single cells in tissue sections (Fig S5B and D).

In this analysis, we identified a subset of granulosa cells (5%, 3/60) that exhibited expression profiles mixed with those of oocytes in a transcriptome-wide manner (also see the Materials and Methods section; Fig S7A and B). 

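Oocyte RNA in each granulosa cell was measured with 14 oocyte genes (Obox1, Obox2, Obox3, Obox5, Oog1, Oog3, Oosp1, Bmp15, Gdf9, Izumo1r, H1foo, Bcl2l10, Zp2 and Zp3), which together took a median of 31847 RPM in the 44 oocytes. A granulosa cell counted as mixed when these genes reached 10% of that level, 3185 RPM. This level was reached by 17 of the 60 granulosa cells, 28.3% (17.5% to 41.4%), of which 14 were among the 32 neighboring and 3 among the 28 non-neighboring cells. Of the 3 cells that the authors kept apart, GC095 reached it with 11803 RPM, while GC081 with 1487 RPM and GC085 with 2949 RPM did not. Of 690 genes with a mean log2 (RPM+1) of at least 4 in oocytes and below 1 in granulosa cells, GC095 had reads on 650, GC081 on 235 and GC085 on 257. The other 57 cells had reads on a median of 123 and at most 358 of these genes. The 3 cells carry numbers above GC072, and oocyte genes had a median of 3651 RPM in the 15 other cells numbered GC073 to GC100 and of 87.9 RPM in the 42 cells numbered GC001 to GC069.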

We further validated the presence of mixed expression profiles in freshly dissociated granulosa cells, which were considered to be genuine single cells (see details below; Fig S8). In this study, however, to ensure a detailed investigation of the pure transcriptome of granulosa cells, we excluded these mixed profiles from subsequent analyses, focusing on detailed exploration of the remaining 57 granulosa cells.

**Figure S7.**
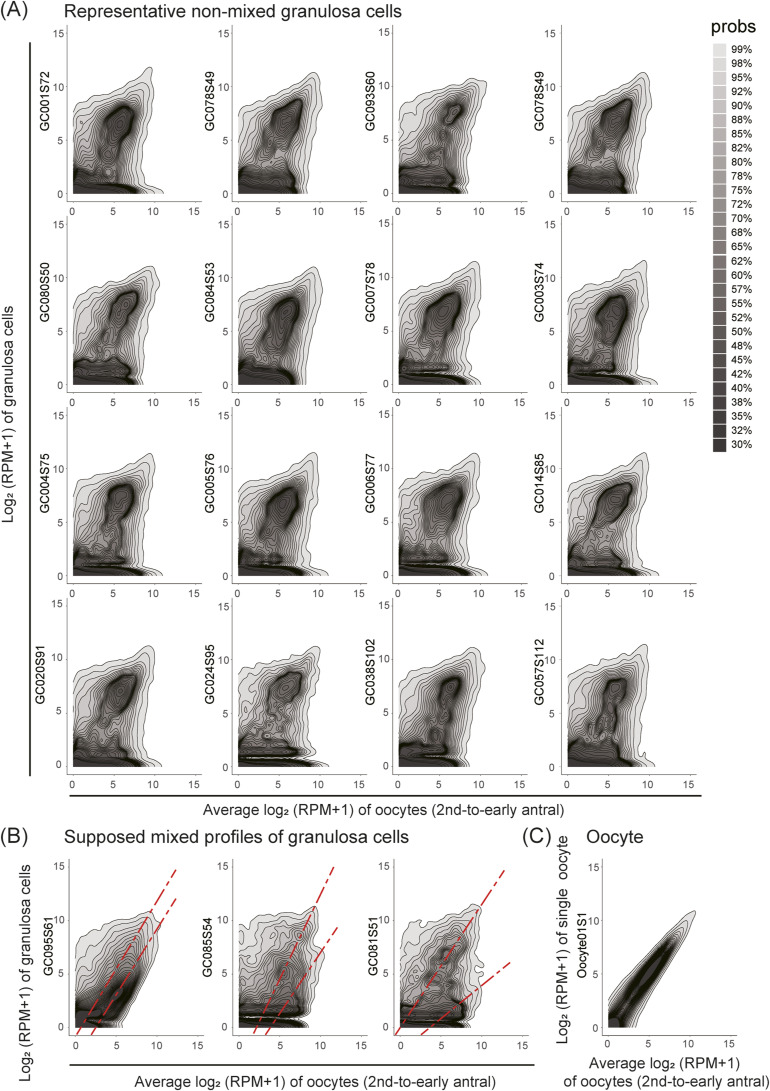
Transcriptome-wide mixed expression profiles between granulosa cells and oocytes. **(A)** Contour graphs comparing log_2_ RPM+1 values between individual granulosa cells and the average expression profile of oocytes. Representative granulosa cells whose expression profiles with expression profiles distinct from those of oocytes are displayed. The contour graphs were generated using the geom_hdr tool in the R program tool. **(B)** Contour graphs comparing expression profiles between granulosa cells and the average expression profile of oocytes, specifically for granulosa cells displaying expression profiles mixed with those of oocytes. The modes of the contour graphs are visually inspected and indicated by red dashed lines. **(C)** Contour graphs comparing expression profiles between a single oocyte and the average expression profile of oocytes.

**Figure S8.**
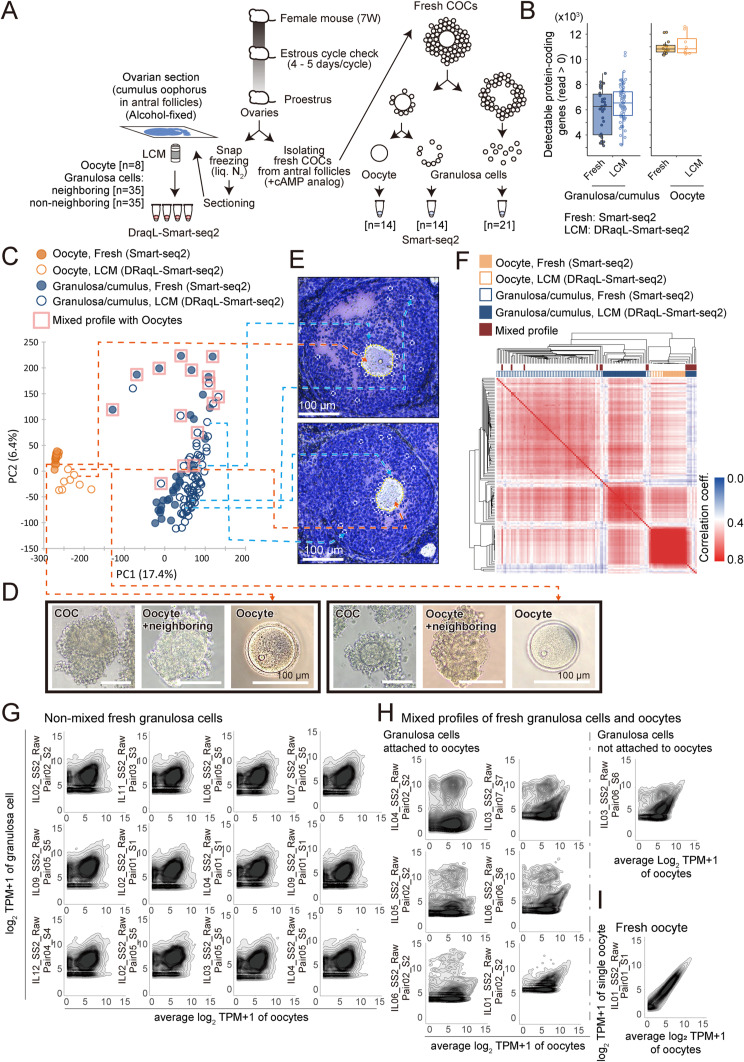
Transcriptomic comparison between freshly dissociated oocytes and granulosa cells, and those isolated from frozen sections of the same mouse ovary. **(A)** Schematic representation of the procedures involved in isolating oocytes and granulosa cells from ovarian sections using LCM, and isolating freshly dissociated oocytes and granulosa cells from cumulus–oocyte complexes in the same proestrus mouse. cDNAs were amplified from LCM-isolated cells and freshly dissociated cells using DRAqL-Smart-seq2 and Smart-seq2, respectively. **(B)** Number of detectable protein-coding genes in single-cell RNA-seq analysis of oocytes and granulosa cells isolated through LCM (LCM) and freshly dissociated oocytes and granulosa cells (fresh). **(C)** PCA comparing freshly dissociated and LCM-isolated oocytes, and granulosa cells from the same mouse. Genes with log_2_ TPM > 4 in at least one cell and log_2_ TPM difference >1 between at least one pair of cells were used in this PCA. **(D)** Stereomicroscopic images of freshly dissociated follicles, oocytes, and granulosa cells. The corresponding transcriptome data in PCA are connected with dashed arrows. **(E)** Representative histological images of antral follicles, from which oocytes and granulosa cells were isolated for transcriptome analysis. Oocytes and granulosa cells subjected to transcriptome analysis were indicated with yellow and white dashed circles, respectively. The representative corresponding transcriptome data in PCA are connected with dashed arrows (one oocyte, neighboring and non-neighboring granulosa cells in each follicle). **(A, F)** Heatmap displaying the correlation coefficients of log_2_ TPM values of all protein-coding genes between oocytes and granulosa cells prepared using the procedures outlined in (A). It is noteworthy that granulosa cells that had expression profiles mixed with those of oocytes exhibited lower correlation coefficients compared with non-mixed granulosa cells. **(G, H)** Contour graphs of scatterplots illustrating log_2_ TPM+1 values between freshly dissociated individual granulosa cells and the average expression profile of freshly dissociated oocytes. **(G, H)** Granulosa cells without mixed expression profiles (G) and those with mixed expression profiles (H) are shown. The contour graphs were generated using the geom_hdr tool. **(I)** Contour graphs depicting the relationship between a freshly dissociated single oocyte and the average expression profile of oocytes.

As shown in Fig 4B, PCA showed that these oocytes and granulosa cells formed clearly distinct clusters, wherein PC1 represented the difference between these cell types. In addition, scatterplots between serial sections from the same oocytes demonstrated the reproducibility of the analyses (Fig S9A and B).

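PCA of the 44 oocytes and 57 granulosa cells used 15176 genes with a log2 (RPM+1) above 4 in at least 1 cell, and PC1 and PC2 held 30.8% and 4.15% of the variance. On PC1, the oocytes lay between 63.4 and 212 and the granulosa cells between -196 and -34.2, which left a gap of 97.6. With genes scaled to unit variance, the gap was 37.7, and with the 3 mixed cells included it was 14.2, since GC095 lay at 51.0.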

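For 8 oocytes, libraries from 2 serial sections each were sequenced, with 4232302 to 17506401 reads per section (median 5583439.5 over 16 sections). Across 10764 genes above a log2 (RPM+1) of 4 in at least 1 section, Spearman's rho between the sections of the same oocyte had a median of 0.904 (8 pairs, 0.788 to 0.955). Between sections of different oocytes, the median rho was 0.859 (0.761 to 0.946 over these pairs). For 9 of the 16 sections, the most similar of the other 15 sections was that of the same oocyte. This number changed most with the gene filter, to 6 of 16 over all genes detected in at least 1 section, and it was 11 of 16 with values centered on each gene's mean.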

**Figure S9.**
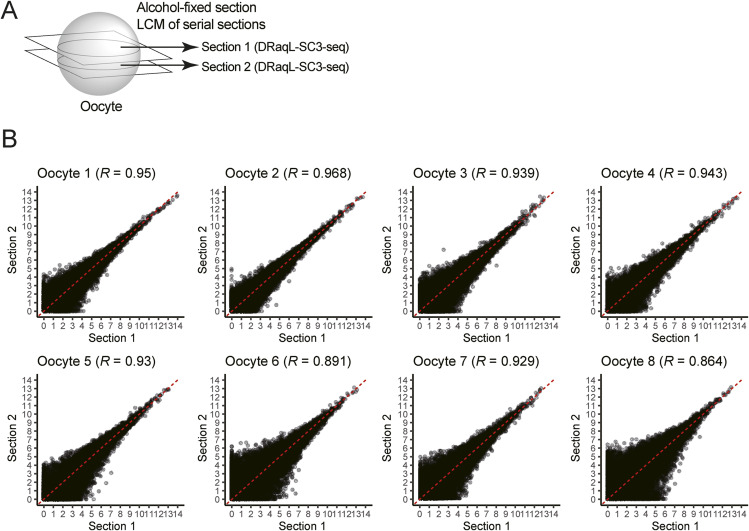
DRaqL-SC3-seq of mouse oocytes from alcohol-fixed serial sections. **(A)** Schematic representation of serial sectioning of oocytes. **(B)** Scatter plots of log_2_ (RPM+1) values between serial sections of single oocytes.

We also performed RNA-seq of pooled granulosa cells isolated from the sections (10, 100–300, and >300 cells) using the DRaqL-SC3-seq protocol with reduced numbers of PCR cycles and found that the number of detectable genes increased according to the number of pooled cells (Fig S10A and B). Thus, we concluded that DRaqL-SC3-seq is applicable to quantitative transcriptome analysis for single cells and arbitrary sizes of ROIs isolated from alcohol-fixed, mouse ovarian sections.

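The pools of 10 granulosa cells (7 neighboring and 7 non-neighboring) held 4118101 to 7275886 and 3811945 to 8259281 reads on protein-coding genes, with medians of 5283900 and 5684106. The 7 bulk samples of granulosa held 3826680 to 7446680 (median 6272751), and the labels do not give their follicle stages. A median of 7324 genes was detectable in the 57 single cells (5002 to 9983), of 12522.5 in the 14 pools (9954 to 14884) and of 15610.0 in the bulk samples (12190.0 to 16492). Thinning of every library to the reads of the shallowest single cell lowered the medians to 5457, 8344.5 and 10349, in the same order. From these numbers, with the PCA and the serial sections, the paper concludes that the method applies to single cells and to larger regions of alcohol-fixed ovarian sections.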

**Figure S10.**
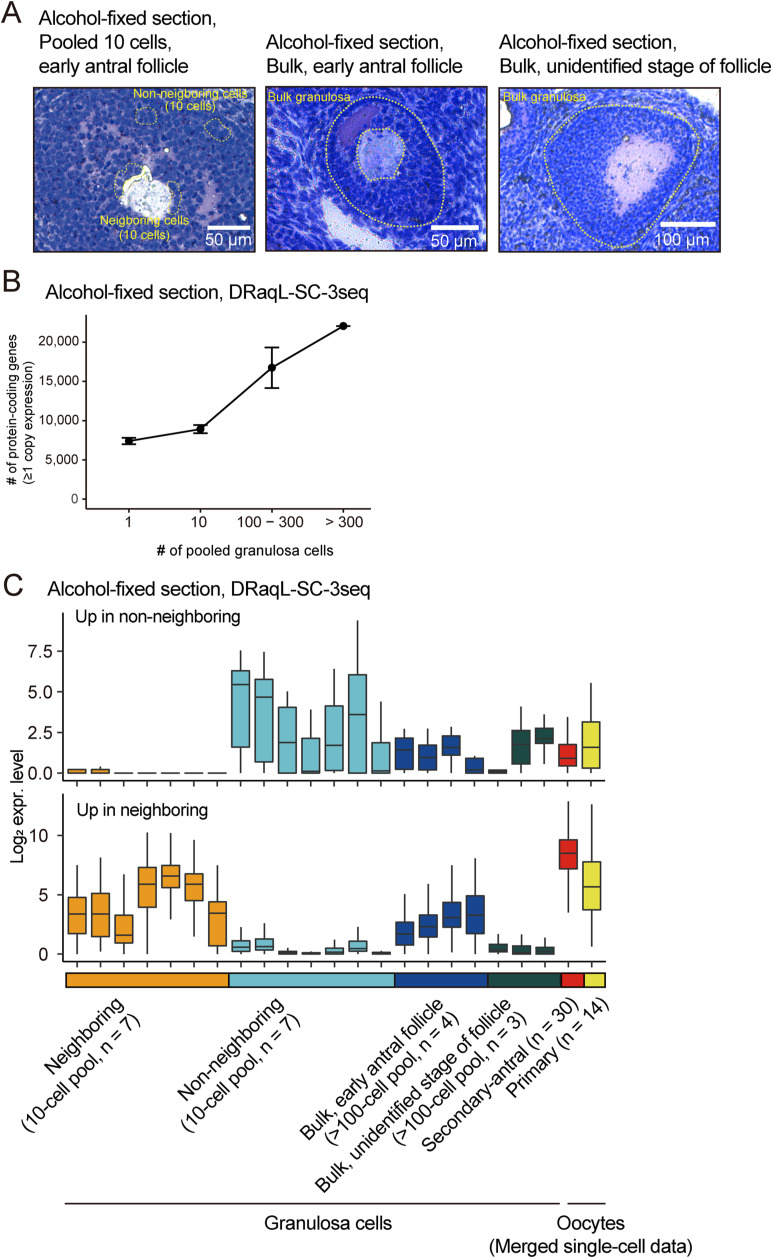
Bulk RNA-seq with DRaqL-SC3-seq of oocytes and granulosa cells in alcohol-fixed ovarian sections. **(A)** Representative images of ovarian follicles subjected to DRaqL-SC3-seq of 10-cell (left) and bulk granulosa cells (middle, right). Cells encircled with yellow dashed lines were collected with LCM into individual tubes and subjected to DRaqL-SC3-seq with reduced PCR cycles. For the bulk RNA-seq of granulosa in early antral follicles, which showed oocytes within the sections, the oocytes were first removed by LPC, and then the whole granulosa were collected with LCM. For the bulk RNA-seq of granulosa in follicles of an unidentified stage, which did not show oocytes within the sections, the whole granulosa were collected with LCM. **(B)** Scatterplots of the number of pooled granulosa cells and the number of detectable genes (estimated ≥1 copy expression). **(C)** Boxplots of the log_2_ expression levels in the pooled granulosa cells and bulk granulosa of genes up-regulated in the neighboring and non-neighboring granulosa cells identified in the single-cell DRaqL-SC3-seq analysis (shown in Fig 6B and D). The oocytes were not subjected to the bulk RNA-seq, and thus, merged single cell data are shown. Color code is as in Fig 6D.

### Application of DRaqL to other downstream cDNA amplifications

Next, for single granulosa cells isolated from the ovarian sections, we asked whether other cDNA amplification methods can be combined with DRaqL (Fig 4A). 

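Granulosa cells captured by LCM from alcohol-fixed sections were amplified with the SMART-Seq v4 3′DE Kit (34 cells). Others were amplified with the same kit after the DRaqL lysis and with added reverse transcriptases (39 cells). The published LCM protocol of Smart-seq2 was used for 37 cells and DRaqL-Smart-seq2 for 34 cells. The authors deposited 3′ read counts per gene without normalization, from which the 22060 protein-coding genes of the tables were kept. Reads on these genes ranged from 155613 to 6749468 with the kit (median 453680) and from 198750 to 1462136 with DRaqL and the kit (median 533447). They ranged from 71425 to 802284 with the LCM protocol (median 436638) and from 108346 to 2141617 with DRaqL-Smart-seq2 (median 831977.5). A single library of the kit held the 6749468 reads, and the next largest held 1080057.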

First, we examined the use of DRaqL in conjunction with a SMART-Seq v4 3′DE Kit (Takara Bio), a commercially available Smart-seq2-based kit that allows multiplex cDNA library preparation by including index sequences in the reverse transcription primers. We found that its cDNA amplification efficiency was reduced with the use of DRaqL (Fig S11A). In addition, the efficiency was slightly better when the SDc concentration was 0.31% than when it was 0.63%. Thus, using the cell lysis buffer containing 0.31% SDc, we examined the use of additional reverse transcriptases with this kit, and found that the optimal combination (SuperScript II and SuperScript III) was capable of cDNA amplification with efficiency and stability similar to those of the original protocol (Fig S11B). The cDNA amplification efficiency for single granulosa cells isolated from the alcohol-fixed ovarian sections was similar to that of DRaqL-SC3seq, and we termed this method DRaqL-SMART-Seq v4 cDNA amplification (Fig 4C).

**Figure S11.**
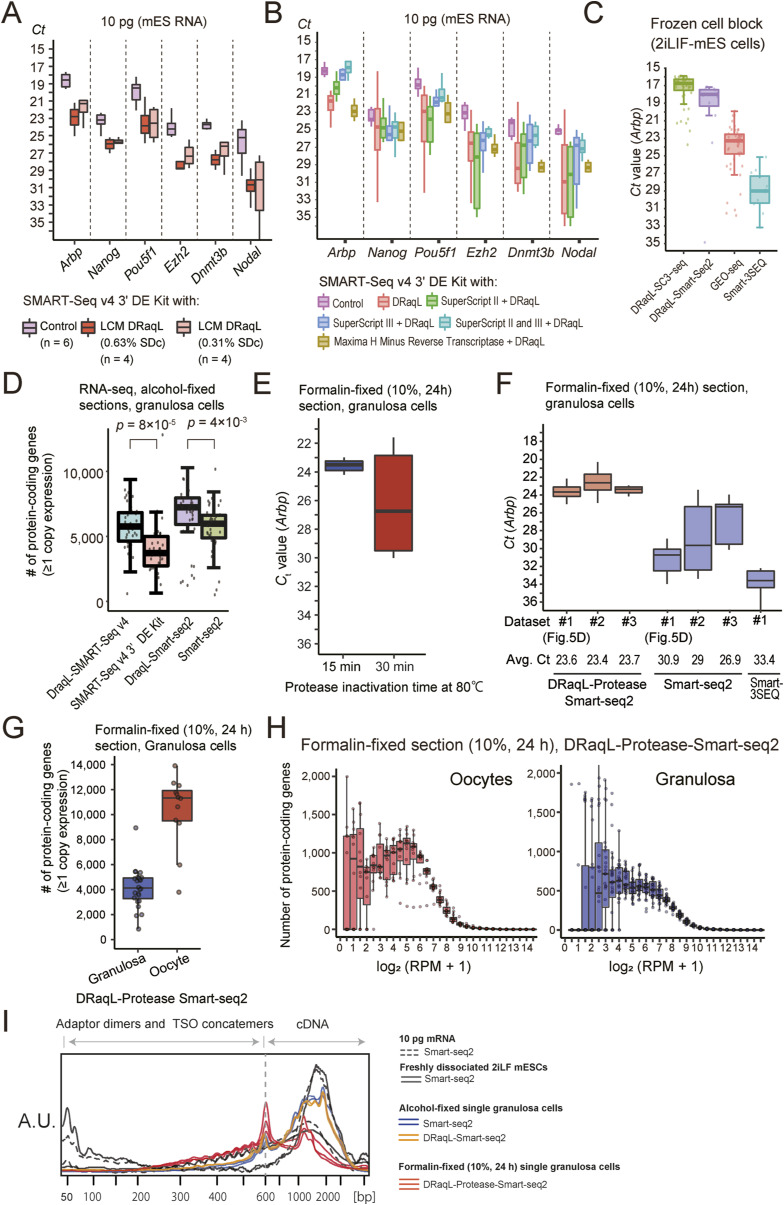
Adaptation of Smart-seq2-based cDNA amplification methods with DRaqL, and its application to formalin-fixed sections. **(A)** Application of DRaqL to SMART-Seq v4 3′DE Kit (Takara Bio) with different SDc concentration in the cell lysis buffer. Boxplots of *Ct* values of indicated genes in amplified cDNAs from 10-pg mESCs are shown. 0.31% and 0.63% SDc in the cell lysis buffer were quenched by 7.6% Triton X-100 before cDNA amplification. **(B)** Adaptation of SMART-Seq v4 3′DE Kit with DRaqL evaluated with real-time PCR. Boxplots of *Ct* values of indicated genes in amplified cDNAs from 10-pg mESCs are shown. cDNAs were amplified with the SMART-Seq v4 3′DE Kit added with different combinations of reverse transcriptases (SuperScript II, SuperScript III, and Maxma H minus) upon application to DRaqL, with 0.31% SDc in cell lysis buffer (n = 6, 4, 8, 6, 6, and 4, respectively). The combination of SuperScript II and SuperScript III showed the best performance with DRaqL. **(C)** Boxplots of *Ct* values of *Arbp* in cDNAs amplified with indicated methods (DRaqL-SC3-seq, DRaqL-Smart-seq2, GEO-seq [Chen et al, 2017], and Smart-3SEQ for frozen section [Foley et al, 2019]) for single cells isolated from alcohol-fixed cell-block sections, evaluated with real-time PCR (n = 48, 12, 48, and 10, respectively). “Smart-3SEQ starting from fresh-frozen tissue on Arcturus LCM” and GEO-seq were performed as described (Chen et al, 2017; Foley et al, 2019). The differences from the original protocols were as follows: Cells were isolated with Zeiss PALM MB4 in this study, instead of the Leica CellCut System (Chen et al, 2017) and Arcturus laser-capture microdissection (Foley et al, 2019): Single cells were subjected to GEO-seq cDNA amplification in this study, instead of about 10–20 cells in the original protocol (Chen et al, 2017). **(D)** Boxplot of the number of detectable genes (estimated ≥1 copy expression) in granulosa cells in alcohol-fixed sections amplified with DRaqL-SMART-Seq v4, SMART-Seq v4, DRaqL-Smart-seq2, and Smart-seq2. *P*-values of a *t* test between DRaqL-adapted and original methods were also indicated. **(E)** Optimization of the time length for protease inactivation in the DRaqL-Protease-Smart-seq2 cDNA amplification for single granulosa cells from formalin-fixed sections. Boxplots show the *Arbp Ct* values. **(F)** Boxplots of the *Arbp Ct* values in the DRaqL-Protease-Smart-seq2 from single granulosa cells in formalin-fixed ovarian sections in three independent experiments (n = 12, 24, and 8). Dataset #1 is the dataset shown in Fig 4D. The results of cDNA amplifications with the Smart-seq2 protocol (n = 12, 24, and 10) and the protocol of “Smart-3SEQ starting from FFPE tissue on Arcturus LCM” (Foley et al, 2019) (n = 12), from single granulosa cells in formalin-fixed ovarian sections, were also shown. **(G)** Boxplots of the number of detectable genes (estimated ≥1 copy expression) in single oocytes (red) and granulosa cells (blue) (n = 12 and 24, respectively) from the formalin-fixed ovarian sections, analyzed with DRaqL-Protease-Smart-seq2. **(H)** Frequency plots of gene expression levels in single oocytes and granulosa cells from the formalin-fixed sections, analyzed with DRaqL-Protease-Smart-seq2. **(I)** Bioanalyzer analysis of cDNA amplified with Smart-seq2 (from 10-pg total RNA), DRaqL-SMART-seq v4 and DRaqL-Smart-seq2 (from alcohol-fixed granulosa cells), and DRaqL-Protease-Smart-seq2 (from formalin-fixed granulosa cells).

Next, using the combination of separately available reagents and oligo nucleotides with multiplex index sequences, we developed another Smart-seq2-based cDNA amplification method adapted to DRaqL (DRaqL-Smart-seq2; see the Materials and Methods section), and found that this combination achieved cDNA amplification efficiency similar to that by DRaqL-SC3-seq and DRaqL-SMART-Seq v4 (Fig 4C). In fact, for single granulosa cells in the alcohol-fixed sections, DRaqL-SMART-seq v4 and DRaqL-Smart-seq2 improved both the efficiency and stability of cDNA amplification over SMART-Seq v4 3′DE Kit, Smart-seq2, and other LCM-combined cDNA amplification methods (Nichterwitz et al, 2016; Chen et al, 2017; Foley et al, 2019) (Figs 4C and F and S11C and D). Thus, we established DRaqL-adapted, efficient single-cell Smart-seq2-based methods for alcohol-fixed tissue sections.

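Per granulosa cell, 5909 ± 1630 genes were detectable with the SMART-Seq v4 3′DE Kit and 8253 ± 1516 with DRaqL-SMART-Seq v4 (mean ± SD over 34 and 39 cells). With the LCM protocol of Smart-seq2, 8424 ± 1213 genes were detectable, and with DRaqL-Smart-seq2, 9662 ± 1599 (37 and 34 cells). The methods with DRaqL thus gave 2345 more genes for the kit and 1238 more for Smart-seq2. At one depth of 71425 reads, these differences were 1828 and 521 genes, the latter smaller than the SD over cells of either method. By the paper's Methods, the reverse transcriptases changed along with the lysis, and for Smart-seq2 the PCR polymerase did as well. The gain therefore cannot be assigned to the lysis alone. The paper concludes from Fig 4C, Fig 4F, Fig S11C and Fig S11D that the adapted methods are efficient, and the real-time PCR among these data was not analyzed here.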

### Application of DRaqL to formalin-fixed sections

Next, we examined whether DRaqL-adapted cDNA amplification is compatible with formalin-fixed sections. To test the versatility of the method, we used a strong fixative condition, 10% formalin for 24 h at room temperature, which is frequently used in histopathology (Fig 4A and D). We applied DRaqL-Smart-seq2 and Smart-seq2 to mouse ovarian sections fixed with this condition, and found that cDNA amplification efficiency was severely reduced (Fig 4E).

To digest the formalin-fixed cellular components, we combined DRaqL-Smart-seq2 with a thermolabile protease with an optimization of heat inactivation (DRaqL-Protease-Smart-seq2) (Figs 4E and S11E). Application of DRaqL-Protease-Smart-seq2 to single granulosa cells from the formalin-fixed sections resulted in robustly improved cDNA amplification efficiency over those of Smart-seq2, DRaqL-Smart-seq2, and another previous method exploiting proteinase K and additional RNA hydrolysis for cell lysis (Foley et al, 2019) (Figs 4E and F and S11F).

To evaluate the effect of DRaqL on the protease treatment more directly, we compared the cDNA amplification efficiency of DRaqL-Protease-Smart-seq2 with a simple combination of protease and Smart-seq2 (Protease-Smart-seq2), an approach employed in a previous study (Perez et al, 2021). Whereas the amplification efficiency of Protease-Smart-seq2 was better than those of Smart-seq2 and DRaqL-Smart-seq2, DRaqL-Protease-Smart-seq2 showed much better cDNA amplification efficiency and stability than Protease-Smart-seq2, demonstrating that DRaqL significantly improved the efficiency of protease treatment (Fig 4E and F).

Importantly, DRaqL-Protease-Smart-seq2 showed reproducible cDNA amplification efficiency from formalin-fixed sections, with a SD comparable with that of DRaqL-Smart-seq2 from alcohol-fixed sections (Fig 4F). 

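Sections fixed with formalin for 24 h gave libraries of 12 oocytes and 24 granulosa cells with DRaqL-Protease-Smart-seq2, deposited as read counts per gene. The 5 oocytes of primary follicles held 284012 to 1997001 reads on protein-coding genes (median 411082), and the 7 of secondary-to-early antral follicles held 188906 to 1434901 (median 585286). The 12 neighboring granulosa cells held 65219 to 873319 reads (median 204878.5) and the 12 non-neighboring cells 55319 to 393257 (median 142064.5). Fixation and amplification method both differ from the alcohol-fixed cells, so that their effects cannot be told apart.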

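In formalin-fixed sections, 12525 ± 1662 genes were detectable per oocyte (12 cells, 8201 to 14320.0) and 8057 ± 1345 per granulosa cell (24 cells). At one depth of 55319 reads, the largest change among the settings, the means were 8195 and 6084. Across 19091 genes detected with both fixations, the difference between oocytes and granulosa cells in mean log2 (RPM+1) correlated between formalin-fixed and alcohol-fixed sections with an r of 0.794 and a rho of 0.744. Of the 6498 genes with at least a 4-fold difference in alcohol-fixed sections, 95.9% had the same direction in formalin-fixed sections. Mean levels correlated with an r of 0.919 in oocytes and 0.855 in granulosa cells.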

RNA-seq of single oocytes and granulosa cells from the formalin-fixed sections with DRaqL-Protease-Smart-seq2 gave gene expression profiles similar to those from alcohol-fixed sections with DRaqL-SC3-seq (Figs 4G and S11G–I). These data demonstrate that DRaqL-Protease-Smart-seq2 is capable of robust, high quality transcriptome analysis for single cells in sections strongly fixed with formalin.

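The gene with the largest difference toward oocytes in formalin-fixed sections was Dazl (ENSMUSG00000010592), which averaged a log2 (RPM+1) of 8.87 ± 0.80 in oocytes and 0.70 ± 1.68 in granulosa cells. In alcohol-fixed sections, Dazl averaged 8.35 and 0.89. Nlrp5, Ckb, Zp2 and Kit followed, with differences of 8.05, 7.80, 7.63 and 7.46. The largest difference toward granulosa cells was that of Adamts6 (ENSMUSG00000046169), which averaged 2.16 ± 2.02 in oocytes and 8.21 ± 1.87 in granulosa cells, and 2.93 and 5.89 in alcohol-fixed sections. Igf1, Ntng1, Arhgap6 and Pde7b followed, with differences of -6.01, -6.0, -5.98 and -5.53. From profiles similar to those of alcohol-fixed sections, the paper concludes that the protease method gives transcriptomes of high quality after strong formalin fixation.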

It is also worth noting that all cDNA amplification methods developed and examined in this study, as shown in Fig 4 (SC3-seq, SMART-seq v4, Smart-seq2, DRaqL-SC3-seq, DRaqL-SMART-seq v4, DRaqL-Smart-seq2, DRaqL-Protease-Smart-seq2, Protease-Smart-seq2), were performed on sections from the same ovary, ensuring accurate evaluation of the method performance.

### Direct transcriptomic comparison between freshly dissociated oocytes and granulosa cells and those isolated with LCM from ovarian sections

To thoroughly assess the performance of our methods for tissue sections, we isolated single oocytes and granulosa cells with LCM from alcohol-fixed, ovarian-frozen sections obtained from one ovary of a proestrus mouse, and prepared cDNAs using DRaqL-Smart-seq2. 

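Libraries of LCM-isolated cells came from 1 ovary of a proestrus mouse and libraries of freshly dissociated cells from the other ovary, and the authors deposited their read counts per gene. The LCM-isolated cells were 35 neighboring granulosa cells with 21733 to 928347 reads on protein-coding genes (median 233125), 35 non-neighboring cells with 55442 to 3745815 (median 309128) and 8 oocytes with 348530 to 1083011 (median 729295.5). The freshly dissociated cells were 14 granulosa cells attached to oocytes with 12748 to 282419 reads (median 87883.5), 21 other granulosa cells with 31715 to 353959 (median 132194) and 14 oocytes with 204271 to 545479 (median 252995.5). As 1 animal was used and the amplification differed, the ovary, the isolation and the amplification method cannot be told apart. Follicle stage may differ too, since the paper took the freshly dissociated cells from fully grown follicles. The LCM-isolated oocytes were classed as secondary to early antral. RPM were used in place of the paper's TPM.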

Simultaneously, we isolated freshly dissociated oocytes and granulosa cells from the other ovary of the same mouse and prepared cDNAs using Smart-seq2 (Fig S8A).

For the preparation of freshly dissociated cells, we meticulously collected cumulus–oocyte complexes (COCs) from the ovary, and isolated oocytes and their attached single granulosa cells, and other granulosa cells in COCs, through pipetting with a glass capillary under stereomicroscopic inspection. In addition, to prevent the spontaneous activation of oocytes, all processes were performed in the presence of a cAMP analog (Fig S8A).

The number of detectable genes was highly similar between freshly dissociated and LCM-isolated oocytes and granulosa cells, or even better in the LCM-isolated cells (Fig S8B), and was also comparable with the numbers obtained from the LCM-isolated cells with DRaqL-SC-3seq (Fig S5B) and freshly dissociated cells in a previous study (Fan et al, 2021) (Fig S5D). Moreover, PCA showed that the overall transcriptomes of freshly dissociated and LCM-isolated oocytes and granulosa cells were clustered closely together according to cell types (Fig S8C–E). 

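In granulosa cells, 5927 ± 1753 genes were detectable after fresh dissociation (35 cells) and 6563 ± 1465 after LCM (70 cells). In oocytes, the numbers were 10986 ± 577 (14 cells) and 11192 ± 874 (8 cells). The order depended on depth: thinned to 12748 reads, granulosa cells had 3360.3 genes after fresh dissociation and 3150.4 after LCM, and oocytes thinned to 204271 reads had 10414 and 9935. At these depths the SDs were 978 and 613 genes in granulosa cells and 128 and 579 in oocytes, in the same order.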

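PCA of the 127 cells used 16100 genes, and PC1 held 17.3% of the variance. Freshly dissociated oocytes lay between 263 and 273 on PC1 and LCM-isolated oocytes between 182 and 262. Granulosa cells under the mixed-profile level lay between -118 and 23.5 after fresh dissociation (32 cells) and between -132 and 9.53 after LCM (66 cells). Mean log2 (RPM+1) values of the isolation methods correlated with an r of 0.848 across 18738 genes in granulosa cells and of 0.921 across 16715 genes in oocytes. In granulosa cells, Filip1l averaged 1.28 ± 2.26 after fresh dissociation and 9.25 ± 0.85 after LCM, and Jarid2 averaged 3.85 ± 2.67 and 9.90 ± 0.77. Inhba averaged 9.08 ± 5.12 and 1.74 ± 2.69 in the same order, Fos 7.89 ± 3.42 and 1.39 ± 2.53, and Jun 6.74 ± 3.03 and 0.91 ± 1.99. In oocytes, the largest differences were those of Filip1l, 0.72 ± 1.23 and 8.50 ± 0.78, and of Ccl2, 7.83 ± 0.78 and 1.88 ± 2.62.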

The difference in transcriptome profiles between these cells would be attributable to the differences in mechanical and signaling stimuli encountered during sample preparation processes, and the differences in cell preparation and cDNA amplification methods. These data reinforce the notion that our method enabled a highly sensitive, high-quality transcriptome analysis from tissue sections.

Furthermore, as aforementioned, we observed that a subset of freshly dissociated granulosa cells displayed expression profiles mixed with those of oocytes and exhibited transcriptomes highly distinct from those of other granulosa cells (Fig S8F–I). 

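The 14 oocyte genes that were used for the cells of the sections took a median RPM in freshly dissociated oocytes of which 10% is 3388, and granulosa cells at or above this level were read as mixed. The 7 granulosa cells at or above the level of their isolation method lay between -109 and 129 on PC1.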

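Among freshly dissociated granulosa cells, 3 of the 14 attached to oocytes were at or above the mixed-profile level, 21.4% (4.66% to 50.8%). Of the 21 other cells, 0 were, which the exact interval limits to 16.1%. The threshold moved these shares most, and at 1% of the median oocyte they were 35.7% and 14.3%. Among LCM-isolated cells, 2 of 35 neighboring and 2 of 35 non-neighboring cells were at or above the level of LCM-isolated oocytes, 5.71% each, and at 1% of the median oocyte 57.1% and 28.6% were.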

The mixed profiles were more frequently found in granulosa cells attached to oocytes compared with those not attached to oocytes (43% [6/14] versus 5% [1/21], respectively). These data suggest the presence of genuine mixed expression profiles of granulosa cells and oocytes.

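In library pools that also held an oocyte, 2 of 6 attached and 0 of 14 other granulosa cells were at or above the level, and in pools without an oocyte 1 of 8 and 0 of 7. From the higher share among attached cells, the paper proposes that the mixed profiles are genuine.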

### Morphology-associated transcriptome dynamics of oocytes in follicles

Next, we asked how the morphology of oocytes is associated with their transcriptome, using DRaqL-SC3-seq. 

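In the PCA of 44 oocytes and 57 granulosa cells, with PC2 positive toward oocytes of primary follicles, these 14 oocytes averaged 93.3 ± 22.2 on PC2 (48.8 to 120.0) and the 30 oocytes of secondary-to-early antral follicles averaged -34.2 ± 49.5 (-99.4 to 70.4). The ranges overlapped, and the classes were 13.3 to 42.1 μm (median 24.0) and 43.0 to 94.8 μm (median 71) in the oocyte diameters of the paper's source data for Fig 5.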

Along the PC2 axis of the transcriptome, the growing oocytes showed expression profiles tightly linked with the follicular morphology, forming clearly different clusters between primary follicles and secondary-to-antral follicles (Fig 4B). Genes previously known to be involved in oogenesis (such as *Obox*, *Oog*, *Oosp1*, *Bmp15*, *Gdf9*, *Izumo1r*, *H1foo*, and *Bcl2l10*) contributed highly to PC2, suggesting that it represented the growth axis of oocytes (Table S1). 

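Ranked from the lowest PC2 loading among 15176 genes, Obox1 was 1, Obox2 was 2, Obox5 was 4, Oog3 was 6, Oog1 was 8, Bcl2l10 was 14, Oosp1 was 17, Obox3 was 30, Bmp15 was 74, Izumo1r was 88, H1foo was 194 and Gdf9 was 230. Obox1 and Obox2 are paralogs on chromosome 7 of GRCm38, and the annotated spans of Obox1 (15388948 to 15556866) and Obox2 (15388721 to 15398545) overlap. Obox1 averaged a log2 (RPM+1) of 5.12 ± 1.52 in oocytes of primary follicles and 10.67 ± 2.30 in those of secondary-to-early antral follicles, and Gdf9 averaged 9.85 ± 1.21 and 12.86 ± 0.30.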

More importantly, the PC2 values were highly correlated with the sizes of oocytes and follicles (rank correlation coefficient −0.83 for both), indicating a quantitative association between the histological parameters and transcriptome (Figs 5A and S12 and Table S2).

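Over the 44 oocytes, PC2 and oocyte diameter had a Spearman's rho of -0.826 and a Pearson's r of -0.865. Within oocytes of primary follicles the values were -0.622 and -0.528, and within those of secondary-to-early antral follicles -0.499 and -0.542. Without the 2 oocytes farthest from the median diameter they were -0.803 and -0.849. No p-value is given, as the labels name no animal and the paper states that the methods of Fig 4 were run on sections of the same ovary. PCA of the oocytes alone moved the relation most: its PC2 had a rho of 0.285 with diameter, and its PC1 had a rho of -0.825. Among the 14 oocytes of primary follicles, 5 pairs numbered 8 apart had near-identical profiles, and with 1 oocyte of each pair kept rho was -0.752 over 39 oocytes. From the correlation, the paper reasons that histological size and transcriptome are quantitatively linked.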

Table S1. List of genes highly contributing to PC2.

**Figure 5.**
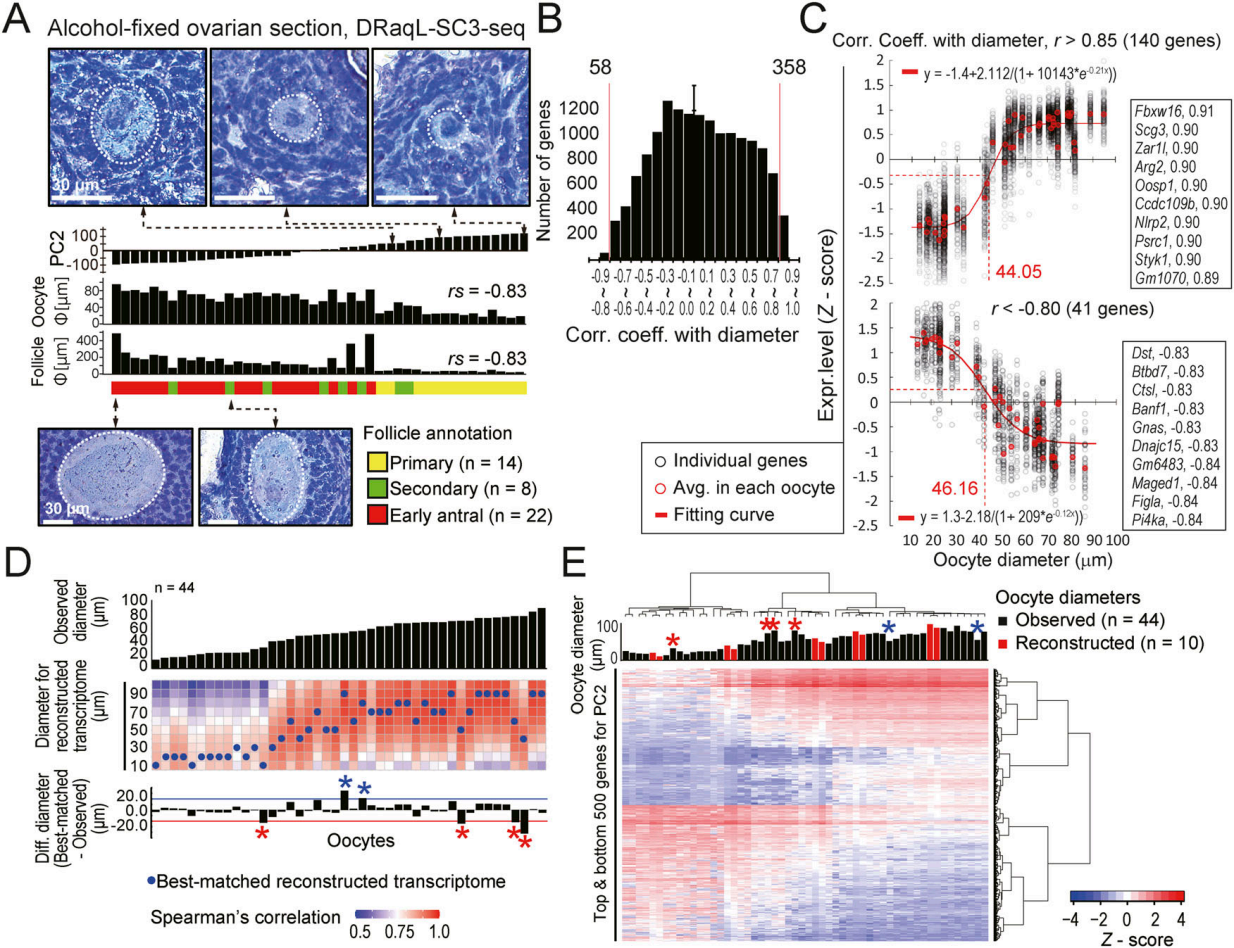
Morphology-associated transcriptome difference of oocytes revealed with DRaqL-SC3-seq. **(A)** Relationship of PC2 values of oocytes isolated from the alcohol-fixed sections and their morphology. PC2 values (top), oocyte diameters (middle), and follicle diameters (bottom) are shown in the bar graphs. The annotations of follicle stages are color coded. Representative histological images of follicles are also shown. Spearman’s rank correlation efficient (*rs*) between PC2 and the size of oocytes and follicles is indicated. **(B)** Histogram of Pearson’s correlation coefficient between the expression levels of individual genes and oocyte diameters. **(C)** Scatterplots of log_2_ gene expression levels against oocyte diameters. Positively correlated genes (top, *r* > 0.85, n = 140) and negatively correlated genes (bottom, *r* < −0.80, n = 41) are shown. Average *Z* scores of these genes in individual oocytes and their fitting curves are plotted with red open circles and red lines, respectively. Gene symbols and *r* values of the top 10 genes are also indicated. **(D)** Heatmap representation of correlation coefficients between the transcriptome of individual oocytes and reconstructed transcriptome model for the indicated diameters. Diameters of oocytes are shown with the bar graphs. Blue dots indicate the reconstructed transcriptomes best-matched with individual oocytes (i.e., the highest correlation). The difference of diameters between the individual oocytes and the best-matched models are shown with the bar graphs (differences >20 μm are indicated with red and blue asterisks). **(E)** Heatmap representation of expression levels of the top 500 genes with positive and negative PC2 values. Diameters of oocytes are shown with the bar graphs, and those of the reconstructed transcriptome model are indicated with red shading. **(D)** Asterisks indicate the same oocytes as in (D). Source data are available for this figure.

**Figure S12.**
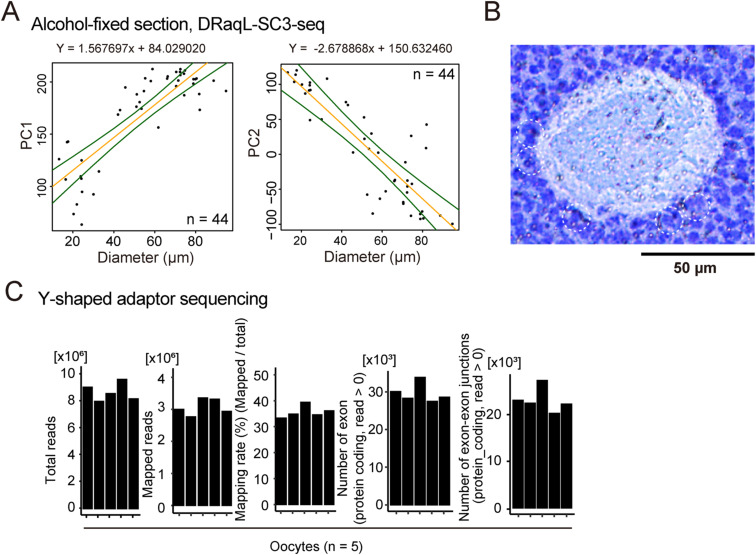
Morphological parameters of oocytes and their transcriptome. **(A)** Scatterplots between oocyte diameters and PC1 (left) and PC2 (right) of transcriptome analyzed with DRaqL-SC3-seq. The formula for the regression lines are shown above the graphs. **(B)** Representative close-up image of an oocyte in an early antral follicle and the neighboring granulosa cells. **(C)** Statistics of Y-shaped adapter sequencing of oocytes (n = 5). Numbers of total reads, uniquely mapped reads, mapping rates, detectable exons, and exon–exon junctions are shown.

Table S2. Histology and principal components of examined follicles.

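Pearson's r between log2 (RPM+1) and oocyte diameter was calculated for 13245 genes above 4 in at least 1 of the 44 oocytes. It exceeded 0.8 for 357 genes and lay below -0.8 for 53 genes, 410 in all, counted by size of r and without a test over oocytes. With Spearman's rho in place of r, 77 genes passed. Within oocytes of primary follicles 3 genes passed, and within those of secondary-to-early antral follicles 0 passed. The number was 266 with 1 oocyte of each near-identical pair, a setting chosen after seeing the data. The largest positive r was that of Fbxw16 (ENSMUSG00000074062, 0.907) and the most negative that of Arid5b (ENSMUSG00000019947, -0.907). Fbxw16 averaged 3.64 ± 0.77 in primary and 9.10 ± 1.14 in secondary-to-early antral follicles, and Arid5b averaged 6.06 ± 1.02 and 1.84 ± 1.16.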

Next, therefore, we investigated the correlations between the expression levels of individual genes and the oocyte diameters (Fig 5B). 

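A sigmoid curve was fitted to the mean Z score of the 129 genes with r above 0.85 and to that of the 53 genes with r below -0.80. The curves had inflection points at 44.0 μm and 46.2 μm, close to the boundary in diameter between the follicle classes. With a pseudocount of 2, a setting chosen after seeing the data, r was above 0.85 for 140 genes and below -0.80 for 58, the numbers in Table S3, and the inflection points were 43.8 μm and 45.8 μm.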

The expression levels of the genes highly positively and negatively correlated with the diameters (*r* > 0.85 and *r* < −0.80, respectively) were continuously distributed, and sigmoid curves fitting their distribution showed inflection points at similar diameters (44 μm and 46 μm, respectively) (Fig 5C and Table S3). This suggests that oocytes change their transcriptome most dramatically when their sizes have grown to around these values, accompanied by the reduction of *Figla* and *Sohlh1*, genes downregulated during the primordial-to-primary follicle transition (Pan et al, 2005; Hamazaki et al, 2021).

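Figla (ENSMUSG00000030001, chromosome 6, 86016171 to 86020996) averaged a log2 (RPM+1) of 8.46 ± 0.76 in oocytes of primary follicles and 6.23 ± 0.66 in those of secondary-to-early antral follicles. Its r with diameter was -0.838 over all oocytes, -0.0371 within the former class and -0.524 within the latter. Sohlh1 (ENSMUSG00000059625, chromosome 2, 25842995 to 25847248) averaged 8.70 ± 1.00 and 3.00 ± 2.21, with an r of -0.840, and of -0.354 and -0.461 within the classes.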

Table S3. List of genes highly correlated with oocyte diameters.

Then, we evaluated the relationship between the transcriptome of oocytes and their diameter by constructing a statistical model (Figs 5D and E and S12A). Using simple regression analyses with PC1 and PC2 as objective variables and diameter as an explanatory variable, we reconstructed the transcriptome of oocytes for every 10 μm of diameter, and examined which reconstructed transcriptome data were best matched with individual oocytes (Fig 5D). 

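PC1 and PC2 of the 44 oocytes were regressed on diameter, and profiles of the 15176 genes were rebuilt from 10 to 100 μm in steps of 10 μm. PC1 had a rho of 0.730 with diameter. Each oocyte was matched to the rebuilt profile with the highest rho across genes, which lay between 0.761 and 0.965.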

We found that the reconstructed transcriptome was best matched with the transcriptome of oocytes with the most similar diameters (Fig 5D and E), suggesting that PC1 and PC2 had sufficient information to link gene expression and the size of oocytes. On the other hand, in 4 out of the 44 oocytes examined, we found that this statistical model yielded data widely discrepant from the observed data; the diameters of the best-matched reconstructed transcriptome were significantly smaller than the diameters of the observed oocytes (>20 μm decrease; Fig 5D). 

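The matched and measured diameters differed by a median of 5.25 μm, and by 10 μm or less in 28 of the 44 oocytes. With each oocyte matched to a model fitted without it, the median was 6.45 μm. With the mean profiles of the follicle classes in place of the regression it was 7.07 μm, so that much of the match can be had from class alone.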

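In 6 of the 44 oocytes the matched diameter was more than 20 μm from the measured one, and in 4 of them it was smaller. These 4 were O02 (81.7 μm, matched at 60 μm), O04 (82 μm, at 40 μm), O06 (74.4 μm, at 50 μm) and O43 (32.7 μm, at 10 μm). O05 (55.3 μm, at 90 μm) and O31 (58.9 μm, at 80 μm) were matched at larger diameters. The number of the 44 matched smaller was 3 for models fitted without the oocyte, 1 with PC2 alone and 2 with class means. O43 is 1 of the 5 near-identical pairs, and its partner measured 13.3 μm.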

In line with these observations, these oocytes showed expression signatures similar to those of smaller oocytes (Fig 5E).

### Correlation of size–transcriptome relationship and transcriptomic growth of oocytes in follicles

Furthermore, to investigate the association between the size–transcriptome relationship and molecular signatures related to the oocyte growth, we incorporated an RNA-seq dataset for non-growing, growing, and germinal vesicle (GV) oocytes in mice reported in a previous study (GSE86297) (Gahurova et al, 2017).

We identified 1,286 genes exhibiting dynamic expression profiles during the oocyte growth (Fig S13A and B). Among these genes, 559 were highly expressed in nongrowing oocytes and consistently decreased during oocyte growth. This subset included essential transcription factors for oocyte differentiation (*Figla*, *Sohlh1*, *Sohlh2*) and meiotic genes (*Sycp1*, *Sycp3*, *Smc1b*, *Syce1*). In addition, 727 genes displayed a consistent increase in the growing oocytes, reaching their maximum expression levels in GV oocytes, and encompassed oocyte-specific transcription factors (*Obox1*, *Obox2*), a crucial signaling molecule for oogenesis (*Bmp5*), members of the Oogenesin family (*Oog1*, *Oog2*, *Oog3*, *Oog4*), and the DNA methyltransferase essential for the generation of the oocyte epigenome (*Dnmt3l*).

**Figure S13.**
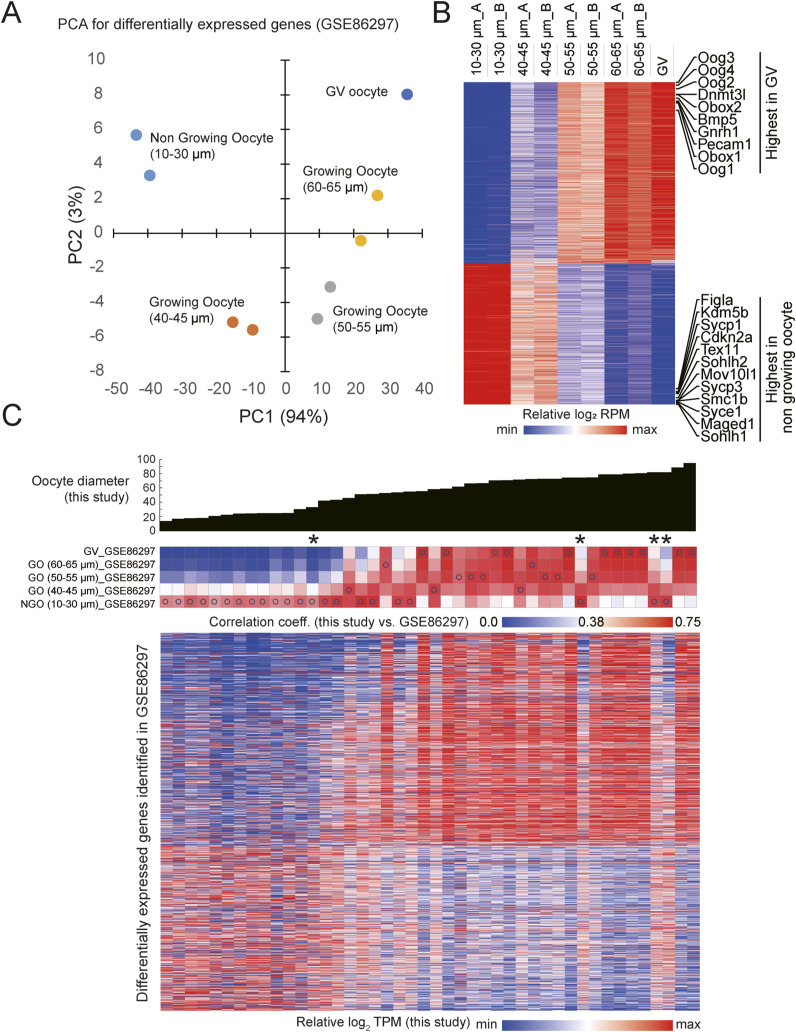
Comparison between the transcriptome of single oocytes from our study and bulk oocyte transcriptome data by Gahurova et al (2017) (GSE86297). **(A)** PCA of differentially expressed genes in nongrowing and growing oocytes from the GSE86297 dataset. **(B)** Heatmap representation of the relative expression levels of the differentially expressed genes across nongrowing to growing oocytes in the GSE86297 dataset. Representative signature genes that exhibit expression level peaks in nongrowing oocytes and GV oocytes are indicated. **(A)** The genes are ordered based on their PC1 factor loadings derived from the PCA shown in (A). **(C)** Heatmap showing correlation coefficients between the transcriptomes of individual oocytes from our study and oocytes at different stages in the GSE86297 dataset (top). The diameters of the oocytes observed in this study are indicated by the bar graphs. Blue open circles denote the oocytes from the previous study that exhibited the highest correlation coefficients with the oocytes in our study. Asterisks indicate the oocytes that showed the best-matched model, with diameters smaller than the observed diameters (differences >20 μm). The bottom heatmap represents the relative expression levels of these differentially expressed genes identified in the https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86297 dataset in individual oocytes.

We calculated correlation coefficient of these genes between the previous dataset and our own (Fig S13C). We found that the primary follicle oocytes in our study showed the highest degree of similarity to non-growing oocytes in the previous study, whereas oocytes from secondary-to-early antral follicles showed similarity to growing and GV oocytes in accordance to their respective diameter. Remarkably, the oocytes best matched to the reconstructed transcriptome for a smaller diameter than their actual size, with a decrease of >20 μm (Fig 5D), displaying expression profiles similar to those of nongrowing oocytes (Fig S13C). This suggests that these oocytes experienced growth retardation regarding to their transcriptome despite their larger size.

These results indicate that our model successfully reconstructed the transcriptome in the development of normal oocytes, and the deviations from the model delineate heterogeneity of their size–transcriptome relationship relevant to the retardation of transcriptomic maturation, likely reflecting the underlying selective processes for dominant follicles (Deane, 1952; Byskov, 1974).

### Detection of splicing isoforms in single oocytes in sections

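For 5 oocytes, libraries with the Y-shaped adapter were sequenced as for the mESCs, with 6462959 to 7865860 reads on exons (median 6759475) and 392753 to 541064 reads on exon–exon junctions (median 468655). The nearest 3′ library was that of the same oocyte in 5 of 5 cases, at an r of 0.42 to 0.66. Above 2 TMM-scaled CPM, between 16680 and 23059 junctions were detected per oocyte (median 22242), and 38480 of the 41155 junctions listed were detected in at least 1 oocyte. These belonged to 8419 genes.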

Next, we conducted an exon–exon junction analysis of the oocytes in the alcohol-fixed sections, because there is growing evidence of the importance of alternative splicing in oocytes for meiotic progression, oocyte growth and maturation, and female fertility (Tang et al, 2009; Do et al, 2018; Kasowitz et al, 2018; Cheng et al, 2020; Li et al, 2020; Yu et al, 2021) (Fig S14A–H). We applied the Y-shaped adapter sequencing to the single-oocyte cDNAs (n = 5) (Fig S12C), and successfully detected splice isoforms in many genes, including *H1foo*, *Lsm14b*, *Rac1*, *Trp53bp1*, *Oosp1*, and *Parl*. 

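Junction reads were summed over the 5 oocytes for each gene, and intervals are exact Poisson. H1foo (ENSMUSG00000042279, chromosome 6, 115944938 to 115950236) had 40552 reads (40158 to 40949) on 12 junctions, and Oosp1 had 20706 (20425 to 20990.0) on 10. Parl had 5912 (5762 to 6065) on 14 junctions. The junction with most reads held 33.6% of the reads of H1foo, 52.6% of those of Oosp1 and 33.3% of those of Parl. Junctions were not assigned to isoforms, so these values count junction reads and not isoforms.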

Minor splice isoforms of *Lsm14b*, *Rac1*, and *Trb53bp1*, which are regulated by ESRP1 in oocytes (Yu et al, 2021), were detected in this analysis. Moreover, in *Serf2* and *Cox6b2*, we detected oocyte-specific minor splice isoforms.

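Lsm14b (ENSMUSG00000039108, chromosome 2, 180024987 to 180035465) had 24 junction reads (15.4 to 35.7) over 6 junctions, none of which had reads in all 5 oocytes. Rac1 had 855 reads (799 to 914) on 10 junctions and Trp53bp1 had 502 (459 to 548) on 12. The most covered junction held 25.0%, 51.6% and 53.8% of these reads. At 24 reads, the use of single junctions of Lsm14b could not be compared between oocytes.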

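Serf2 (ENSMUSG00000074884) had 1944 junction reads (1859 to 2032) on 4 junctions, of which the most covered held 54.7%, and Cox6b2 (ENSMUSG00000051811) had 435 (395 to 478) on 8, of which the most covered held 43.7%. In the 10 mESCs, which were sequenced the same way, Serf2 had 4472 junction reads and Cox6b2 had 403.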

**Figure S14.**
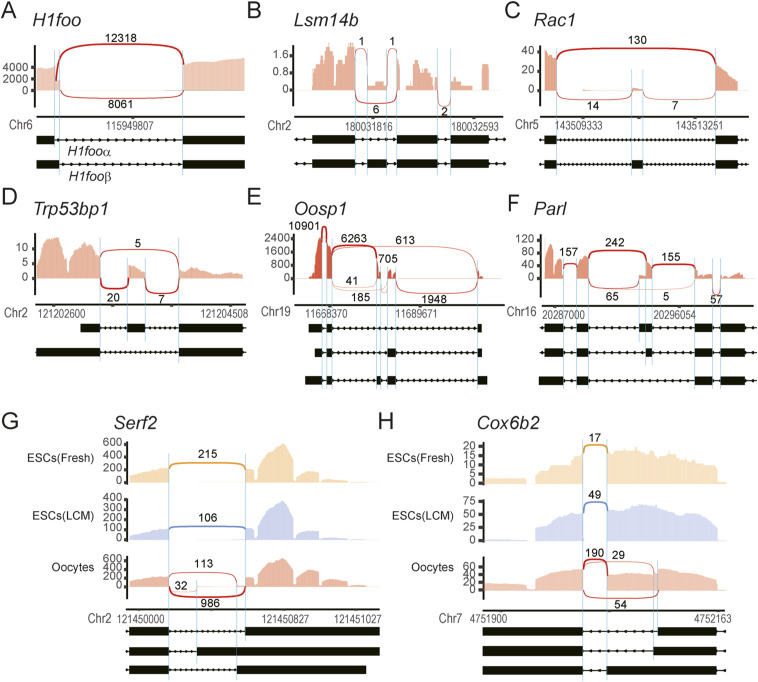
Exon–exon junction analysis of mouse oocytes isolated from alcohol-fixed sections. **(A, B, C, D, E, F, G)** Sashimi plots (Wang et al, 2008; Katz et al, 2010) of splice isoforms of representative genes in oocytes from alcohol-fixed sections: (A) *H1foo*, (B) *Lsm14b*, (C) *Rac1*, (D) *Trp53bp1*, (E) *Oosp1*, (F) *Par1*, (G) *Serf2*, and (H) *Cox6b2*. cDNAs were amplified with DRaqL-SC3-seq and sequenced with the Y-shaped adapters. **(A, B, C, D, E, F, G, H)** Splice isoforms in oocytes (A, B, C, D, E, F, G, H), and in oocytes and ESCs (G, H) are shown. Read numbers mapped to exons are represented with red bar graphs, and splice junctional reads are indicated with red lines. The numbers of junctional reads are indicated. Splice isoforms registered in the Ensembl database related to the detected isoforms are shown below the plots. The known splicing sites and mapped reads are linked with blue lines.

### Histology-associated gene expression differences in granulosa cells

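The granulosa cells compared by position were the 31 neighboring and 26 non-neighboring cells of the alcohol-fixed sections, after the 3 mixed cells had been left out. The 14 oocyte genes took 4176 RPM (4147 to 4205) of the summed reads of the neighboring cells and 1122 RPM (1105 to 1140) of those of the non-neighboring cells, a log2 ratio of 1.90. Per cell, the medians were 2943 and 64.2 RPM, a log2 ratio of 5.52. Among the 57 cells, 16 were at or above the mixed-profile level. Within the cells numbered GC001 to GC069 the sums were 2598 and 713 RPM, and within those numbered GC073 to GC100 they were 7337 and 2208 RPM.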

Finally, we investigated relationships between the histology and transcriptome of granulosa cells in early antral follicles. Granulosa cells have direct contacts with oocytes through gap junctions on transzonal projections, depending on their positions relative to oocytes (Simon et al, 1997; Li & Albertini, 2013). Thus, we asked whether or not the gene expression profiles of granulosa cells were different between the cells that histologically neighbored oocytes and those that did not—that is, whether there were differentially expressed genes (DEGs) between neighboring (n = 31) and non-neighboring granulosa cells (n = 26) (Fig 6A). 

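Over 14011 genes above a log2 (RPM+1) of 4 in at least 1 cell, the difference in mean log2 (RPM+1), non-neighboring minus neighboring, had a median of 0.14, and 95% of the genes lay between -1.20 and 1.61. By size alone, 199 genes were higher by more than 1.8 in non-neighboring cells and 77 in neighboring cells. As the cells of a position count as 1 sample, no test was made, whereas the paper's test took cells as replicates.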

The neighboring granulosa cells formed a layer covering the surface of the oocyte, whereas the non-neighboring granulosa cells formed relatively loosened structures compatible with the formation of follicular cavities (Figs S5A and S12B).

**Figure 6.**
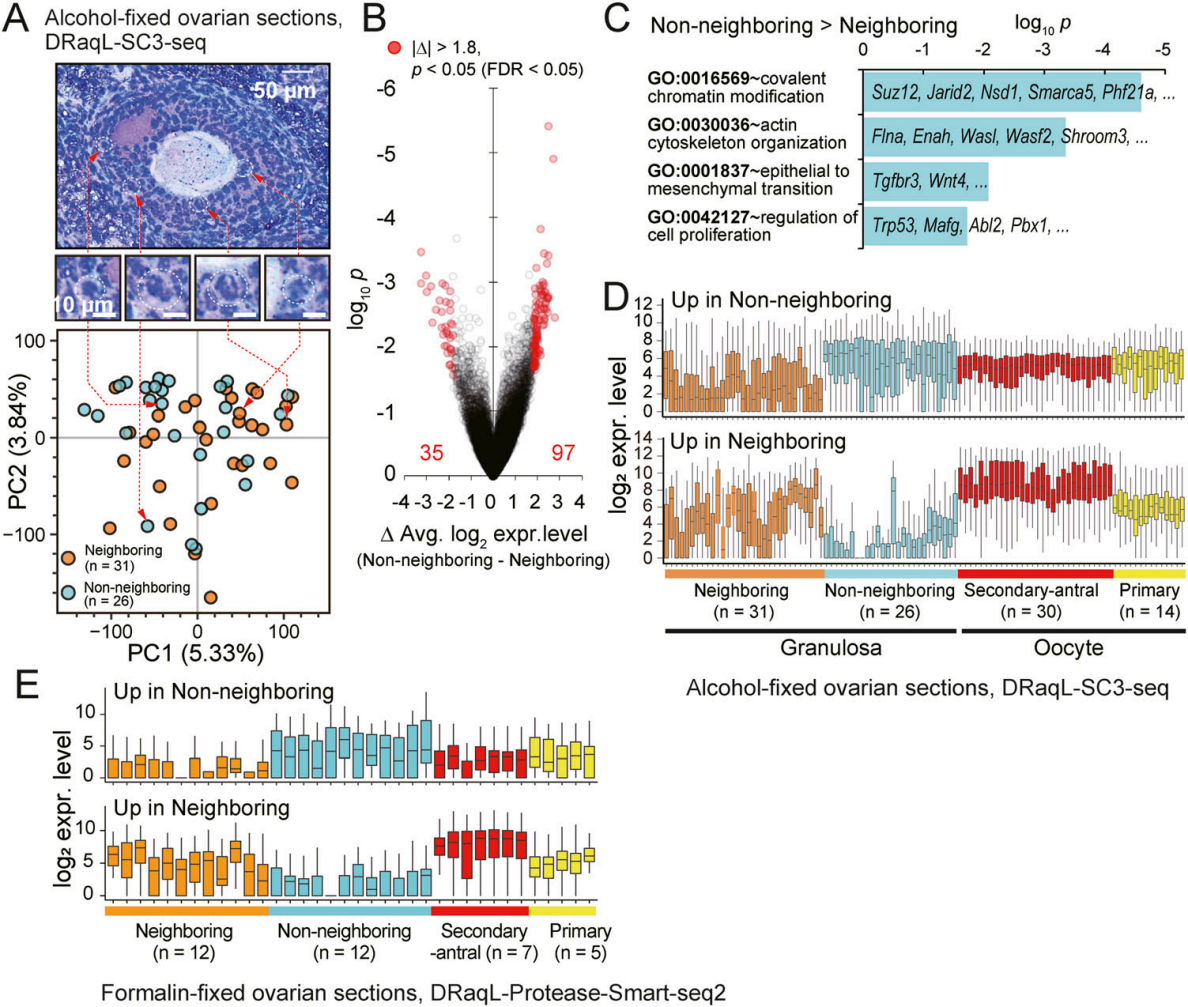
Single-cell transcriptome analysis of granulosa cells in ovarian sections with DRaqL-SC3-seq. **(A)** PCA of DRaqL-SC3-seq transcriptome data of granulosa cells in alcohol-fixed sections. Cells neighboring oocytes (neighboring) and those not neighboring oocytes (non-neighboring) are indicated with orange and cyan circles, respectively. **(B)** Volcano plots of log_2_ expression level differences and log_10_ *P*-values between neighboring and non-neighboring granulosa cells. Genes with differences in log_2_ expression levels of more than 1.8 (i.e., >3.5-fold) and *P* < 0.05 with FDR <0.05 are indicated with red circles. **(C)** Bar graphs showing enrichment of gene ontology (GO) terms in genes up-regulated in non-neighboring granulosa cells. **(D)** Box plots of the log_2_ expression levels of genes up-regulated in the neighboring and non-neighboring granulosa cells. Expression levels in single oocytes and granulosa cells are shown. **(D, E)** Box plots of the log_2_ expression levels of the genes shown in (D) in single oocytes and granulosa cells isolated from the formalin-fixed sections (analyzed with DRaqL-Protease-Smart-seq2). Source data are available for this figure.

Both types of granulosa cells expressed signature genes related to pre-antral cumulus and mitotic antral granulosa cells, as identified in a previous study for estrus murine ovaries (Morris et al, 2022). These cells were negative or low in markers for mural and atretic granulosa cells and corpus luteum (Fig S15), suggesting that they were cumulus granulosa cells in an actively proliferating phase. The absence of atretic follicles in this analysis may reflect the characteristics of the LCM-based cell isolation approach, where only morphologically normal follicles were selected by microscopic inspection before cell isolation.

**Figure S15.**
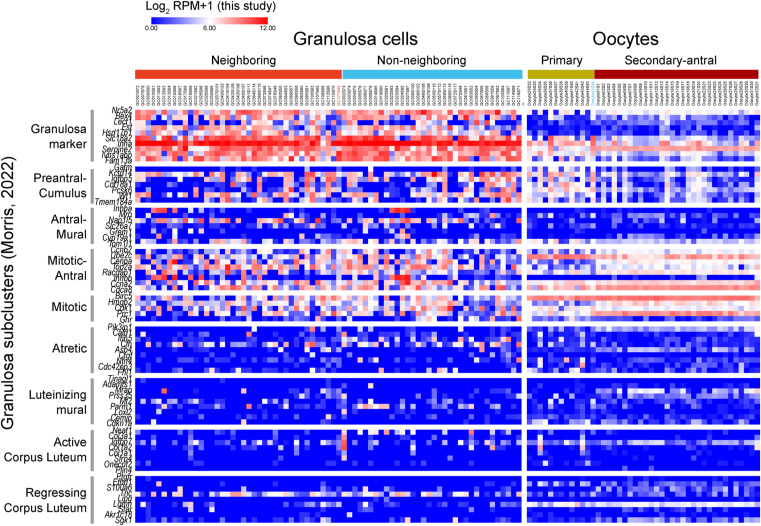
Expression profiles of key genes for granulosa cell activation. Heatmap representation of expression levels (log_2_ RPM+1) of marker genes corresponding to different activation phases of granulosa cells identified by Morris et al (2022). The identified granuloma phases include “Granulosa,” “Preantral-Cumulus,” “Antral-Mural,” “Atretic,” “Mitotic,” “Luteinizing mural,” “Active CL,” “Mitotic-Antral,” and “Regressing CL” (CL, corpus luteum).

As shown in Fig 6A, these two types of cells showed no clear transcriptome differences in PCA. However, a direct comparison of gene expression levels revealed 35 and 97 genes that were up-regulated in neighboring and non-neighboring granulosa cells, respectively (average log_2_ difference >1.8 [i.e., >∼3.5-fold], FDR<0.05) (Fig 6B and Table S4). 

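In PCA of the granulosa cells, PC1 and PC2 held 5.33% and 3.84% of the variance. Neighboring cells averaged -15.3 ± 63.3 on PC1 and non-neighboring cells 18.3 ± 61.4, a difference smaller than the SD of either.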

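Over the 97 genes listed in Table S4 as higher in non-neighboring cells, the difference in mean log2 (RPM+1) had a median of 2.24. For 10000 random lists matched on mean expression, the median was 0.24, with 95% of lists between 0.06 and 0.42. Over the 35 genes listed as higher in neighboring cells, the median was -2.33, and 0.31 in the random lists. Both lists were chosen by the paper on these cells, so that these values describe the lists and are not independent evidence. The pseudocount moved them most, the 97 genes to 1.38 with 10 and the 35 genes to -3.26 with 0.1. The fold changes in Table S4 matched those at a pseudocount of 2 to within 4.98e-06, for which the median of the 97 genes was 1.97. Among the genes with the largest changes in the table, Hsd3b1 averaged 1.93 ± 3.24 in neighboring and 5.02 ± 4.21 in non-neighboring cells, and Bcl2l10 averaged 6.09 ± 4.05 and 2.56 ± 3.01. Tshz2, St6gal1, Aff3 and Mboat2 differed by 3.09, 2.83, 2.54 and 2.67, and Gdf9 and Gm15698 by -3.34 and -3.07.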

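Suz12 (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) averaged a log2 (RPM+1) of 3.10 ± 3.13 in neighboring and 5.40 ± 2.56 in non-neighboring cells. It took 57.8 RPM (54.4 to 61.3) of the summed reads of the former, with reads in 21 of 31 cells, and 143 RPM (137 to 149) of those of the latter, with reads in 26 of 26 cells. In the pools of 10 granulosa cells its direction was the opposite. The differences, non-neighboring minus neighboring, were 2.22 for Jarid2, 2.51 for Ogt, 1.97 for Nsd1, 2.39 for Phf21a and 2.17 for Smarca5, and for each of these genes smaller than the SD over the cells of at least 1 position. In oocytes of secondary-to-early antral follicles, Suz12 averaged 6.99 ± 0.96 and Jarid2 7.27 ± 0.71.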

We found that genes up-regulated in non-neighboring granulosa cells were enriched with genes coding for chromatin modifiers, including Polycomb Repressive Complexes (*Suz12*, *Jarid2*), regulators of chromatin modifiers (*Ogt*, *Nsd1*), a histone H3-lysine4-mediated regulator (*Ph421a*), and a SWI/SNF family member (*Smarca5*) (Fig 6C). In addition, these cells were also enriched with genes involved in actin cytoskeleton organization (*Flna*, *Enah*), epithelial-to-mesenchymal transition (*Tgfbr3*, *Wnt4*), and regulation of cell proliferation (*Trp53*, *Abl2*, *Pbx1*), suggesting that their histological positions were associated with distinct proliferative and morphological characters, indicative of granulosa cell differentiation.

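The differences were 2.05 for Flna, 2.07 for Enah, 2.55 for Tgfbr3, 2.25 for Wnt4, 2.10 for Trp53 and 2.08 for Abl2. Of the 97 genes, 79 had a higher mean in oocytes of secondary-to-early antral follicles than in neighboring cells.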

Table S4. List of differentially expressed genes between granulosa cells neighboring and those not neighboring oocytes.

On the other hand, the 35 genes up-regulated in the neighboring granulosa cells showed highly heterogeneous expression levels even among these cells, whereas they were nearly undetectable in the non-neighboring granulosa cells (Fig 6D). 

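In neighboring cells, the 35 genes had mean log2 (RPM+1) values from 2.91 to 6.43 (median 4.47), with a median SD over cells of 3.56, and each was detected in 54.8% to 93.5% of the cells (median 77.4%). In non-neighboring cells, the means ran from 0.75 to 4.17 (median 2.25), with a median SD of 2.93, and each gene was detected in 26.9% to 80.8% of the cells (median 50.0%).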

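In oocytes of secondary-to-early antral follicles, the 35 genes had mean log2 (RPM+1) values from 1.47 to 12.86 (median 8.35), and 31 of them were higher there than in neighboring cells. The list held 9 of the 14 oocyte genes and 3 Obox genes. Obox1 (ENSMUSG00000054310) averaged 6.43 ± 4.37 in neighboring and 2.99 ± 3.33 in non-neighboring cells, and took 784 RPM (771 to 796) and 243 RPM (235 to 252) of the summed reads. Obox2 averaged 5.58 ± 4.09 and 2.25 ± 3.06, and took 407 RPM and 100.4 RPM. Obox5, which is not in Table S4, averaged 3.25 ± 3.4 and 1.44 ± 2.20.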

Interestingly, they included oocyte-specific genes, such as *Obox* family members, which were expressed in oocytes in the secondary-to-early antral follicles at much higher expression levels. These results most likely reflected gap junction communications in the oocyte and granulosa cells (Anderson & Albertini, 1976; Simon et al, 1997; Matzuk et al, 2002). In addition, it is worth noting that the expressions of these oocyte-specific genes occurred in a gene-specific manner, but were not due to transcriptome mix with oocytes, which were excluded from this analysis as aforementioned (Figs S7B and S8H).

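To see whether oocyte RNA in these cells was limited to the listed genes, the 100 genes with the highest levels in oocytes of secondary-to-early antral follicles were taken among genes outside Table S4 with a mean log2 (RPM+1) below 1 in granulosa cells. Of these, 69 were higher in neighboring than in non-neighboring cells, against a median of 43 and a 95% range of 34 to 52 in random lists matched on expression. They took 1229 RPM (1214 to 1245) of the summed reads of neighboring cells and 549 RPM (537 to 562) of those of non-neighboring cells, and 14634 RPM in the oocytes. From the oocyte genes in neighboring cells, with mixed cells left out, the paper proposes that they reflect communication through gap junctions and states that they are specific to certain genes.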

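The 7 neighboring and 7 non-neighboring pools of 10 granulosa cells were compared with edgeR's quasi-likelihood test on the deposited counts of 9704 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 44 genes were higher in neighboring pools and 0 in non-neighboring pools, with 402 genes at an unadjusted p under 0.05. DESeq2 called 105 genes higher in neighboring and 11 higher in non-neighboring pools. With the pool number as a block, edgeR called 3 genes, and whether the numbers pair the pools stays open. Of the 35 genes of Table S4 higher in neighboring cells, 30 had the same direction in the pools, with a median log2 fold change of -3.13 (non-neighboring over neighboring), and 11 were called by edgeR. Of the 97 genes, 57 were higher in non-neighboring pools, with a median of 0.20, and 0 were called, with 3 at an unadjusted p under 0.05. Adjusted over the list alone, 16 of the 35 and 1 of the 97 genes were called, and the latter was Suz12, which was higher in neighboring pools. The lists had been chosen on other libraries, those of single cells. The mean log2 (RPM+1) of the 35 genes was 6.30 ± 0.88 in neighboring and 3.21 ± 0.52 in non-neighboring pools (SD, n = 7 each; two-sided exact permutation test, p = 0.000583, adjusted over 3 tests p = 0.000874), and higher in all neighboring pools than in all non-neighboring ones. This p-value is the smallest that 7 pools against 7 allow. With pools paired by number, an exact sign-flip test gave p = 0.0156. The mean of the 97 genes was 5.24 ± 0.98 and 5.61 ± 0.29 (n = 7 each; exact permutation p = 0.384), and the difference did not hold up against the spread between pools. The 14 oocyte genes averaged 6.52 ± 1.76 and 1.56 ± 1.11 (n = 7 each; exact permutation p = 0.000583), and took 3693 RPM (3673 to 3712) and 70.2 RPM (67.7 to 72.9) of the summed reads. With limma's camera at a preset correlation of 0.01, the 35 genes gave p = 4.8e-32 and the 97 genes p = 0.0797. The call of the 35 genes held under fry (p = 1.09e-06) and an estimated correlation (p = 4.07e-05), and the 97 genes gave p = 0.194 and p = 0.384. Fbxw14 (ENSMUSG00000105589) had the smallest adjusted p, with a log2 fold change of -7.08 (adjusted p = 0.00337), followed by Cpsf4l (-6.73, adjusted p = 0.00337), Gm15698 (-6.94), Tcl1b1 (-7.13) and Zar1 (-5.54), with adjusted p = 0.0103 for the last 3. Obox1, Obox2 and Obox5 had log2 fold changes of -5.95, -5.90 and -7.25 (adjusted p = 0.0287, 0.0316 and 0.0336). Suz12 averaged 6.01 ± 1.36 log2 CPM in neighboring and 2.72 ± 1.71 in non-neighboring pools (adjusted p = 0.277, adjusted over the list alone p = 0.0243). In the direction of non-neighboring pools, Tpt1, Zdhhc14, Rps26, Cd63 and Synpo2 had the smallest adjusted p, from 0.167 to 0.277.

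**Figure D2:**
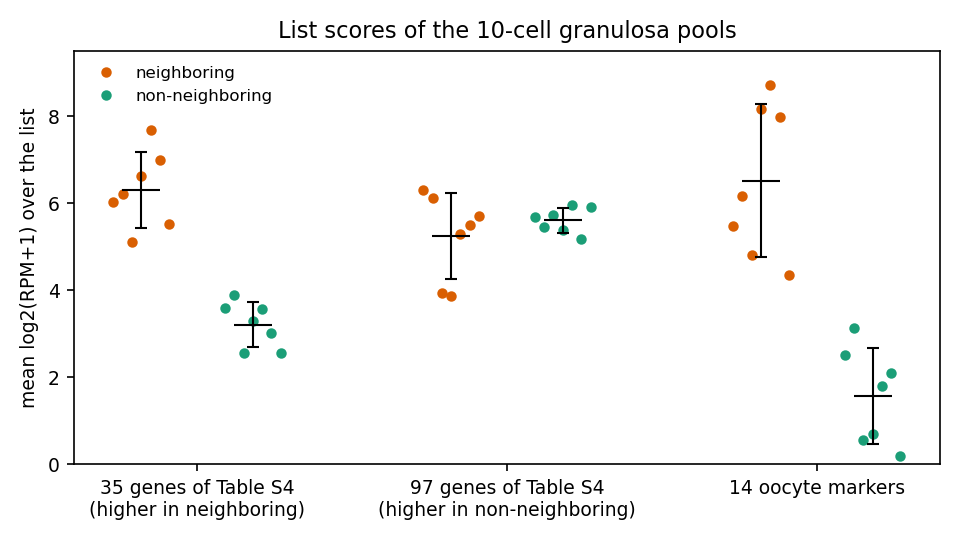
Mean log2 (RPM+1) over each gene list (vertical axis) in single pools of 10 granulosa cells (points), with the mean and SD of the 7 pools of each position. For the 35 genes the neighboring pools average 6.30 and the non-neighboring pools 3.21, for the 97 genes 5.24 and 5.61, and for the 14 oocyte genes 6.52 and 1.56.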

RNA-seq of 10 pooled granulosa cells from early antral follicles confirmed the expression profiles of these DEGs, supporting the accuracy of the histology-linked gene expression analysis at the single-cell level with DRaqL-SC3-seq (Fig S10A and C). 

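In the 7 bulk samples, whose follicle stages the labels do not give, the mean log2 (RPM+1) of the 35 genes had a median of 4.53 (2.67 to 6.05). That of the 97 genes had a median of 6.05 (5.56 to 6.23), which lay above the means of the pools of both positions.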

In bulk RNA-seq of whole granulosa from early antral follicles, these DEGs were expressed at intermediate levels, consistent with the idea that bulk granulosa is a mixture of these cell types. These results demonstrate that these DEGs can be identified only by identifying their histological affiliation to oocytes followed by a transcriptome analysis.

In addition, DRaqL-Protease-Smart-seq2 showed that the expression profiles of these DEGs in the single granulosa cells from the formalin-fixed sections were similar to those in the single granulosa cells from the alcohol-fixed sections, again demonstrating the robust performance of this method for the formalin-fixed sections (Fig 6E).

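In the 12 neighboring and 12 non-neighboring granulosa cells of the formalin-fixed sections, the difference in mean log2 (RPM+1), non-neighboring minus neighboring, had a median of -2.52 over the 35 genes and of 0.11 over the 97 genes. Without the 9 oocyte genes that the list of 35 holds, its median was -1.77. For the 97 genes, the median of random lists matched on expression was -0.19 (95% of lists between -0.42 and 0.05). The cells come from other libraries than those the lists were chosen on, and each position counts as 1 sample. From the expression of the listed genes, the paper concludes that the protease method performs robustly on formalin-fixed sections.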

### Expression patterns of DEGs in granulosa cells in previous single-cell RNA-seq datasets

We further investigated the expression patterns of the aforementioned DEGs, which consisted of the up-regulated genes in the neighboring and non-neighboring granulosa cells (Fig 6B), using previously published single-cell transcriptome data for mouse ovarian somatic cells (Li et al, 2021) and human COCs (Fan et al, 2021) (Fig S16). In these previous datasets, we were able to identify two groups of granulosa cells, each representing the top and bottom 25% based on the expression level difference between these DEG groups. Notably, the up-regulated genes in neighboring and non-neighboring cells were also differentially expressed between these top and bottom 25% cell groups with statistical significance (*P* < 0.001 with *Wilcoxon* test) (Fig S16A–D). These results demonstrate that DRaqL-SC3-seq for ovarian sections revealed previously unidentified co-expression patterns in granulosa cells.

**Figure S16.**
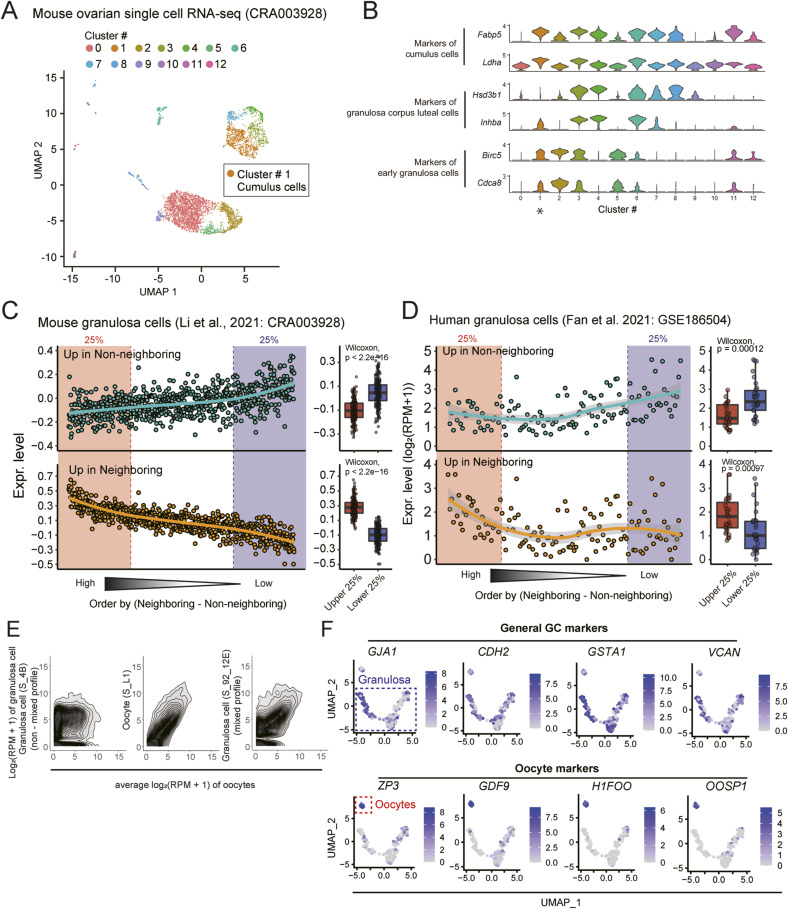
Previously published dataset of single-cell RNA-seq of oocytes and granulosa cells. **(A)** UMAP of single-cell RNA-seq data of mouse ovarian somatic cells (CRA003928) (Li et al, 2021). Twelve clusters were colored as indicated (see below). Among these clusters, cumulus cells (cluster 1) were used for subsequent analyses. **(B)** Violin plots showing the expression levels of marker genes of granulosa cells (top: cumulus cells; middle: granulosa corpus luteal cells; bottom: early granulosa cells). Based on the marker gene expression pattern, cluster 1 was identified as cumulus cells (725 cells) and indicated with an asterisk. **(B, C)** Plots of average expression levels of the up-regulated genes in neighboring and non-neighboring granulosa cells (identified in Fig 6) in single cumulus cells identified in (B). Cells were ordered according to the rank of the expression-level difference between these two gene sets. Boxplots of expression levels in the top and bottom 25% cells are shown on the right with *P*-values of the Wilcoxon rank test. The polynomial approximation line of each dataset is also shown. **(D)** Plots of average expression levels of the up-regulated genes in neighboring and non-neighboring granulosa cells in single cumulus cells in the GSE186504 dataset (freshly dissociated human granulosa cells) (Fan et al, 2021). **(C)** Data are represented as in (C). **(E)** Contour graphs comparing expression profiles between human granulosa cells or oocytes (vertical axis) and the average expression profile of oocytes (horizontal axis) (Fan et al, 2021). Representative granulosa cell with a non-mixed profile (right), an oocyte (middle), and granulosa cell with a profile mixed with those of oocytes (left) are shown. **(F)** UMAP of human oocytes and granulosa cells in single-cell RNA-seq dataset (Fan et al, 2021). Expression levels of granulosa cell markers (GJA1, CDH2, GST1, VCAN) and oocyte-specific genes (ZP3, GDF9, H1FOO, OOSP1) are color coded. Note that oocyte-specific genes are also expressed in granulosa cells.

In addition, in the dataset of human COCs (Fan et al, 2021), we observed that one of the granulosa cells displayed an expression profile highly similar to the oocyte transcriptome, suggesting the presence of a mixed profile. We also observed several oocyte-specific genes expressed in the human granulosa cells consistent with the previous report (Fan et al, 2021) (Fig S16E and F). These results further support our findings on the oocyte-specific genes expressed in granulosa cells described above.

### Protein expression patterns of DEGs in granulosa cells

To validate the findings of the DRaqL-SC3-seq regarding the differential gene expression in granulosa cells within ovarian sections, we employed an independent approach by examining the protein expression patterns of these DEGs through immunofluorescence. Specifically, we analyzed *Pbx1* and *Suz12*, which were found to be up-regulated in the non-neighboring granulosa cells as mentioned above. Consistent with the DRaqL-SC3-seq data, immunofluorescence analysis revealed significantly higher levels of PBX1 and SUZ12 protein signals in non-neighboring granulosa cells than in neighboring cells in antral follicles (*P* = 1.5 × 10^−4^ and 2.4 × 10^−3^, respectively, by *Wilcoxon* test) (Fig S17A–C). These data provide additional support for the histology-associated gene expression patterns identified through DRaqL-SC3-seq.

**Figure S17.**
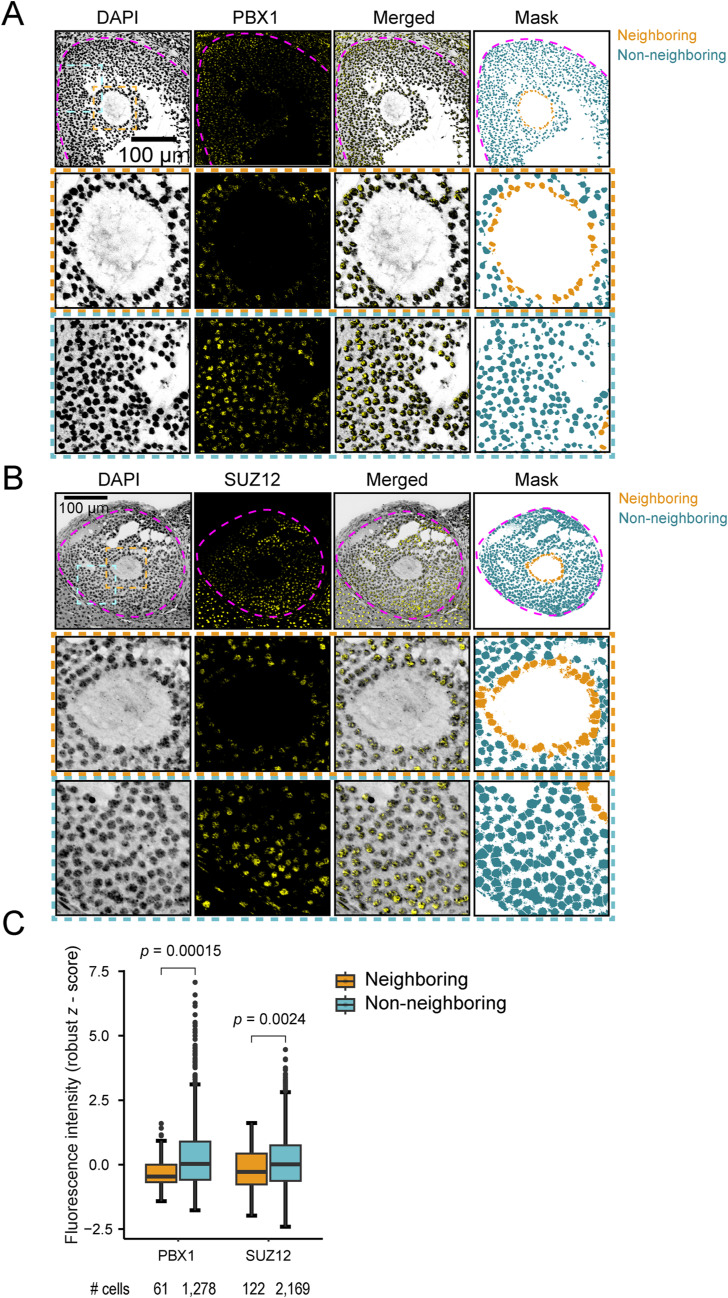
Immunofluorescence analysis of differentially expressed genes in granulosa cells. **(A)** Representative confocal microscopic images showing PBX1 protein expression. Nuclei were stained with DAPI, and the regions of nuclei defined by DAPI signals are highlighted in the right panels. Close-up view of regions neighboring and non-neighboring to oocytes are indicated with dashed lines. The regions for the quantitative measurement of fluorescence signals in the neighboring and non-neighboring granulosa cells are indicated in the right panels. **(B)** Representative confocal microscopic image showing SUZ12 protein expression. **(C)** Boxplots representing the robust Z scores of fluorescence intensity for PBX1 and SUZ12. The *P*-values obtained from the Wilcoxon test are also indicated. The number of cells analyzed is indicated below the graphs. Four follicles were investigated for both proteins.

Collectively, these results demonstrated that single-cell RNA-seq with DRaqL from ovarian sections allowed quantitative analyses of histology-based expression differences that cannot be revealed by transcriptomics alone, and splice isoform analyses.

## Discussion

In this study, we developed robust and quantitative cDNA amplification methods combined with cell lysis by DRaqL for single cells isolated from alcohol- and formalin-fixed sections using LCM. Single cells were isolated from tissue sections under careful microscopic inspection, although the possibility of contamination from adjacent cells within the same section could not be excluded. The results of quantitative evaluation revealed that DRaqL-SC3-seq from alcohol-fixed sections showed only small errors and biases occurring in relatively lowly expressed genes, and showed amplification efficiency similar to those of the DRaqL-adapted Smart-seq2-based methods, suggesting the versatility of DRaqL.

Combining DRaqL with protease treatment also enabled robust cDNA amplification and RNA-seq from sections fixed with formalin, the most popular fixative for tissue preservation (Titford & Horenstein, 2005; Paavilainen et al, 2010) (Fig 4). The strong fixative condition used in this study, 10% formalin for 24 h at room temperature, is preferred in histopathology (Titford & Horenstein, 2005). Both cDNA amplification efficiency and stability in our method were significantly improved compared with the previous approaches, suggesting that DRaqL would facilitate cell lysis by protease.

For efficient cell lysis compatible with subsequent enzymatic reactions, DRaqL takes advantage of the efficient incorporation of a small amount of denaturing detergent into micelles of non-denaturing detergents (Jonstromer & Strey, 1992; Sivars et al, 1994). This strategy has been used for the extraction of bacterial genomic DNA with SDS, followed by region-specific PCR after quenching with Tween20 (Goldenberger et al, 1995). This tactic has also been employed in the Hi-C technique, in which SDS is used to de-condense genomic DNAs followed by quenching with Triton X-100, in preparation for subsequent reactions such as restriction enzyme treatment (Lieberman-Aiden et al, 2009). As another example, a mix of SDS and nonionic detergents has been used for cellulase-mediated glycolysis (Eriksson et al, 2002). In this study, we applied the combination of a denaturing detergent and quenching to RNA-seq of alcohol- and formalin-fixed sections and rigorously evaluated the performance of the method, expanding the application range of this principle in quantitative biology.

By applying this method to alcohol-fixed sections of mouse ovaries, we successfully depicted histology-associated transcriptional differences of oocytes and granulosa cells (Figs 4, 5, and 6). The formation of discrete clusters of oocytes in primary follicles and secondary-to-early antral follicles may reflect transcriptomic changes during the primary-to-secondary follicle transition (Williams & Erickson, 2000; Zhang et al, 2018). The quantitative continuum of the size–transcriptome relationships of oocytes allowed us to realize the morphology-based prediction of the transcriptome (Fig 5), providing a significantly higher resolution of this relationship than in a previous study in which dissociated oocytes were classified by diameter into three clusters and the DEGs were identified (Gu et al, 2019). It is worth noting that the transcriptome data obtained in this study were associated with the intact morphology of snap-frozen ovarian tissues, without any artifacts caused by cell dissociation. The heterogeneity of the relationship between the transcriptome of oocytes and their size as revealed using our statistical model might help elucidate the mechanisms of dominant follicle selection and quality control of oocytes. Furthermore, for granulosa cells, we identified genes that were differentially expressed depending on their positions within the follicles, which suggests distinct epigenetic regulation and cell-cycle activities (Fig 6). Thus, transcriptome analysis with DRaqL revealed a histology-associated, quantitative difference of transcriptomic profiles at the single-cell level.

A previous study by Ernst and colleagues conducted an LCM-based transcriptomic analysis of human oocytes during the primordial-to-primary follicle transition (Ernst et al, 2017). The oocyte transcriptome was analyzed using RNA that was extracted and purified from 45–186 pooled oocytes, whereas our methods enable quantitative transcriptome analysis of LCM-isolated single oocytes and granulosa cells without the need for RNA purification. In a comparative analysis of gene expression profiles between human and mouse oocytes, more than half of the genes that were differentially expressed during human primordial-to-primary follicle transition had similar expression levels in both species (Fig S18A and B). However, genes related to the mTOR and GnRH signaling pathways exhibited differential expression levels between human and mouse oocytes. In addition, FOXO1, a key transcription factor down-regulated in human primary-follicle oocytes, was expressed at a higher level in mice (Fig S18B). These findings may indicate molecular differences in the growth of human and mouse oocytes.

**Figure S18.**
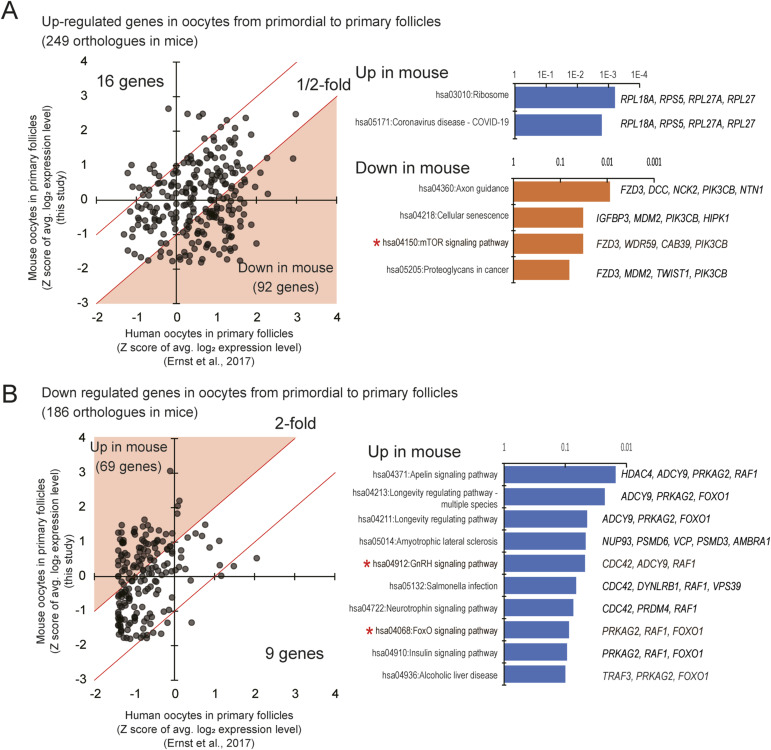
Comparison with human oocytes in the primary follicle stage. **(A)** Scatterplot for a human-mouse comparison of the up-regulated genes during the human primordial-to-primary follicle transition (left). Z scores of log_2_ expression levels (log_2_ RPM+1 for mouse data and log_2_ FPKM+1 for human data) were plotted. The red lines and shadows indicate a twofold difference. Bar graphs depict the *P*-values of overrepresented Gene Ontology terms in the up- and down-regulated genes in mice (right). **(B)** Scatterplot comparing the down-regulated genes during the transition from the primordial-to-primary follicle stage in human oocytes between mice and humans (left) and *P*-values of overrepresented Gene Ontology terms (right).

In previous studies, direct application of the Smart-seq2 cDNA amplification, with non-denaturing cell lysis, has been employed for alcohol-fixed sections (Nichterwitz et al, 2016; Brasko et al, 2018; Deng et al, 2019; Lee et al, 2022). The lysis efficiency, which may depend on various parameters such as fixation conditions, has been controversial, and a purification-based approach has been proposed (Chen et al, 2017). In this study, our DRaqL-adapted methods achieved an improved cDNA amplification over the previous methods using non-denaturing cell lysis or RNA purification (Nichterwitz et al, 2016; Chen et al, 2017; Foley et al, 2019; Perez et al, 2021) (Figs 4 and S11).

The cDNA amplification methods used in this study were conducted in individual tubes, and thus, their throughput would be comparable with those of previous studies using similar cDNA amplification approaches (e.g., the recent single-cell/low-input studies for primate gastrulae with Smart-seq2 [∼2,000 cells/samples] [Tyser et al, 2021; Bergmann et al, 2022]). In addition, the throughput could be further improved by using the multiplexed strategy employed in DRaqL-SMART-seq v4, DRaqL-Smart-seq2, and DRaqL-Protease-Smart-seq2.

On the other hand, the throughput might be limited by the one-by-one approaches for the LCM-based cell isolation, which are dependent on target tissues and the ease of identifying cells of interest. In this study, for the granulosa cells, the whole process of identifying target follicles and isolating cells of interest was manually conducted across many sections (typically, 1–2 target follicles per ovarian section met our investigation criteria). On the other hand, a high-throughput, automated versatile LCM-based cell isolation method has been developed (Brasko et al, 2018) (>1,000 cells per day), which might improve the throughput of analysis.

In spite of the relatively low throughput of its cell-isolation process, one of the advantages of LCM-based spatial transcriptomics over high-throughput methods for whole sections (see Liao et al [2021] for review) might be that it allows deeper transcriptomic analyses for any single cells of interest, including those of splice isoforms. A previous study aligned the cDNA sequences of ROIs to exons for investigation of the epi-transcriptome, but the quantitative performance for the expression levels of exon junctions remains elusive, with relatively low sensitivity of the method (a few thousand genes were detectable in slide-mounted culture cells in this previous report) (Lee et al, 2022). In this study, we performed quantitative exon–exon junction profiling of single cells with deep sequencing (Fig 3) and detection of oocyte-specific splice isoforms (Fig S14), after 3′-end analyses with lower sequencing depths, thereby establishing a flexible single-cell experimental design for in situ transcriptomics. In addition, with respect to this particular application, our methods would have a significant advantage over a previous two-way LCM-combined method compatible with alcohol- and formalin-fixed sections (Foley et al, 2019), which relies on RNA hydrolysis and a short PCR-elongation step, and thus restricts the analysis strictly to the 3′ ends of mRNA.

In conclusion, we have proposed an efficient, flexible analytical framework for single-cell transcriptomics from alcohol- and formalin-fixed tissue sections, which would serve as a complemental approach to the current high-throughput spatial and single-cell transcriptomics, as demonstrated by the discovery of histology-associated transcriptomic heterogeneity in the growing ovarian follicles.

## Materials and Methods

### Cell culture

mESCs were cultured in a medium containing 2iLIF (GSK inhibitor [CHIR99021; 3 μM], MEK inhibitor [PD0325901; 0.4 μM], and LIF [1 U/μl] [2iLIF]) as described previously (Hayashi et al, 2011).

### Sectioning of frozen cell blocks

To make frozen cell blocks, the mESCs were pelleted and washed with PBS. The mESCs were then suspended in 1 × PBS containing 10% PVA (Sigma-Aldrich), embedded in a cryomold, and snap-frozen in liquid nitrogen (N_2_). Subsequently, the frozen cell blocks were sectioned at a thickness of 15 μm, using a CM1860UV cryostat (Leica), and were mounted on MembraneSlide 1.0 PEN slides (Carl Zeiss). The sectioned cell blocks were dried overnight at room temperature and fixed with 80% ethanol. The fixed sections were then stained with 1% cresyl violet acetate (MP Biomedicals) dissolved in 80% ethanol, washed with 100% ethanol, and dried for more than 1 h. For the histological images, contrast and brightness were optimized linearly with Photoshop for the ease of visual inspection. These procedures are summarized in Fig 1A.

### Sectioning, fixation, and staining of mouse ovaries

Mouse ovaries were excised from 8-wk-old female mice and snap-frozen in liquid N_2_. Then, the frozen ovaries were sunk in 10% PVA in cryomolds and again frozen in liquid N_2_. The embedded ovaries were sectioned using a CM1860UV cryostat at a thickness of 15 μm, dried at room temperature for more than 1 h, fixed and stained with 1% cresyl violet acetate dissolved in 50% isopropanol, washed with 100% isopropanol, and dried for more than 1 h. Formalin fixation was performed with 10% formalin neutral buffer solution (Wako) at room temperature for 24 h, and the fixed sections were stained with 1% cresyl violet acetate in 50% isopropanol and dried for more than 1 h.

### Laser capture microdissection

The mESCs on the frozen sections were isolated using a laser microdissection system PALM MB4 (Zeiss) with a ×20 objective lens. The dissection laser setting, cutting speed, and laser pulse catapulting (LPC) were set as 46%, 50%, and 54%, respectively. The dissected cells were collected into the lysis buffer in the caps of single, flat-top 200-μl PCR tubes (Greiner Bio-One).

In mouse ovarian sections, we analyzed follicle morphology using PALM MB4 microscopy. Specifically, we selected normally growing primary follicles and secondary-to-early antral follicles in sections containing nuclei of oocytes for subsequent transcriptome analysis. To isolate oocytes and granulosa cells, we identified single granulosa cells and oocytes under microscopic inspection with a ×60 objective lens. To avoid collecting granulosa cells overlapped within a single section, we carefully inspected the morphology of the nuclei and drew lines to guide the cutting laser, encircling the single nuclei using the “Joint Cut” mode. Given that the thickness of the sections was 15 μm, which is similar to the size of a single granulosa cell, we consider it unlikely that two or more entire cells were isolated simultaneously with this procedure. The parameters used for isolating oocytes and granulosa cells were as follows: cutting energy at 44%, LPC energy at 30%, and speed at 40. The dissected cells were collected into the lysis buffer in the caps of single, flat-top 200-μl PCR tubes. These LCM procedures are summarized in Fig 1A and the results of LCM on ovarian sections are shown in Fig S6A and B.

### DRaqL-SC3-seq cDNA amplification

Cells in alcohol-fixed sections were isolated with LCM in 6.4 μl of cell lysis buffer (0.8 μl of GeneAmp 10xPCR Buffer II [Thermo Fisher Scientific], 0.48 μl of 25 mM MgCl_2_ [Thermo Fisher Scientific], 0.8 μl of 5% sodium deoxycholate [SDc] [Nacalai Tesque], 0.4 μl of 100 mM dithiothreitol [DTT] [Thermo Fisher Scientific], 0.64 μl of 40 U/μl RNaseOUT [Thermo Fisher Scientific], 0.08 μl of 40 U/μl porcine liver RNase inhibitor [Takara Bio], 0.16 μl of 2.5 mM dNTP [Takara Bio], 0.16 μl of 1:500,000 diluted ERCC RNA Spike-In Mix 1 [Thermo Fisher Scientific], 0.16 μl of 10 ng/μl V1[dT]_24_ primer [Hokkaido System Science], and 2.72 μl of deionized distilled water [DDW, Gibco]) in the flat caps of 0.2-ml PCR tubes (Greiner Bio-One), and spun down into the tubes by brief centrifugation. Cells were then lysed at 70°C for 6 min, followed by the addition of 2.8 μl quenching buffer (0.7 μl of Triton X-100 [Nacalai Tesque], 0.7 μl of 2% BSA [Takara Bio]) and incubation at 70°C for 90 s to quench the denaturing effect of SDc.

The cDNA synthesis and amplification were performed as described previously (Kurimoto et al, 2006) with minor modifications. In brief, the first-strand cDNA was synthesized by adding 0.5 μl of reverse transcriptase mix (0.2 μl of 200 U/μl SuperScript III [Thermo Fisher Scientific], 0.033 μl of 40 U/μl porcine liver RNase inhibitor, 0.067 μl of 1–10 mg/ml T4 gene 32 product [Roche], and 0.2 μl of DDW [Gibco]) to the cell lysate (9.2 μl) and incubating at 50°C for 5 min followed by heat inactivation at 70°C for 10 min. The excess primers were degraded by adding 1 μl of exonuclease I mixture (1×exonuclease I buffer and 0.5 U exonuclease I [Takara Bio]) and incubating at 37°C for 30 min followed by heat inactivation at 80°C for 25 min. Then, the first-strand cDNA product was poly dA-tailed by adding 3 μl TdT mixture (0.6 μl of 10× PCR Buffer II, 0.36 μl of 25 mM MgCl_2_, 0.18 μl of 100 mM dATP, 0.3 μl of 15 U/μl recombinant terminal deoxynucleotidyl transferase [Thermo Fisher Scientific], 0.3 μl of 2 U/μl RNaseH [Thermo Fisher Scientific], and 1.26 μl of DDW) and incubating at 37°C for 1 min followed by heat inactivation at 70°C for 10 min. The dA-tailed product (13.7 μl) was divided into four tubes, and second-strand cDNA was synthesized by adding 9.5 μl V3-PCR mixture (0.95 μl of 10× ExTaq Buffer [Takara Bio], 0.95 μl of 2.5 mM dNTP, 0.1875 μl of 1 μg/μl V3[dT]_24_ primer, 0.095 μl of ExTaq Hot Start version [ExTaqHS, Takara Bio], and 7.3175 μl of DDW) and applying thermal cycling program 1. Then, cDNA amplification was performed by adding 9.5 μl of V1-PCR mixture (0.95 μl of 10× ExTaq Buffer [Takara Bio], 0.95 μl of 2.5 mM dNTP, 0.1875 μl of 1 μg/μl V1[dT]_24_ primer, 0.095 μl of ExTaqHS, and 7.3175 μl of DDW) and applying thermal cycling program 2. For oocytes, we used a PCR program with 18 cycles. The amplified cDNA (∼89.7 μl) was purified with a 0.6× volume of AxyPrep MAG PCR clean-up reagent (Axygen) according to the manufacturer’s instructions. All oligonucleotides and thermal cycling programs used in this study are listed in Table S5. DRaqL and adapted cDNA amplification are schematically represented in Fig 1A and B.

Table S5. DNA primers and thermal cycling programs used in this study.

### DRaqL-SMART-Seq v4 cDNA amplification

A Smart-seq v4 3′ DE Kit (Takara Bio) was adapted to DRaqL as follows: cells in alcohol-fixed sections were isolated with LCM in 6.4 μl of cell lysis buffer (0.25 μl of 40 U/μl Takara RNase Inhibitor, 0.4 μl of 100 mM DTT, 0.16 μl of 1:500,000 diluted ERCC RNA Spike-In Mix 1, 0.4 μl of 5% SDc, and 5.19 μl of nuclease-free water) in the caps of PCR tubes, and spun down into the tubes by brief centrifugation. Cells were then lysed at 72°C for 3 min, followed by the addition of 2.8 μl quenching buffer (0.7 μl of Triton X-100, 0.7 μl of 2% BSA, and 1.4 μl of 5× SuperScript II buffer [Thermo Fisher Scientific]) to reduce the denaturing effect of SDc. Then, 2.8 μl of RT oligo (1 μl of 12 μM Oligo dT In-line Primer and 1.8 μl of nuclease-free water: kit components) was added, followed by incubation at 72°C for 90 s. Reverse transcription was performed by adding 7.5 μl of Master Mix (4 μl of 5× ultra-low first-strand buffer, 1 μl of 48 μM SMART-Seq V4 oligonucleotide, 0.5 μl of 40 U/μl RNase inhibitor, and 2 μl of SMARTScribe Reverse Transcriptase: kit component) supplemented with 0.25 μl of SuperScript II and 0.25 μl of SuperScript III, and by incubating at 42°C for 90 min and 70°C for 10 min. Then, cDNA amplification was performed by adding 30 μl of kit component PCR Mix (25 μl of 2× SeqAmp PCR Buffer, 1 μl of 12 μM Blocked PCR Primer II A, 1 μl of SeqAmp DNA polymerase, and 3 μl of nuclease-free water) and applying the thermal cycling program for SMART-seq v4. The amplified cDNA (50 μl) was purified with a 0.8× volume of AxyPrep MAG PCR clean-up reagent according to the manufacturer’s instructions.

### DRaqL-smart-seq2 cDNA amplification

Cells in alcohol-fixed sections were isolated with LCM in 6.4 μl of cell lysis buffer (0.6 μl of 5× SuperScript II buffer, 0.1 μl of 100 μM Oligo dT VN, 0.8 μl of dNTP mix [25 mM each], 0.25 μl of 40 U/μl recombinant RNase inhibitor [Takara Bio], 0.5 μl of 100 mM DTT, 0.06 μl of 1 M MgCl_2_ [Sigma-Aldrich], 2 μl of 5 M Betaine [Sigma-Aldrich], 0.16 μl of 1:500,000 diluted ERCC RNA Spike-In Mix 1, 0.4 μl of 5% SDc, and 1.53 μl of DDW) in the caps of PCR tubes, and spun down into the tubes by brief centrifugation. The isolated cells were lysed at 72°C for 6 min, followed by addition of 2.8 μl quenching buffer (0.7 μl of Triton X-100, 0.7 μl of 2% BSA, and 1.4 μl of 5× SuperScript II buffer [Thermo Fisher Scientific]). Then, 1.6 μl of a template-switching mixture (0.1 μl of 100 μM N-template-switching oligo, 0.25 μl of SuperScript II, 0.25 μl of SuperScript III, 0.2 μl of recombinant RNase inhibitor, and 0.8 μl of DDW) was added, followed by the cycling RT program for DRaqL-Smart-seq2. Then, cDNA amplification was performed by adding 15 μl of Seq amp PCR mixture (12.5 μl of 2x SeqAmp buffer [Takara Bio], 0.05 μl of 100 μM N-IS PCR primer, 0.5 μl of SeqAmp DNA polymerase [Takara Bio], and 1.95 μl of DDW) and applying the thermal cycling program for SeqAmp. For oocytes, we used a PCR program of 18 cycles. The amplified cDNA (25.8 μl) was purified with a 0.8× volume of AxyPrep MAG PCR clean-up reagent according to the manufacturer’s instructions.

### DRaqL-Protease-smart-seq2 cDNA amplification

Cells in formalin-fixed sections were isolated with LCM in 6.4 μl of cell lysis buffer (0.6 μl of 5× SuperScript II buffer, 0.1 μl of 100 μM Oligo dT VN, 0.8 μl of dNTP mix (25 mM each), 0.25 μl of 40 U/μl recombinant RNase inhibitor, 0.5 μl of 100 mM DTT, 0.06 μl of 1 M MgCl_2_, 2 μl of 5 M Betaine, 0.4 μl of 5% SDc, 0.32 μl of 900 mAU/ml QIAGEN Protease, and 1.37 μl of DDW) in the caps of PCR tubes, and spun down into the tubes by brief centrifugation. The isolated cells were lysed by protease digestion at 50°C for 10 min followed by heat inactivation at 80°C for 15 min. The denaturing effect of SDc was quenched by addition of 0.8 μl of 1:2,500,000 diluted ERCC RNA Spike-In Mix 1 and 2.8 μl of quenching buffer (0.7 μl of Triton X-100, 0.7 μl of 2% BSA, and 1.4 μl of 5× SuperScript II buffer [Thermo Fisher Scientific]), followed by incubation at 72°C for 90 s. Then, 0.8 μl of a template-switching mixture (0.1 μl of 100 μM N-template-switching oligo, 0.25 μl of SuperScript II, 0.25 μl of SuperScript III, and 0.2 μl of recombinant RNase inhibitor) was added, followed by the cycling RT program for DRaqL-Smart-seq2. Then, cDNA amplification was performed by adding 15 μl of the SeqAmp PCR mixture, and applying the thermal cycling program for SeqAmp. The amplified cDNA (25.8 μl) was purified with a 0.8× volume of AxyPrep MAG PCR clean-up reagent according to the manufacturer’s instructions.

### SC3-seq cDNA amplification with Triton X-100

To evaluate cell lysis efficiency with DRaqL, the cell lysis step of DRaqL-SC3-seq was replaced with cell lysis with Triton X-100 only (SC3-seq cDNA amplification [Triton X-100]) as follows. Cells were isolated with LCM in 6.4 μl of cell lysis buffer (0.8 μl of GeneAmp 10xPCR Buffer II, 0.48 μl of 25 mM MgCl_2_, 0.8 μl of 5% Triton X-100, 0.4 μl of 100 mM DTT, 0.64 μl of 40 U/μl RNaseOUT, 0.08 μl of 40 U/μl porcine liver RNase inhibitor, 0.16 μl of 2.5 mM dNTP, 0.16 μl 1:500,000 diluted ERCC RNA Spike-In Mix 1, 0.16 μl of 10 ng/μl V1[dT]_24_ primer, 2.72 μl of DDW) in the flat caps of PCR tubes, and spun down into the tubes by brief centrifugation. Cells were then lysed at 70°C for 6 min, followed by the addition of 2.8 μl quenching buffer (0.7 μl of Triton X-100, 0.7 μl of 2% BSA) and incubation at 70°C for 90 s to quench the denaturing effect of SDc. The following steps were performed as in DRaqL-SC3-seq.

### SC3-seq cDNA amplification with NP-40

As a positive control of the cDNA amplification of 10-pg total RNA purified from 2i-LIF mESCs, we performed the original protocol of the SC3-seq cDNA amplification with the same procedure as described in Kurimoto et al (2006), with minor modifications. Briefly, 0.5 μl of 25 pg/μl total RNA were added to 4 μl of cell lysis buffer (0.8 μl of GeneAmp 10xPCR Buffer II, 0.48 μl of 25 mM MgCl_2_, 0.8 μl of 5% NP-40, 0.4 μl of 100 mM DTT, 0.64 μl of 40 U/μl RNaseOUT, 0.08 μl of 40 U/μl Porcine Liver RNase Inhibitor, 0.16 μl of 2.5 mM dNTP, 0.16 μl 1:500,000 diluted ERCC RNA Spike-In Mix 1, 0.16 μl of 10 ng/μl V1[dT]_24_ primer, 2.72 μl of DDW). The mixture was incubated at 70°C for 6 min, followed by the addition of 2.8 μl DDW, and then was subjected to first-strand cDNA synthesis. The following steps were performed as in DRaqL-SC3-seq.

### SMART-Seq v4 3′DE Kit cDNA amplification

The cDNA amplification using SMART-Seq v4 3′DE Kit was performed according the manufacturer’s instruction (Takara Bio), except for the step of cell capture. 20 μl of 10× reaction buffer was prepared (19 μl of 10×Lysis Buffer, 1 μl of RNase Inhibitor), of which 1 μl was mixed with 10.5 μl DDW, resulting in 11.5 μl of cell lysis buffer. Then, 6.4 μl of cell lysis buffer was added the flat caps of PCR tube, and cells were isolated with LCM into the reaction buffer, followed by the brief centrifugation. Then, another 5.1 μl of cell lysis buffer was added to the tubes (11.5 μl in total). The following steps were performed exactly according to the manufacturer’s instruction. Briefly, 1 μl of 12 μM Oligo dT In-line Primer was added to the mixture and incubated at 72°C for 3 min. Then, reverse transcription was performed by adding 7.5 μl of Master Mix (4 μl of 5× ultra-low first-strand buffer, 1 μl of 48 μM SMART-Seq V4 Oligonucleotide, 0.5 μl of 40 U/μl RNase Inhibitor, 2 μl of SMARTScribe Reverse Transcriptase) and by incubating at 42°C for 90 min and 70°C for 10 min. Then, cDNA amplification was performed by adding 30 μl of kit component PCR Mix (25 μl of 2× SeqAmp PCR Buffer, 1 μl of 12 μM Blocked PCR Primer II A, 1 μl of SeqAmp DNA Polymerase, and 3 μl of nuclease-free water) and applying the thermal cycling program for SMART-seq v4.

### Smart-seq2 cDNA amplification

Smart-seq2 cDNA amplification was performed as described (Nichterwitz et al, 2016), except for the volume of cell lysis solution. Briefly, cells were isolated with LCM in 6.4 μl cell lysis solution (1 μl of 10 μM Oligo dT VN, 1 μl of dNTPs mix [10 mM each], 0.21 μl of 40 U/μl Recombinant RNase inhibitor, 0.17 μl of 5% Triton X-100, 0.16 μl of 1:500,000 diluted ERCC RNA Spike-In Mix 1, and 3.86 μl of DDW) in the caps of PCR tubes, and spun down into the tubes by brief centrifugation. The isolated cells were lysed at 72°C for 3 min, and were put on ice immediately after the cell lysis. Then, 5.45 μl of the reverse transcription mixture (2 μl of 5× SuperScript II buffer, 0.5 μl of 100 mM DTT, 2 μl of 5 M Betaine, 0.1 μl of 1 M MgCl_2_, 0.25 μl of 40 U/μl Recombinant RNase inhibitor, 0.1 μl of 100 μM template-switching oligo, and 0.5 μl of SuperScript II) was added to the tube, followed by cycling RT program for Smart-seq2. Then, cDNA amplification was performed by adding 15 μl of KAPA PCR mixture (12.5 μl of 2× KAPA HiFi HotStart ReadyMix, 0.2 μl of 10 μM IS PCR primer, 2.3 μl of DDW), and applying the thermal cycling program for HiFi.

### Protease-Smart-seq2 cDNA amplification

Cells in formalin-fixed sections were isolated with LCM in 6.4 μl of cell lysis buffer (0.6 μl of 5× SuperScript II buffer, 0.1 μl of 100 μM Oligo dT VN, 0.8 μl of dNTP mix [25 mM each], 0.25 μl of 40 U/μl recombinant RNase inhibitor, 0.5 μl of 100 mM DTT, 0.06 μl of 1 M MgCl_2_, 2 μl of 5 M Betaine, 0.4 μl of 5% Triton X-100, 0.32 μl of 900 mAU/ml QIAGEN Protease, and 1.37 μl of DDW) in the caps of PCR tubes, and spun down into the tubes by brief centrifugation. The isolated cells were lysed by protease digestion at 50°C for 10 min and then heat inactivated at 80°C for 15 min, followed by the addition of 0.8 μl of 1:2,500,000 diluted ERCC RNA Spike-In Mix 1 and incubation at 72°C for 90 s. Then, 3.6 μl of a template-switching mixture (1.4 μl of 5× SuperScript II buffer, 0.1 μl of 100 μM N-template-switching oligo, 0.25 μl of SuperScript II, 0.25 μl of SuperScript III, 0.2 μl of recombinant RNase inhibitor, and 1.4 μl DDW) was added, followed by the cycling RT program for DRaqL-Smart-seq2. Then, cDNA amplification was performed by adding 15 μl of the SeqAmp PCR mixture, and applying the thermal cycling program for SeqAmp. The amplified cDNA (25.8 μl) was purified with a 0.8× volume of AxyPrep MAG PCR clean-up reagent according to the manufacturer’s instructions.

### Pooled and bulk RNA-seq of granulosa cells using DRaqL-SC3-seq

For pooled cell analysis, about 10 granulosa cells were isolated with LCM from the regions neighboring oocytes and non-neighboring regions in early antral follicles in the alcohol-fixed, mouse-frozen ovarian sections (n = 7 each). Cell lysis and cDNA amplification were performed using the DRaqL-SC3-seq method with a reduced number of PCR cycles (18 cycles).

For bulk RNA-seq of granulosa, the whole granulosa of individual sectioned follicles were isolated using LCM without considering the histological affiliation of individual cells. Early antral follicles were identified in the sections that contained oocytes (n = 4), for which oocytes were first removed by LCM and then whole granulosa were collected. The developmental stages of follicles that did not contain oocytes within the investigated sections were not identified. Cell lysis and cDNA amplification were performed using the DRaqL-SC3-seq method with a reduced number of PCR cycles (18 cycles).

### Quantification of amplified cDNA

The amount of the amplified cDNAs was measured with Qubit 4 Fluorometer using 1X dsDNA High-Sensitivity Kit (Thermo Fisher Scientific) according to the manufacturer’s instruction. Briefly, 1 μl cDNAs and 10 μl standard solutions were added to 199 μl and 190 μl of 1X working solution, respectively, in a 0.5 ml thin-wall, clear PCR tube (Axygen). The mixtures were vortex and incubated for 2 min at room temperature.

### Gene expression analysis with real-time PCR

Real-time PCR was performed using a CFX384 real-time PCR system (Bio-Rad) with Power SYBR Green PCR Master Mix (Thermo Fisher Scientific), according to the manufacturer’s instructions. The primers used for real-time PCR were as previously described (Nakamura et al, 2015) and are listed in Table S5.

### Quality control of amplified cDNAs

The success rate of the cDNA amplification from single cells isolated with LCM was evaluated as follows. The expression level of a housekeeping gene, *Arbp*, was quantified with real-time PCR. Then, the cDNAs for which the Smirnov–Grubbs test for outliers yielded a *P*-value < 0.01 were considered to have been unsuccessfully amplified and were removed from the subsequent analyses (Fig S1). The size of the amplified cDNA was analyzed using Bioanalyzer with High-Sensitivity DNA kit (Agilent Technologies).

### Library preparation for 3′-sequencing with DRaqL-SC3-seq

Preparation of the libraries for SC3-seq was performed as previously described (Nakamura et al, 2015, 2017) with minor modifications. Before the library preparation, ∼5 ng of amplified single-cell cDNAs were pre-amplified with thermal cycling program 3 in 15 μl V1-NV3 pre-amplification mixture (containing 1.5 μl of 10× ExTaq Buffer, 1.2 μl of 2.5 mM dNTP, 0.15 μl of 1 μg/μl N-V3[dT]_24_, 0.15 μl of 1 μg/μl V1[dT]_24_, and 0.075 μl of ExTaqHS). The pre-amplified cDNAs were subjected to a primer–dimer removal by 6–9 cycles of DNA purification with a 0.6× volume of AxyPrep reagent, and elution in 20 μl DDW. The size-selected cDNAs were then fragmented with Picoruptor (Diagenode) with 10 cycles of a 30-s sonication and a 30-s interval at 4°C, followed by end-polishing in 25 μl End polish mix (20 μl of the sonicated DNA, 2.5 μl of 10× NEB Next End Repair Reaction Buffer [NEB], 0.085 μl of T4 polynucleotide kinase [NEB], 0.085 μl of T4 DNA polymerase [NEB], and 2.33 μl of DDW), and incubating at 20°C for 30 min. The fragmented, end-polished cDNAs were then subjected to size selection, with 0.7× volume AxyPrep reagent for cutting off the larger molecular size, and the supernatant was recovered by supplementing with an additional 0.2× volume of AxyPrep reagent (0.9× volume total) and eluted in an 8 μl DDW. Next, internal adapter extension was performed in a 10-μl internal-adapter mixture (1 μl of 10× ExTaq Buffer, 0.94 μl of 2.5 mM dNTP, 0.67 μl of 10 μM tRd2SPV1[dT]_20_, 0.067 μl of ExTaqHS, and 7.3 μl of the eluted DNA) with thermal cycling program 4. Then, the T-adapter ligation was performed by adding 6.63 μl of a ligation mixture (3.3 μl of 5× NEB Next Quick Ligation Reaction Buffer [NEB], 0.2 μl of 10 μM tRd1SP adapter [double-stranded DNA formed by annealing tRd1SPTs and tRd1SPTas oligos], 0.33 μl of 2,000 U/μl T4 DNA ligase [NEB], and 2.8 μl of DDW), and incubating at 20°C for 15 min and 72°C for 20 min, and the ligation product was purified with a 0.8× volume of AxyPrep reagent. Finally, an additional PCR was performed in a 20-μl S5-N7 PCR mixture (2 μl of 10×ExTaq Buffer, 1.6 μl of 2.5 mM dNTP, 2 μl of 10 μM S5-index primer, 2 μl of 10 μM N7-index primer, 0.1 μl of ExTaqHS, 2.3 μl of DDW, and 10 μl of the eluted DNA) with thermal cycling program 5, followed by DNA purification with a 0.9× volume of AxyPrep reagent. Then, libraries with different index sequences were mixed and subjected to sequencing from the Read1 primer (75-bp) using a NextSeq 500/550 High-Output Kit v2.5 (75 cycles) (Illumina).

### Library preparation for Y-shaped adapter sequencing for cDNAs prepared with the DRaqL-SC3-seq cDNA amplification method

Single-cell cDNAs were pre-amplified in a 15 μl V1–V3 pre-amplification mixture (1.5 μl of 10×ExTaq Buffer, 1.2 μl of 2.5 mM dNTP, 0.15 μl of 1 μg/μl V1[dT]_24_, 0.15 μl of 1 μg/μl V3[dT]_24_, 0.075 μl of ExTaqHS, 7 μl of DDW, and 5 μl of the cDNA) with thermal cycling program 3. Pre-amplified cDNAs were then subjected to the primer–dimer removal, sonication, end-polishing, and size selection as in the 3′-sequencing with DRaqL-SC3-seq described above. Then, purified cDNA was dA-tailed in a 10-μl dA tailing mixture (1 μl of 10× ExTaq Buffer, 0.94 μl of 2.5 mM dNTP, 0.066 μl of ExTaqHS, 8 μl of the purified DNA) with incubation at 72°C for 10 min. The dA-tailed product (10 μl) was subjected to the Y-shaped adapter ligation by adding a 6.6-μl Y-adapter mixture (3.3 μl of 5×NEB Next Quick Ligation Reaction Buffer, 0.2 μl of 10 μM Y-shaped S5-index adapter [Y-shaped DNA formed by annealing rP7-Ycore and P5-S5-index oligos, 0.33 μl of 2,000 U/μl T4 DNA Ligase, and 2.8 μl of DDW) and incubating at 20°C for 15 min and at 72°C for 20 min. The ligation product was purified with a 0.9× volume of AxyPrep reagent, and subjected to additional PCR amplification in 20 μl of the S5-N7 PCR mixture with the thermal cycling program 5, followed by DNA purification with a 0.9× volume of AxyPrep reagent. The libraries were mixed and subjected to sequencing from the Read1 and Read2 primers (75-bp each) using a NextSeq 500/550 High-Output Kit, ver. 2.5 (150 Cycles) (Illumina). We applied 10 samples of single-cell cDNAs from each cell type to the Y-shaped adapter sequencing, and used samples of the top 5 uniquely mapped reads (1.8–4 M reads) for subsequent analyses, to remove samples with small numbers of mapped reads (<1.5 M reads).

### Library preparation for DRaqL-SMART-Seq v4, DRaqL-smart-seq2 and DRaqL-Protease-Smart-seq2

Libraries of the cDNAs amplified with the Smart-seq2-based methods (DRaqL-Smart-seq v4, DRaqL-Smart-seq2 and DRaqL-Protease-Smart-seq2) were prepared using the library construction module of the SMART-Seq v4 3′ DE Kit, according to the manufacturer’s instructions. Briefly, 10–12 purified cDNA samples were pooled and purified with a 0.8× volume of AxyPrep reagent. 300–400 pg cDNAs were tagmented using the Amplicon Tagment Mix of the Illumina Nextera XT DNA Sample Preparation Kit (Illumina). 3′-ends of the tagmented cDNAs were amplified with Nextera PCR Master Mix and dual index primers (Reverse PCR primer HT Index and Tn Forward PCR Primer HT Index in the SMART-Seq v4 3′ DE Kit) designed for TnRP1 and TnRP2 sequences. All libraries were mixed and sequenced using the NextSeq 500/550 High-Output Kit v2.5 (75 Cycles) with paired-end mode using Read2 (8 bps) for the in-line index and with dual-index mode (8 bps).

### Single-cell RNA-seq of mouse ovarian oocytes and granulosa cells with DRaqL-SC3seq

Single oocytes (72 cells) in the primary-to-early antral follicles and the single granulosa cells associated with these oocytes in secondary-to-early antral follicles (140 cells) were histologically identified in the frozen ovarian sections stained with cresyl violet, and isolated with LCM. cDNAs were amplified with DRaqL from the isolated single cells, and 45 oocytes and 94 granulosa cells were passed through the Smirnov–Grubbs test for outliers (*P* > 0.01). We removed an oocyte and granulosa cells with low mapping rates (<3% and <13%, respectively), and subjected 44 oocytes and 61 granulosa cells (105 samples in total) to the 3′-sequencing (Nakamura et al, 2015), resulting in ∼2.2 M and ∼3.2 M uniquely mapped reads per single oocyte and granulosa cell, respectively (Fig S5). One cell showed a small number of detectable protein-coding genes (3,138) and low correlation coefficients of gene expression levels with all other cells in this study (<0.3), and was removed from subsequent analyses. In addition, after the sequence data processing described below, granulosa cells that showed mixed expression profiles with oocytes (3/60: 5%) were excluded from subsequent analyses. Details of evaluation of the mixed profiles are described below. Therefore, a total of 44 oocytes and 57 granulosa cells were finally used for the 3′-sequencing analyses. To examine whether known splice isoforms in oogenesis were detected, we subjected the cDNAs of 10 oocytes to the Y-shaped adapter sequencing and applied the top 5 samples with respect to the number of mapped reads to the subsequent analyses according to the above-described criteria.

### Data processing and transcriptome analysis for 3′-sequencing

Data processing for 3′ sequencing was performed according to the previously reported method with minor modifications. FASTQ files were generated using the bcl2fastq tool (v. 2.20.0.422) and were trimmed to remove polyA/T sequences, adapter sequences, and poor-quality reads, using fastp (v. 0.20.0) (Chen et al, 2018) and cutadapt (ver. 1.16) (Martin, 2011). Then, reads were aligned to the GRCm38 mouse genome assembly using the HiSAT2 tool (v. 2.1.0) (Kim et al, 2015). Best-matched reads on annotated genes were counted using HTSeq 0.10.0 (Anders et al, 2015; Putri et al, 2021 *Preprint*). Gene annotation was performed as described previously (Nakamura et al, 2015), and reads mapped within 10 kb from the 3′-ends of genes annotated in the Ensembl database were included in the transcript counts of the genes.

For transcriptome analyses, read counts RPM matched to each gene were converted to log_2_ values (log_2_ [RPM+1]). Protein-coding genes with at least one mapped read were considered to be detectable genes. The detection rate of a gene in a group of cells was defined as the frequency of samples wherein the gene was detected. The two proportion *z*-test (two-sided) was performed to analyze the statistical significance of the difference of detection rates. The *t* test (two sided) for differences in average expression levels was performed using log_2_ (RPM+1) values. False discovery rates of multiple testing were calculated using the Benjamini–Hochberg method (Benjamini and Hochberg, 1995). DEGs in granulosa cells were identified by the following criteria: difference of averaged log_2_ (RPM+1) >1.8 (i.e., >3.5-fold), which was employed according to the previous study using the same cDNA amplification method (Kurimoto et al, 2008); log_2_ (RPM+1) >4 in at least one sample; *P*-value by *t* test < 0.05 and FDR <0.05. Enrichment of gene ontology terms in DEGs was calculated using the DAVID tool (Huang da et al, 2009a; Huang da et al, 2009b). PCA was performed for genes showing log_2_ (RPM+1) >4 in at least one sample, using the prcmp tool in the R program suite (R Core Team, 2020) with default settings, respectively. 97% confidence interval ellipses were calculated using the stat_ellipse tool in the R program suite.

### Data processing and exon profiling for Y-shaped adapter sequencing

Sequence trimming and genomic mapping were performed as described above. Reads mapped to exons and exon–exon junctions were counted for their expression profiling by featureCounts (v2.0.1) (Liao et al, 2014) with -J -M -t exon -g gene_id options. Taking account of the size variations among exons, we quantified the expression levels of exons and exon–exon junctions using TMM values, rather than RPM. The read counts were normalized using EdgeR (3.36.0) (Robinson et al, 2010), and transformed to TMM for expression level analyses. For expression profiling of exon–exon junctions, only genes with detectable expression levels in the 3′-sequencing were used, and exons and their junctions showing >2 TMM values were defined as detectable. To analyze expression levels, TMMs were transformed to log_2_ values (log_2_ [TMM+1]). To define the number of exons for each gene, we calculated the detection rates of exons for every transcript from each protein-coding gene registered in the Ensembl database, among all samples, and selected the transcript that showed the largest detection rate. The sequencing statistics for mESCs and cells of mouse ovaries (oocytes and granulosa cells) analyzed in this study are shown in Tables S6 and S7, respectively.

Table S6. Sequence statistics of mESCs.

Table S7. Sequence statistics of oocytes and granulosa cells.

### Data processing for DRaqL-Smart-Seq v4, DRaqL-Smart-seq2 and DRaqL-Protease-Smart-seq2

The binary base call sequence files were converted to fastq files by the bcl2fastq tool with --minimum-trimmed-read-length 0 --mask-short-adapter-reads 0 --no-lane-splitting options. The fastq files were demultiplexed by using a SMART-Seq DE3 Demultiplexer. Quality control, read mapping, and read counting were performed for Read1 sequences by the same method as the data processing of the DRaqL-SC3-seq datasets.

### Statistical model of the oocyte transcriptome based on diameter

To reconstruct the transcriptome of oocytes, we employed simple linear regression analyses. PC1 and PC2 of oocytes served as objective variables, whereas their corresponding diameter was taken as an explanatory variable. We calculated PC1 and PC2 for each diameter bin, ranging from 10 μm to 100 μm at 10-μm intervals. The gene expression level of each gene was then reconstructed by adding the products of the calculated PC values and factor loadings to the mean log_2_-expression level. This process allowed us to create the reconstructed transcriptome for oocyte corresponding to each diameter bin. Subsequently, we calculated the Spearman’s rank correlation coefficient (*rs*) between the reconstructed transcriptomes and the transcriptome of each individual oocyte. The transcriptome with the highest *rs* value was considered the best-matched reconstructed transcriptome for that specific oocyte. We annotated oocytes with diameters significantly different from those of their best-matched models (>20 μm difference). To assess the similarity between the reconstructed transcriptomes and transcriptomes of real oocytes, we selected the top 500 genes with the largest positive and negative contributions to PC2, and performed hierarchical clustering using the Ward.D2 method in the R program suite.

### Estimation of RNA copy number

The mRNA copy number was estimated for each gene using the spike-in RNAs (ERCC). The read number of each gene was fitted to the linear regression model of log_2_-transformed read numbers and known copy numbers of ERCC RNAs, using the lm tool of the R program suite. The read numbers of the ERCC RNAs were obtained from the mapped sequence data using the idxstats function in samtools. ERCC RNAs that showed >0 reads were used for the calculation of linear regression models.

### Single-cell transcriptome analysis of freshly dissociated oocytes and granulosa cells, and those isolated from frozen sections through LCM, from ovaries in the same mouse

The estrous cycle of an 8-wk-old mouse was determined using vaginal smear analysis. The mouse was euthanized during proestrus, and its ovaries were isolated in L15 medium (L5520; Sigma-Aldrich). One ovary was immediately frozen in liquid N_2_ for subsequent LCM-based single-cell transcriptome analysis using DRaqL-Smart-seq2.

From the other ovary, COCs were isolated from fully grown follicles using tweezers and a needle into L15 medium containing 240 μM Dibutyryl-cAMP (#D0627; Sigma-Aldrich), an analog of cAMP. This COC isolation was conducted as previously reported (Takashima et al, 2021), with a minor modification in that natural estrus cycle was investigated without superovulation. The oocytes and their attached granulosa cells, and other granulosa cells within COCs, were dissociated by pipetting and then isolated using a glass capillary under visual inspection with a stereomicroscope. Each cell was washed twice in 200 μl of a 0.1% PVA solution in PBS. These freshly dissociated oocytes and granulosa cells were collected into cell lysis buffer, and cDNAs were amplified using Smart-seq2.

RNA sequencing and data processing were performed using the same method as described above, with slight modifications in the quality control process: granulosa cells with less than 100,000 reads and <3,000 detectable protein-coding genes, and oocytes with less than 100,000 reads and <10,000 detectable protein-coding genes, were excluded from further analysis. Consequently, a total of 14 out of 16 freshly dissociated oocytes, 8 out of 8 LCM-isolated oocytes from frozen sections, 35 out of 80 freshly dissociated granulosa cells, and 70 out of 80 LCM-isolated granulosa cells from frozen sections were included in the subsequent analysis.

### Evaluation of mixed expression profiles of oocytes and granulosa cells

To assess the influence of oocyte transcriptome on adjacent granulosa cells in frozen sections analyzed using DRaqL-SC3-seq, we compared transcriptome of granulosa cells with the average expression profile of oocytes using scatterplots of log_2_ gene expression levels with contour profiles. We observed a subset of granulosa cells (5%, 3/60) displaying bimodal patterns in the contour plots, indicating the presence of mixed expression profiles of granulosa cells and oocytes (see Fig S7A and B).

To further investigate the existence of mixed expression profiles, we utilized the single-cell RNA-seq data of freshly dissociated oocytes and granulosa cells described above, ensuring the analysis of genuine single cells without contamination. Consistent with the findings from the frozen sections, the contour plots of log_2_ expression levels between granulosa cells and oocytes also exhibited bimodal patterns (Fig S8). Notably, granulosa cells directly attached to oocytes showed higher frequency of these mixed profiles (42% [6/14]) compared with other granulosa cells (5% [1/21]). Thus, we consider that these profiles are authentic expression profiles rather than a result of contamination. However, to ensure a focused investigation of the pure transcriptome of granulosa cells, we excluded the cells exhibiting mixed profiles from subsequent analyses using DRaqL-SC3-seq, resulting in the detailed exploration of the remaining 57 granulosa cells (Figs 4, 5, and 6).

### Analysis of published datasets for oocytes and granulosa cells

A previously published single-cell RNA-seq dataset for mouse ovarian somatic cells (CRA003928) (Li et al, 2021) was downloaded and re-analyzed using the Scanpy tool (Wolf et al, 2018) in the Seurat v4.1.1 program suite (Hao et al, 2021) with the previously reported settings (Li et al, 2021). The features were filtered as follows: 200 < nFeature < 5,000, 1 < percent.mt < 5 and nCount_RNA > 1,000. The filtered feature counts were normalized by the total number of tags, and the counts per 10,000 reads were calculated using the NormalizedData function with LogNormalize method. Highly variable genes for subsequent analyses (6,883 genes) were identified by the FindVariableFeatures tool with the dispersion method and variable nfeatures. UMAP was calculated using the RunUMAP tool with dims = 1:50, and identified 12 clusters, which were then annotated using the marker genes as reported previously (Li et al, 2021). Cluster 1 was identified as cumulus cells based on the expression of *Fabp5* and *Ldha*, and low/no detectable expression of corpus luteal marker (*Hsd3b1*, *Inhba*) and early granulosa markers in pre-antral follicles (*Birc5*, *Cdc8*). Among all genes annotated, the DEGs between the neighboring and non-neighboring granulosa cells identified in the DRaqL-SC3-seq analysis (Fig S16) were extracted for further analysis. The average expression levels of the genes up-regulated in the neighboring and non-neighboring cells were calculated, and cells were ordered according to the rank of the difference between these expression levels. The expression level differences between the top and bottom 25% of cells were examined with the Wilcoxon rank test.

For the analysis of single-cell RNA-seq of human oocytes and granulosa cells (GSE186504) (Fan et al, 2021), expression data were downloaded, and 130 granulosa cells were identified based on the information in SRA Run Selector and their gene expression profiles. The average expression levels (RPM values) of the above DEGs were calculated and ordered according to the rank of the expression level difference followed by the Wilcoxon rank test as described above.

For the comparison with transcriptome data during mouse oogenesis from nongrowing to germinal vesicle (GV) oocytes (Gahurova et al, 2017), we downloaded RNA-seq read count data from GSE86297 and calculated log_2_ (sample read counts per million reads + 1) values. To identify DEGs among nongrowing and growing oocytes, we performed analysis of valiance and identified 1,372 genes that exhibited *P* < 0.05, a minimum log_2_ expression level >4 in at least one sample, and a minimum log_2_ expression level difference > 1 in at least one pair of samples. Among these genes, we identified 1,286 whose gene symbols were found in the gene table used in our study (GRCm39). For these genes, we calculated correlation coefficients with our transcriptome data of single oocytes.

For evaluation of the activation phase of granulosa cells, we investigated genes identified by Morris et al (2022) (Supplementary File 2: top 10 markers expressed in each ovary cluster) (Morris et al, 2022). We analyzed log_2_ RPM+1 values in the single granulosa cells and oocytes in our dataset for “Granulosa,” “Preantral-Cumulus,” “Antral-Mural,” “Atretic,” “Mitotic,” “Luteinizing mural,” “Active CL,” “Mitotic-Antral,” and “Regressing CL” (CL, corpus luteum).

For the comparison with transcriptome data of human oocytes published by Ernst et al (2017), we downloaded data of DEGs between oocytes in primordial and primary follicles (Table S1 in Ernst et al [2017]: DEGs). Human Ensembl gene IDs were converted to mouse gene ID using g:Profiler (Raudvere et al, 2019). 249 and 186 genes were identified as up- and down-regulated in human primary-follicle oocytes, respectively, sharing orthologues with mice. Z scores were calculated using the primary oocyte mean (FPKM) values of these genes. We also calculated Z scores for average log_2_ RPM+1 values in the primary-follicle oocytes in our dataset for mouse orthologues. These Z scores were compared between human and mouse, and genes that exhibited more than twofold differences were identified as differentially expressed. Gene ontology analysis was performed for DEGs between humans and mice using the DAVID tool.

### Immunofluorescence

Snap-frozen mouse ovary embedded in optimal cutting temperature compound (Tissue-Tek) were sectioned with a 6-μm thickness and mounted on MAS-GP typeA glass slides (MATSUNAMI). Ovarian sections were fixed with 50% iso-propanol for 30 s at RT followed by permeabilization in 1×PBS containing 1% Triton X-100 (12967-32; nacalai tesque) for 10 min and three times of 5-min washing in 1×PBS. Then, the ovarian sections were incubated with 5% BSA (Sigma-Aldrich) and 10% in 1×PBS donkey serum (Sigma-Aldrich) for 60 min at RT for blocking. Then, sections were incubated with primary antibodies in 1×PBS containing 1% BSA in a dark humidity chamber for 1 h at RT, followed by three 5-min washes in 1×PBS. The following primary antibodies were used at a dilution rate of 1:00 in this study: rabbit anti-PBX1 antibody (18204–1-AP; Proteintech): rabbit anti-SUZ12 antibody (3737T; Cell Signaling Technology). Then, the sections were incubated with secondary antibody (donkey anti-rabbit Alexa Fluor 594 #A21207; Life Technologies) at a dilution rate of 1:300 in 1× PBS containing 1% BSA for 1 h at RT, followed by three 5-min washes in 1×PBS, and were mounted in VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (VECTOR LABORATORIES) with a cover glass (MATSUNAMI).

These ovarian sections were analyzed with confocal laser microscopy using Olympus FV3000 with a ×20 objective lens. For quantitative analysis of fluorescent signals, regions of nuclei were identified with DAPI signals using ImageJ ROI manager, and signal densities of the target proteins in nuclei were quantified using the defined ROIs. Four follicles were analyzed for the measurement of fluorescence signal intensities for both proteins. Robust z-score of the signal intensities were calculated and *Wilcoxon* test were performed by the *R* program suit.

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE192551.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

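RNA was measured in single mESCs, oocytes and granulosa cells of mice, in pools of 10 granulosa cells and in bulk granulosa cells, as 577 labelled samples, and every sample column of the tables of genes, exons and junctions was matched to 1 sample label. For the 3′ libraries, the deposited values are read counts per gene that the authors made with fastp 0.20.0 and cutadapt 1.16 for trimming, HISAT2 2.1.0 for alignment to GRCm38 and HTSeq 0.10.0 for counting reads within 10 kb of annotated 3′ ends. For the libraries with Y-shaped adapters, the deposited counts are reads per exon and per exon–exon junction, which the authors made with featureCounts 2.0.1. All tables hold whole numbers without normalization. The tables of mESCs and of single cells by DRaqL-SC3-seq hold 22060 protein-coding genes. The tables of pools, formalin-fixed sections, Smart-seq2 and SMART-Seq v4 hold 45905 genes, of which protein-coding genes were used, and the other genes took a median of 29.4%, 24.5%, 33.7% and 29.7% of the reads.

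Counts were divided by each library's total over protein-coding genes, expressed as RPM and transformed as log2 (RPM+1), and a gene was called detectable above 0 reads. PCA was run without scaling on genes above 4 on this scale in at least 1 cell, with ellipses at 97%. Exon and junction counts were scaled by TMM in edgeR with a threshold of 2. The PCA of oocytes in the main results is the joint one with 57 granulosa cells, as in the paper's Fig 5, although the list of alternatives written before the data were examined names the PCA of oocytes alone as the main choice and the joint one as the alternative. Computations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Random steps used the seed 20230918.

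Library totals ranged from 12748 reads in freshly dissociated granulosa cells to 17506401 in serial sections of oocytes, and the totals of each group stand with its first result. Summed counts carry exact Poisson 95% intervals and shares of cells carry Clopper-Pearson intervals. A ratio against a group without reads would be taken against a floor of 3 counts. The intervals and the floor cover counting error alone, since reads carried no molecular identifiers and came from amplified cDNA. No variation between mice is covered.

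Each single-cell library is 1 cell and the labels name no mouse, so that a group of cells counted as 1 sample. The paper states that the methods of Fig 4 were run on sections of the same ovary. Differences between groups of cells are therefore given as values with the spread over cells, and no p-value or number of changed genes was taken from them. The 7 neighboring and 7 non-neighboring pools were the groups with replicates that were compared by tests. Genes were tested with edgeR's quasi-likelihood F-test after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05. List means were compared by two-sided exact permutation tests over the 3432 splits of the 14 pools, and gene sets by limma's camera at a correlation of 0.01. The animals behind the pools are not named, so the tests cover pools.

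The lists of 97 and 35 genes were read from Table S4, and diameters from the paper's source data for Fig 5. A list's median difference was ranked among 10000 random lists of the same size, drawn from 20 bins of mean expression. Mixed cells were called at 10% of the median oocyte's RPM over 14 oocyte genes. Oocytes were reconstructed from diameter by regressing PC1 and PC2 on it, from 10 to 100 μm in steps of 10, and matched by Spearman's rho with a discrepancy above 20 μm. Lists of marker genes, written before the data were examined, held 14 genes of oocytes, 10 of granulosa cells, 6 of theca and interstitial cells, 5 of pluripotent stem cells, 3 of blood and 2 of endothelium.

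Genes are named by a rule set at the same time. It takes every gene the paper names for an experiment and the 5 genes of each list in Table S4 with the largest absolute log2 fold change there. For a comparison of a pair of groups it takes the 5 genes with the largest difference in each direction with a mean log2 (RPM+1) of at least 4 in at least 1 group, and in the pools the 5 genes in each direction with the smallest adjusted p. Not all genes that the rule takes are printed, and some are not reported here. Exceptions are genes of the marker lists and Suz12, which was singled out after its values were seen.

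The alternatives tried were other pseudocounts, read minimums, TMM or upper-quartile scaling, ratios of summed counts, thinning of libraries to 1 depth, DESeq2, no filter on low counts, the pool number as a block, leaving out each pool number, fry and an estimated correlation, other PCA settings, other thresholds for mixed cells, lists without oocyte genes, library pools with and without an oocyte, and each run of cell numbers. The pool test, the ranking of lists and the correlation with diameter were tested on simulated data. In the pool test, 9 of 100 genes changed by 2 on the log2 scale were called, 86 of 100 changed by 6, and 0 genes when none was changed. A simulated list with a median difference of 1.81 ranked at percentile 100 of its random lists, and 1 without a change, at -0.07, at percentile 12.3. Of 200 genes simulated to follow diameter, 200 passed the threshold.

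Reads, images and qPCR were not analysed here, nor were copy numbers from spiked-in RNAs, isoforms, gene ontology terms and the marker genes of Fig S15. The bulk samples carry no follicle stage in the labels and were kept as 1 group without one.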

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

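The tests of theca and interstitial genes below were chosen only after the result was seen. The highest and lowest values of 1 measure in 1 group of 4 to 10 values (total counts, numbers of detectable genes, list scores or correlations between sections) were compared with the nearest of the others in 41 tests. A value far from the rest was found in 4 tests, of which 2 concern the non-neighboring pools, where chance alone gives about 1 in 20.

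Among 6 oocytes of primary follicles amplified by DRaqL and SMART-Seq v4, 1 library held 3278505 reads on protein-coding genes, against 902898 in the next and a median of 744051. Results from these oocytes were scaled to each library's total. What made this library larger was not tested, and no biological explanation was tested.

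Among 7 oocytes of secondary-to-early antral follicles in formalin-fixed sections, 1 had 8201 detectable genes, against 12329 in the next and a median of 13245. The same library held the fewest reads of the 7, 188906, against a median of 585286. Its depth and the state of its RNA remain open, and no biological explanation was tested.

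Among the 7 non-neighboring pools, pool 06 had 10789 detectable genes, against 12280 in the next and a median of 12544. It also held the fewest reads of these pools, 3811945, against a median of 5684106, and among the neighboring pools 1 had fewer genes (9954) without having the fewest reads. Without pool 06 of both positions, edgeR called 10 genes in place of 44. In the score of 100 oocyte genes outside Table S4, pool 04 of the non-neighboring pools was lowest, at 0.57 against 0.91 in the next and a median of 0.93. Without pool 04 of both positions, edgeR called 6 genes. No biological explanation was tested for either pool.

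In the non-neighboring granulosa cells of the DRaqL-SC3-seq data, the markers of theca and interstitial cells took 477 RPM of the summed reads, against 85.9 in neighboring cells and 15.7 in oocytes, a signal that the paper does not discuss. Of the 6 markers, 5 are in the tables, and 1 of them, Hsd3b1, is among the 97 genes of Table S4, which were chosen on these cells. Hsd3b1 was also the most abundant, at 393 RPM in non-neighboring and 82.1 in neighboring cells, followed by Cyp11a1 (40.2 and 0.626), Cyp17a1 (27.6 and 0.0522) and Lhcgr (15.3 and 0.104). Star ran the other way, at 0.856 and 3.03 RPM. Of the reads of the markers in non-neighboring cells, 65.9% lay in 3 of 26 cells, and without these the level was 187 RPM. Without Hsd3b1 it was 84 RPM.

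For Cyp17a1 and Lhcgr, a candidate explanation is RNA from theca or interstitial cells in a few of the captured cells. Cyp17a1 was read in 3 non-neighboring cells, and all 3 also had Lhcgr and Hsd3b1. These cells, GC002, GC083 and GC091, held 99.1% of the Lhcgr reads of non-neighboring cells. Cyp11a1 goes against this for 2 of the 3 cells, as its reads there lay in GC002 (1152 RPM) and GC083 and GC091 had 0. They also held between 2516 and 4849 RPM of Inha, so that they were not devoid of a granulosa cell transcript. GC083 and GC091 are numbered 8 apart and resembled each other more than any other pair of granulosa cells (r of deviations 0.655), so that they may not be separate observations. For Hsd3b1 the tables argue against this as the whole cause, since 39.9% of its reads (2201 of 5514) lay in 12 of its 17 cells, which had no read of Cyp17a1, Cyp11a1 or Lhcgr. The position of the granulosa cells in the follicle, and expression of these genes by granulosa cells themselves, stay open, as each position counts as 1 sample.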

How the results depend on the processing

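The grouping of Y-shaped adapter libraries by the paper's source data, the mean over genes with a detected exon, a pseudocount of 2, PC2 given the total count, 1 oocyte of each near-identical pair and the thinned reconstruction were chosen only after the result was seen. The other alternatives were chosen before the data were examined. Over 78 results and 427 alternative values, 325 kept their direction and stayed within the limit of change, 91 moved, 1 passed a threshold it had not passed, and 10 changed sign. Of the values of oocyte junctions, 48 of 48 stayed within the limit, and of the mESC 3′ data 29 of 31. Where no reason is given, the cause was not tested.

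In mESCs, the lowest 2.5% of differences in mean log2 (RPM+1) began at -1.24, at -1.94 with a pseudocount of 0.1 and at -0.64 with 10. With Y-shaped adapter libraries grouped as in the paper's source data, the difference in exon detection was -1.51 points and in junction detection -15.9 points, which follows from exchanging the groups.

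The rank correlation of PC2 with oocyte diameter, -0.826, was -0.622 within oocytes of primary follicles, -0.499 within those of secondary-to-early antral follicles and 0.285 in a PCA of oocytes alone, whose PC1 gave -0.825. Genes with a correlation with diameter beyond 0.8 in size numbered 410, and 77 by Spearman's rho, 3 within primary and 0 within secondary-to-early antral follicles, where no test was made, and 266 with 1 oocyte of each near-identical pair. Reconstruction with class means in place of the regression left 3 oocytes more than 20 μm apart in place of 6.

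Thinned to 1 depth, 8344.5 genes in place of 12522.5 were detectable in pools and 10349 in place of 15610 in bulk samples, as fewer reads detect fewer genes. So thinned, formalin-fixed oocytes had 8195 genes, and DRaqL-Smart-seq2 had 521 more genes than Smart-seq2 of LCM-seq in place of 1238. Above 10 RPM this difference was 611, and SMART-Seq v4 detected 3866 genes. In the single mouse, LCM minus fresh was -209.9 genes in granulosa cells and -478 in oocytes when thinned, in place of 635.9 and 206, so these signs depend on depth. With at least 2 reads, it was 955 in oocytes.

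The log2 ratio of oocyte markers between neighboring and non-neighboring cells was also taken with the median over cells in place of summed reads. It was then 5.52 in DRaqL-SC3-seq, 1.50 in LCM-isolated and 0.0217 in freshly dissociated cells of the single mouse. It was 4.85 in SMART-Seq v4, 6.40 in DRaqL-SMART-Seq v4, 5.69 in Smart-seq2 of LCM-seq and 5.10 in DRaqL-Smart-seq2, each above the ratio of summed reads. In formalin-fixed sections the medians were 987 and 81.5 RPM. From summed reads, the ratio in the LCM-isolated and freshly dissociated cells of the single mouse was 3.03 and 2.60 over all library pools, 2.66 and 3.49 in pools without an oocyte, and 1.87 and 3.09 in pools with an oocyte.

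For the lists of 97 and 35 genes of Table S4 in DRaqL-SC3-seq (2.24 and -2.33), a pseudocount of 0.1 gave 3.06 and -3.26, 10 gave 1.38 and -1.49, summed counts gave 1.53 and -2.01, the cells GC073 to GC100 gave 1.97 and -2.72, and a pseudocount of 2 gave 1.97 for the 97 genes. In formalin-fixed sections the 35 genes gave -3.57 at a pseudocount of 0.1, -1.44 at 10, -2.98 with summed counts and -1.77 without the oocyte markers, and the 97 genes gave 0.37 with summed counts. The 97 genes changed sign in DRaqL-SMART-Seq v4 at a pseudocount of 10 (-0.0059) and with summed counts (-0.0923), in Smart-seq2 of LCM-seq at 0.1 (-0.0380) and in freshly dissociated cells within library pools (-0.0440). In freshly dissociated cells the 35 genes changed sign without cells at the mixed-profile level, to 0.70, so that their direction there rested on 3 attached cells.

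In the pools, edgeR called 44 genes higher in neighboring and 0 higher in non-neighboring pools, with 402 at an unadjusted p under 0.05. DESeq2 called 105 and 11, including all 44, and the list of Table S4 adjusted alone gave 17 and 0, where fewer genes are tested. Leaving out 1 pool number gave 5 to 34 genes higher in neighboring and 0 to 1 higher in non-neighboring pools, and the former count moved by more than 1.5 times without pool 1 (29), pool 3 (27), pool 4 (6), pool 5 (5), pool 6 (10) and pool 7 (22), in part as fewer samples are left. With the pool number as a block, 3 genes were called, all among the 44 and higher in neighboring pools. Whether the numbers pair the pools stays open. The 7 pairs of the same number had an r of 0.00593 to 0.188 (median 0.0678), of which 2 were above 0.1. Other pairs had an r of -0.129 to 0.141 (median -0.0125). With pools paired by number, exact sign-flip tests gave p = 0.0156 for the 35 genes and for the oocyte markers, and p = 0.391 for the 97 genes. No filter on low counts gave 55 and 1, all genes in the table 35 and 1, and upper-quartile scaling 49 and 0. The gene set p of the 97 genes, 0.0797, was 0.0178 without the filter, and ranged from 0.0178 to 0.384 over its alternatives, with the direction of Table S4 in each. The 35 genes kept their direction in all of them. In bulk samples the 35 genes had a median of 5.16 at a pseudocount of 10 in place of 4.53.

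Depth limits what can be read at low levels. In freshly dissociated granulosa cells the shallowest library held 12748 reads, and in formalin-fixed sections 55319, so that a gene without reads there was not detectable at this depth. All genes in the table in place of protein-coding genes was not run for mESCs and DRaqL-SC3-seq cells, whose tables hold no other genes.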

Differences from the paper's values

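In the PCA of mESCs, the paper's overlap of the 97% ellipses is 40%, and the share of the area covered by either ellipse that both covered was 16.9% here. The alternatives set before the data were examined gave 13.6% to 20.4% and none of them came within the paper's value on this measure. As a share of the ellipse of freshly dissociated cells the overlap was 31.2%, and of that of LCM-isolated cells 27%, which fall within the limits used here.

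For exon detection in libraries labelled freshly dissociated, the paper's value is 53% and the value here was 8.97%, and in those labelled LCM the paper's value is 48% and the value here was 10.5%. In genes with 20 or fewer exons, the paper's values are 55% and 51%, and the values here were 11.8% and 13.8%. None of the alternatives set before the data were examined closed these gaps: a TMM threshold of 1 gave 10.7% and 13.0%, a threshold of 5 gave 6.29% and 6.86%, and a minimum of 1 read gave 15.2% and 19.7%. A mean over genes with at least 1 detected exon in the cell gave 44.5% and 46.7%, and 46.8% and 49.1% in genes with 20 or fewer exons, which falls within the limits, but it was chosen after seeing the values, and it drops 0 of the paper's called items since the paper gives no list of called exons. The types of cells are as labelled, and the sample labels and the paper's source data for Fig 3 list the types the other way round.

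For granulosa cells of the DRaqL-SC3-seq data with a mixed profile, the paper's value is 5% (3 of 60 cells, the paper's) and the value here was 28.3% (17 of 60) at 10% of the median oocyte. No alternative for this measure was set before the data were examined. For freshly dissociated granulosa cells attached to oocytes, the paper's share is 43% and the share here was 21.4%. Of the alternatives set before the data were examined, a threshold of 1% of the median oocyte gave 35.7% and closed the gap, whereas a threshold of 25% (14.3%) and 100 genes in place of the marker list (21.4%) did not. For cells not attached, the paper's share is 5% and the share here was 0%, with 14.3% at a threshold of 1%, and no alternative closed the gap. The criteria are unlike, since the paper read mixed cells by eye from contour plots of the whole transcriptome, and a threshold on marker genes was used here. No test over cells was made here.

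For genes correlated with oocyte diameter, the paper's numbers are 140 with r above 0.85 and 41 with r below -0.80, and the numbers here were 129 and 53, within the limits used here. A pseudocount of 2, chosen after seeing the values, gave 140 and 58, which are also the numbers in the paper's Table S3, and it drops 0 of the 416 genes of that table. No setting gave 41. With 1 oocyte of each near-identical pair, also chosen after seeing the values, the numbers were 46 and 23, both outside the limits. Spearman's rho gave 0 and 21, also outside them. TMM scaling gave 100 and 95, and a pseudocount of 10 gave 132 and 67, of which the numbers below -0.80 fell outside. Within either follicle class both numbers were 0.

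The paper states that exon detection was lower in LCM-isolated cells. By the sample labels, it was higher in them, by 1.51 percentage points. Under the types of cells as the paper's source data list them, a setting chosen after seeing the data, the direction was that of the paper.

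The paper states that the genes higher in neighboring cells were nearly undetectable in non-neighboring cells. Each of the 35 genes was detected in a median of 50.0% of the non-neighboring cells (26.9% to 80.8%).

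The paper describes levels of the listed genes in bulk granulosa cells as lying between those of the pools. The median of the 35 genes in bulk samples, 4.53, lay between the means of the pools, and that of the 97 genes, 6.05, lay above both (5.24 in neighboring and 5.61 in non-neighboring pools). The paper's Methods assign only bulk samples from sections with oocytes to early antral follicles, and leave the others without a stage. The labels do not mark which samples these are, so the group here is wider than the paper's and the comparison is between unlike groups. The value of the 35 genes at a pseudocount of 10 was 5.16.

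The paper states that the pools showed the expression profiles of the genes of Table S4. Of the 97 genes, 57 were higher in non-neighboring pools, and the score of these genes gave an exact permutation p of 0.384 (7 pools of each position). Suz12, one of them, was higher in neighboring pools.

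The paper states that the oocyte transcripts in neighboring cells belong to certain genes. Of the 100 genes with the highest levels in oocytes outside Table S4, 69 were also higher in neighboring than in non-neighboring cells.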

Other observations

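The tests of mislabelled libraries, of runs of cell numbers, of near-identical pairs and of 100 oocyte genes in the pools were chosen only after the result was seen.

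Each of the 10 Y-shaped adapter libraries of mESCs resembled a 3′ library of the other labelled type. The next nearest reached an r of 0.200 at most, and for the 5 oocytes the nearest library was that of the same oocyte in 5 of 5 cases. The explanation tested was a mislabelled sample, here an exchange of types for all 10, by a listing apart from this likeness. The paper's source data for Fig 3 list 10 of 10 libraries under the other class, so that it remains a candidate explanation. The labels of the 3′ libraries give numbers of detectable genes within the rounding of the paper's (10729.5 and 9886). No biological explanation was tested.

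Oocytes of primary follicles formed 5 near-identical pairs, 33 and 41, 34 and 42, 35 and 43, 36 and 44, and 37 and 45, each numbered 8 apart. Their deviations from the gene means correlated with an r of 0.690 to 0.937, whereas no other of the 86 pairs exceeded 0.0405. On the log2 scale the pairs had an r of 0.884 to 0.973. For deviations, 0 of the 5 pairs lay within the range of the 8 pairs of serial sections of 1 oocyte (r up to 0.538), but on the log2 scale 4 of the 5 did (r 0.755 to 0.954), and the sections are of other oocytes. Oocytes 35 and 43 are listed with diameters of 13.3 and 32.7 μm. Whether a pair is 2 sections of the same oocyte cannot be told apart from other sources of likeness by these values, since the scales differ in their outcome. The reads of the paired libraries differed beyond counting error, with a chi-square per gene of 3.49 to 50.3, so the libraries are not copies of 1 file. Material shared between libraries 8 apart in the layout is a candidate explanation. Among freshly dissociated mESCs, pairs 8 apart had a median correlation 0.0440 above that of other pairs, and among LCM-isolated mESCs 0.0549 above, and 4 of the 5 highest pairs were 8 apart in each. The highest pairs were S25 and S33 (0.873) and SL18 and SL26 (0.204). Among granulosa cells 1 of the 5 highest pairs was 8 apart and among oocytes of secondary-to-early antral follicles 0 of 5, so the pattern did not extend to all libraries. Whether and at which step material was shared stays open.

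Depth was tested as an explanation of 3 results and the tables argue against it for each. The difference in detectable genes of mESCs, LCM minus freshly dissociated, was -685.9 genes when all libraries were thinned to 1 depth. The rank correlation of PC2 with oocyte diameter was -0.828 when thinned and -0.818 given the total count, and PC2 and diameter followed the total count by -0.216 and 0.208. The 4 oocytes that were matched at a diameter more than 20 μm smaller were all still matched so, 4 of 4, when thinned to 873206 reads. One of them, O43, is a member of a near-identical pair and has the largest total of the oocytes, 2338750. The follicle class and the diameter of an oocyte stay open as explanations of PC2.

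Oocyte transcripts were higher in neighboring than in non-neighboring granulosa cells of the DRaqL-SC3-seq data, at 4176 and 1122 RPM, a log2 ratio of 1.90. A few neighboring cells near the mixed-profile level cannot be told apart from other causes of this ratio. Without the 3 highest cells of each class it was 3.67 (3135 and 246 RPM), but these held all 3 non-neighboring cells at or above the level and only some of the neighboring ones, so that the ratio had to rise. The medians over cells, with a log2 ratio of 5.52, do not rest on a few cells. A share of whole oocyte RNA in neighboring cells is a candidate explanation, as 69 of 100 oocyte genes outside Table S4 were higher there, against a 95% range of 34 to 52 in matched random lists. The median difference of these genes was 0.20 on the log2 scale. RNA released from oocytes in the section and RNA passed between living cells would both give this pattern and stay open.

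The log2 ratio of the same markers was 2.48 in SMART-Seq v4 (2191 and 392 RPM), 5.76 in DRaqL-SMART-Seq v4 (1031 and 19.1), 4.46 in Smart-seq2 of LCM-seq (2813 and 128), 2.65 in DRaqL-Smart-seq2 (1337 and 213), 3.57 in formalin-fixed sections (2518 and 212), 3.03 in LCM-isolated cells of the single mouse (2857 and 350.3) and 2.60 in its freshly dissociated cells (1348 and 223). These ratios are of summed reads, and the medians over cells gave other values, as stated above. Differences between the data sets were not tested. In most of these data sets position and in-line index go together, so that their effects on the ratio cannot be told apart.

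In the freshly dissociated cells, attached cells with oocyte transcripts were looked at for cross-talk of barcodes in library pools that also held an oocyte. In pools without an oocyte, 1 of 15 granulosa cells reached the mixed-profile level, which cross-talk with an oocyte in the same pool would not give. In pools with an oocyte, 2 of 6 attached cells reached it. With 1 such cell, cross-talk and genuine mixture cannot be told apart for the other cells. In LCM-isolated cells, 1 of 10 neighboring and 0 of 12 non-neighboring cells reached it in pools with an oocyte, and 1 of 25 and 2 of 23 in pools without.

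The 3 mixed cells of the DRaqL-SC3-seq data all lie among the cells numbered GC073 to GC100. The 15 other cells of that run had a median of 3651 RPM of oocyte markers, against 87.9 in the 42 cells from GC001 to GC069, and a log2 ratio of 1.62 over summed reads. A difference between library batches is a candidate explanation, as is a difference in the follicles captured. Within the runs the log2 ratio of neighboring to non-neighboring cells was 1.86 and 1.73.

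In the 10-cell pools, other splits of the 14 pools were drawn, and 1 of 100 splits, the real one, gave as many genes as the 44 called by edgeR. This argues against chance for the count of called genes, although 1 of 100 is the smallest share that these splits can give. The next largest gave 2 genes. Counted at an unadjusted p under 0.05, 4 of the 100 splits gave as many genes as the real one, with a median of 191 in the others. The 44 genes rest on few pools, as 5 were called without pool number 5 and 6 without pool number 4. The genes were higher in neighboring pools, and 0 were called higher in non-neighboring pools by edgeR, where 402 genes had an unadjusted p under 0.05, against 11 by DESeq2. The 100 oocyte genes outside Table S4 averaged 2.39 ± 0.91 in neighboring and 0.91 ± 0.16 in non-neighboring pools (n = 7 each; two-sided exact permutation p = 0.000583, the smallest that 7 against 7 allow), a difference of -1.48, and 88 of the 100 had a higher mean in neighboring pools. This is less than 0.5 of the difference of the markers, -4.95, which the prediction had asked for. In RPM, a scale chosen after seeing this, the difference between medians was 4.11% of the oocyte level for the markers and 4.53% for the 100 genes. A share of whole oocyte RNA may thus account for the oocyte markers. For the 35 genes of Table S4, whole oocyte RNA and other causes cannot be told apart. The 35 genes without the oocyte markers still differed by -2.33 (6.00 and 3.66), but 31 of the 35 genes are higher in oocytes than in neighboring cells, so that RNA of oocytes would move them as well. For the 97 genes, oocyte RNA in neighboring pools would act against the direction of Table S4, as 79 of the 97 are higher in oocytes than in neighboring cells, whereas their mean was 5.24 in neighboring and 5.61 in non-neighboring pools. The position in the follicle stays open as a biological explanation.

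Outside the data in which the lists of Table S4 were chosen, the 35 genes were lower in non-neighboring cells in 7 of 7 data sets, and below the range of 95% of matched random lists in 7 of 7. In freshly dissociated cells this did not hold without cells at the mixed-profile level (0.70, percentile 26.2 of random lists) or within library pools (-0.49, percentile 20.2). The paper states that the methods of Fig 4 were run on sections of the same ovary, so the data sets are not separate animals. In most of them the in-line index and the position of a cell go together, with low indices in neighboring cells. An effect of the index therefore cannot be told apart from one of position there. The medians of the 97 and of the 35 genes were 0.62 and -0.88 in SMART-Seq v4, 0.07 and -1.17 in DRaqL-SMART-Seq v4, 0.10 and -2.31 in Smart-seq2 of LCM-seq, and -0.24 and -1.73 in DRaqL-Smart-seq2. They were 0.37 and -0.91 in LCM-isolated cells of the single mouse and 1.23 and -0.53 in its freshly dissociated cells. The 97 genes had the direction of Table S4 in 6 of 7 data sets, and lay above their random lists in 4 of 7.

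The other marker lists gave, in neighboring cells, non-neighboring cells and oocytes of the DRaqL-SC3-seq data, 6159.6, 7537 and 275 RPM for granulosa cells, 37.3, 3.00 and 99.5 for pluripotent stem cells, 1.57, 9.27 and 0.629 for blood, and 21.4, 14.1 and 12.4 for endothelium. No explanation of these was tested.

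In the granulosa cells of the single mouse, Hsd3b1 averaged 8.04 ± 4.29 after fresh dissociation and 2.44 ± 3.47 after LCM, and Apoa1bp 7.46 ± 2.10 and 2.56 ± 2.86 (log2 (RPM+1)). The isolation, the ovary and the amplification method differ together, and no explanation was tested. In the SMART-Seq v4 data, 1 granulosa cell library held 6749468 reads, against 1080057 in the next, and had 12819 detectable genes against 7642 in the next. No tables held a pair of identical columns, with 0 such pairs among all libraries.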
